# Ser14 phosphorylation of Bcl-xL mediates compensatory cardiac hypertrophy in male mice

**DOI:** 10.1038/s41467-023-41595-x

**Published:** 2023-09-19

**Authors:** Michinari Nakamura, Mariko Aoyagi Keller, Nadezhda Fefelova, Peiyong Zhai, Tong Liu, Yimin Tian, Shohei Ikeda, Dominic P. Del Re, Hong Li, Lai-Hua Xie, Junichi Sadoshima

**Keywords:** Calcium signalling, Cardiac hypertrophy, Phosphorylation

## Abstract

The anti-apoptotic function of Bcl-xL in the heart during ischemia/reperfusion is diminished by K-Ras-Mst1-mediated phosphorylation of Ser14, which allows dissociation of Bcl-xL from Bax and promotes cardiomyocyte death. Here we show that Ser14 phosphorylation of Bcl-xL is also promoted by hemodynamic stress in the heart, through the H-Ras-ERK pathway. Bcl-xL Ser14 phosphorylation-resistant knock-in male mice develop less cardiac hypertrophy and exhibit contractile dysfunction and increased mortality during acute pressure overload. Bcl-xL Ser14 phosphorylation enhances the Ca2+ transient by blocking the inhibitory interaction between Bcl-xL and IP3Rs, thereby promoting Ca2+ release and activation of the calcineurin-NFAT pathway, a Ca2+-dependent mechanism that promotes cardiac hypertrophy. These results suggest that phosphorylation of Bcl-xL at Ser14 in response to acute pressure overload plays an essential role in mediating compensatory hypertrophy by inducing the release of Bcl-xL from IP3Rs, alleviating the negative constraint of Bcl-xL upon the IP3R-NFAT pathway.

## Abstract (web summary)

The anti-apoptotic function of Bcl-xL in the heart is diminished by Mst1-mediated phosphorylation of Serine14. Here, the authors show that the Bcl-xL phosphorylation is also promoted by hemodynamic stress, which plays an essential role in mediating compensatory cardiac hypertrophy and contractility.

## Introduction

The Bcl-2 family proteins mediate cell survival and death through apoptosis-dependent and -independent mechanisms^1,2^. The anti-apoptotic property of Bcl-2 and Bcl-xL provides terminally differentiated organs, such as the heart and brain, with crucial protection against oxidative stress. We previously showed that mammalian Hippo kinase Mst1 phosphorylates Bcl-xL at Serine 14 (Ser14) in cardiomyocytes in response to oxidative stress, which disrupts its interaction with the pro-apoptotic protein Bax, thereby increasing the abundance of active Bax, apoptosis, and myocardial ischemia/reperfusion (I/R) injury in mice^3,4^. In a series of intensive analyses of this signaling pathway in cardiac pathology, we found a biphasic increase of Ser14 phosphorylation in the mouse heart in response to acute pressure overload. This led us to investigate whether this post-translational modification contributes to cell survival and death in the context of hemodynamic stress in a manner similar to that during oxidative stress and, if so, how it affects cardiac structure and function. Mst1 is not activated in the heart^5^ or the cardiomyocytes therein^3^ during the acute phase of hypertrophic stimulation, raising the possibility that Bcl-xL Ser14 phosphorylation is mediated by an Mst1-independent mechanism during hypertrophy.

The heart adapts to increased blood pressure by increasing individual cardiomyocyte size, namely hypertrophy, to increase contractility and reduce ventricular wall stress and oxygen consumption^6^. The MEK-ERK and Ca^2+^-NFAT signaling pathways have been intensively studied as crucial mechanisms for the development of cardiac hypertrophy^7–9^. An improper response to increased workload results in acute decompensated heart failure with high mortality, due in part to incompletely understood pathophysiology and limited available new therapies^10^. It is important to unveil the missing piece(s) in hypertrophic signaling, normalization of which should prevent acute decompensated heart failure. The current study aims to investigate the functional significance and role of Bcl-xL Ser14 phosphorylation in response to pressure overload. Here we report the unexpected observation that phosphorylation of Bcl-xL at Ser14 plays a critical role in the development of compensatory hypertrophy by enhancing Ca^2+^ transients and calcineurin-NFAT signaling. We found that acute pressure overload induces phosphorylation of Bcl-xL at Ser14 through an H-Ras-ERK1/2-dependent mechanism, thereby alleviating the negative constraint of Bcl-xL upon Ca^2+^ release from IP3Rs.

## Results

### Inhibition of endogenous Bcl-xL phosphorylation exacerbates acute decompensated heart failure in response to pressure overload

First, we examined the phosphorylation status of endogenous Bcl-xL at Ser14 in the heart in the presence of acute pressure overload by applying transverse aortic constriction (TAC) to mouse hearts. Ser14 phosphorylation was significantly increased in the heart within one hour of TAC, returning to baseline by Day 3 but increasing again at around 1 week and thereafter (Fig. 1a), while there was little change in the phosphorylation level in the heart after sham surgery (Supplementary Fig. 1a). In order to demonstrate the functional significance of the increased phosphorylation of Bcl-xL at Ser14, phosphorylation-resistant knock-in mice, in which Ser14 has been replaced with Ala (S14A knock-in mice)^4^, and control wild type (WT) mice were subjected to TAC surgery. Although the pressure gradient between the ascending aorta and the femoral artery 2 weeks after TAC tended to be less in homozygous S14A knock-in mice compared to in WT mice due to cardiac dysfunction (*p* = 0.09 between WT and homozygous S14A knock-in mice, unpaired *t* test), there was no statistically significant difference among WT, heterozygous, and homozygous S14A knock-in mice (Supplementary Fig. 1b). Significantly less Bcl-xL Ser14 phosphorylation in S14A knock-in mouse hearts than in WT mice one hour after TAC confirms the specificity of our Bcl-xL-Ser14 phosphorylation-specific antibody (Supplementary Fig. 1c). In contrast to the protection conferred by the Bcl-xL S14A knock-in against myocardial I/R injury^4^, S14A knock-in mice exhibited a significantly higher mortality rate after TAC than WT mice. Homozygous S14A knock-in mice exhibited the highest mortality, while heterozygous S14A knock-in mice exhibited an intermediate mortality rate (Log-rank (Mantel-Cox) test *p* = 0.0006) (Fig. 1b). Notably, most of the TAC-induced acute death in homozygous and heterozygous S14A knock-in mice was observed within the first week (Log-rank (Mantel-Cox) test *p* = 0.001). We evaluated cardiac function with echocardiography and hemodynamic analyses. There was no significant difference in cardiac function or chamber size among the groups following sham operation. However, both heterozygous and homozygous S14A knock-in mice exhibited a significantly decreased ejection fraction (EF), a measure of left ventricular contractile function, compared to WT mice, which was observed as early as 1 week post-TAC (Fig. 1c, d and Supplementary Fig. 1d). Left ventricular end-diastolic pressure (LVEDP) and lung weight normalized by tibia length, markers of congestive heart failure, were significantly elevated in S14A knock-in mice 1 week after TAC (Fig. 1e, f). These data indicate that S14A knock-in mice develop acute decompensated heart failure in response to hemodynamic stress, and that phosphorylation of Bcl-xL at Ser 14 is an adaptive response to acute pressure overload.

**Fig. 1:**
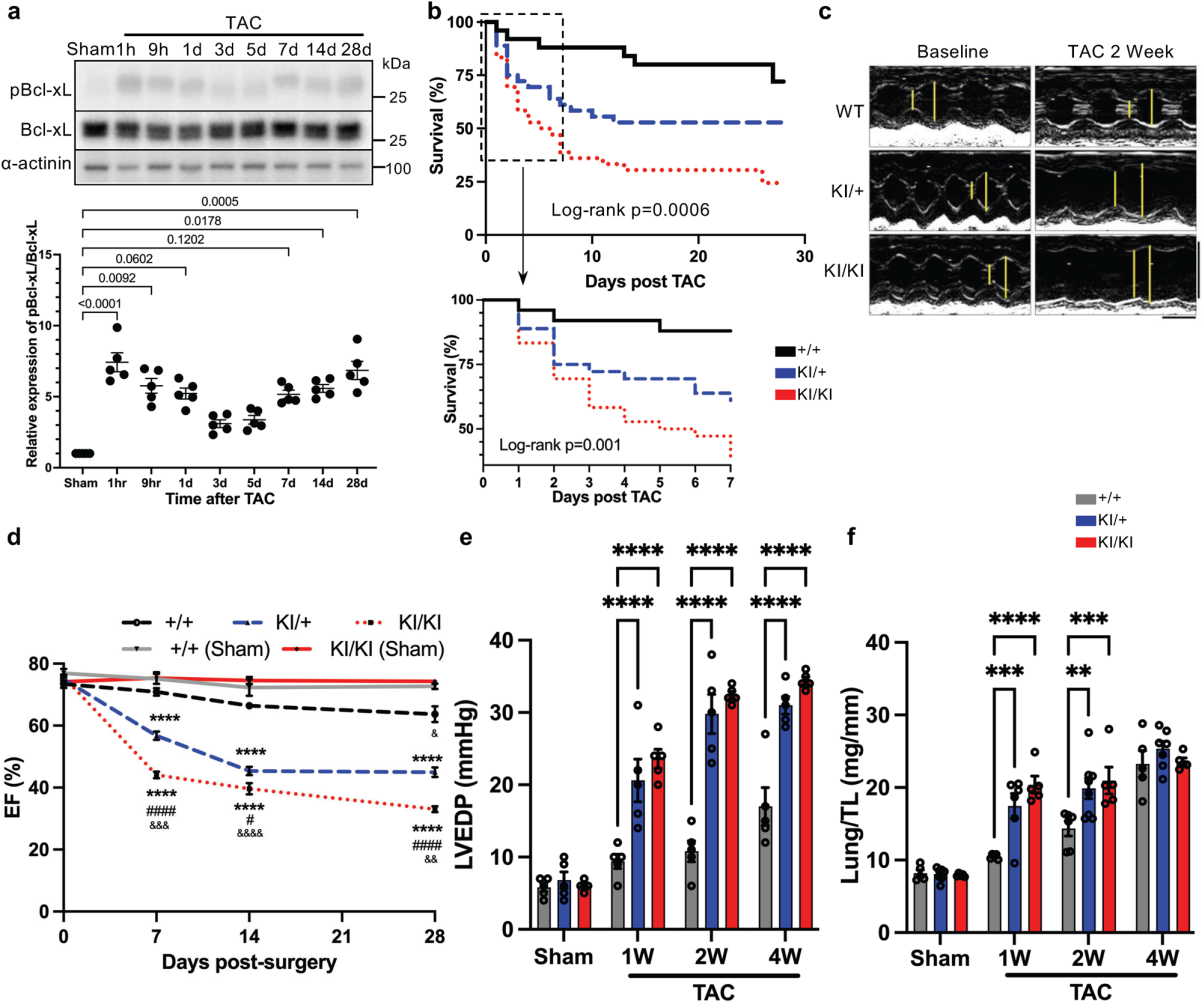
Knock-in (KI) mice in which Serine (Ser) 14 of Bcl-xL is replaced with Alanine show worse phenotypes in response to pressure overload. **a** Representative immunoblots showing phosphorylation of Bcl-xL at Ser14 in the heart with time course after transverse aortic constriction (TAC). Sham is a heart sample collected one hour after sham surgery. h; hours, and d; days after TAC. Lower panel shows densitometric analysis of relative expression of pBcl-xL (Ser14)/Bcl-xL in the heart. Kruskal-Wallis test with sham as the control. *p* values are shown in the figure (*n* = 5). **b** Kaplan–Meier survival curves. Log-rank (Mantel-Cox) test *p* = 0.0006. *n* = 25–36. Lower panel shows the survival curves 1 week after TAC. **c** Representative pictures of M-mode echocardiography. Yellow lines indicate left ventricular (LV) end-systolic and -diastolic diameters. Vertical scale bar indicates 5 mm and horizontal scale bar indicates 100 ms. **d** Ejection fraction (EF) with time course after TAC or sham surgery. Two-way ANOVA with Tukey’s multiple comparison test. ****p < 0.0001 compared to +/+ (wild type) control. #*p* = 0.0183 and ####*p* < 0.0001 compared to knock-in/+. &&&&*p* < 0.0001, &&&*p* = 0.0003, && *p* = 0.0025, and &*p* = 0.0141 compared to Sham (upaired *t* test or Mann–Whitney test, two-sided). *n* = 6–16 (TAC) and 5 (Sham). **e** LV end-diastolic pressure at the indicated time points after TAC or sham surgery, evaluated by hemodynamic study. Two-way ANOVA with Tukey’s multiple comparison test. **** *p* < 0.0001. *n* = 5. **f** Lung weight normalized by tibia length at the indicated time points after TAC or sham surgery. Two-way ANOVA with Tukey’s multiple comparison test. ****p < 0.0001, ***p < 0.001, and **p < 0.01. Adjusted *p* values for (**f**): 0.0004 (1 W, +/+ vs KI/ + ), 0.0018 (2 W, +/+ vs KI/ + ), 0.0008 (2 W, +/+ vs KI/KI). *n* = 5–8. *N* represents biologically independent replicates. Data are mean ± SEM. Source data are provided as a Source Data file.

### Inhibition of Bcl-xL phosphorylation suppresses cardiac hypertrophy

To explore the mechanism by which pressure overload exacerbates cardiac dysfunction in S14A knock-in mice, we evaluated the degree of hypertrophy. Increases in the left ventricular wall thickness caused by cardiac hypertrophy reduce ventricular wall stress, thereby playing an adaptive role during the acute phase of pressure overload^6^. Both heterozygous and homozygous S14A knock-in mice exhibited significantly less hypertrophy than WT mice 1 to 4 weeks after TAC, as evidenced by a lower heart weight to tibia length ratio and thinner wall thickness (Fig. 2a and Supplementary Fig. 1d). Wheat Germ Agglutinin (WGA) staining showed smaller individual cardiomyocytes in S14A knock-in mice than in WT mice (Fig. 2b, c). qPCR analyses showed that TAC-induced upregulation of fetal type genes, including *NPPA* and *NPPB*, *MYH7*, and *Rcan1.4*, was suppressed in S14A knock-in mice (Fig. 2d). End-diastolic left ventricular wall stress 1 week post-TAC was significantly greater in both heterozygous and homozygous S14A knock-in mice than in WT mice (Fig. 2e). These results suggest that the pressure overload is not properly counterbalanced with compensatory hypertrophy in both heterozygous and homozygous S14A knock-in mice. We used homozygous S14A knock-in mice for the rest of the study. Since Ser14 phosphorylation of Bcl-xL inhibits the anti-apoptotic functions of Bcl-xL during myocardial I/R^3^, we speculated that S14A knock-in may protect the heart against apoptosis during pressure overload. Pressure overload slightly increased apoptosis 2 weeks after TAC in WT mice. However, the percentage of TUNEL-positive nuclei was similar between WT and S14A knock-in mice after 2 weeks of TAC (Fig. 2f, g) and 4 weeks of TAC (Supplementary Fig. 1e). It is important to distinguish between the pathological roles of cardiomyocyte and non-cardiomyocyte apoptosis; thus, we further evaluated cardiomcyote apoptosis by co-staining the heart tissue with cardiac troponin T and TUNEL 2 weeks after TAC. The rate of cardiomyocyte apoptosis was indistinguishable between WT and S14A knock-in mice (Supplementary Fig. 1f). Cleaved caspase 3 and 9 were slightly elevated 2 weeks post-TAC to a similar extent in both WT and S14A knock-in mice (Fig. 2h). We also isolated adult cardiomyocytes from WT and S14A knock-in mice and cultured them with or without phenylephrine (PE) for 24 hs. mRNA expression of *NPPA*, *MYH7*, and *Rcan1.4* in response to PE was significantly greater in WT cardiomyocytes than in those isolated from S14A knock-in mice (Supplementary Fig. 1g), suggesting that the effect of S14A knock-in upon hypertrophy may be at least partially cell-autonomous. These data suggest that Bcl-xL Ser14 phosphorylation is critical for the development of compensatory hypertrophy rather than promoting apoptosis during the acute phase of pressure overload.

**Fig. 2:**
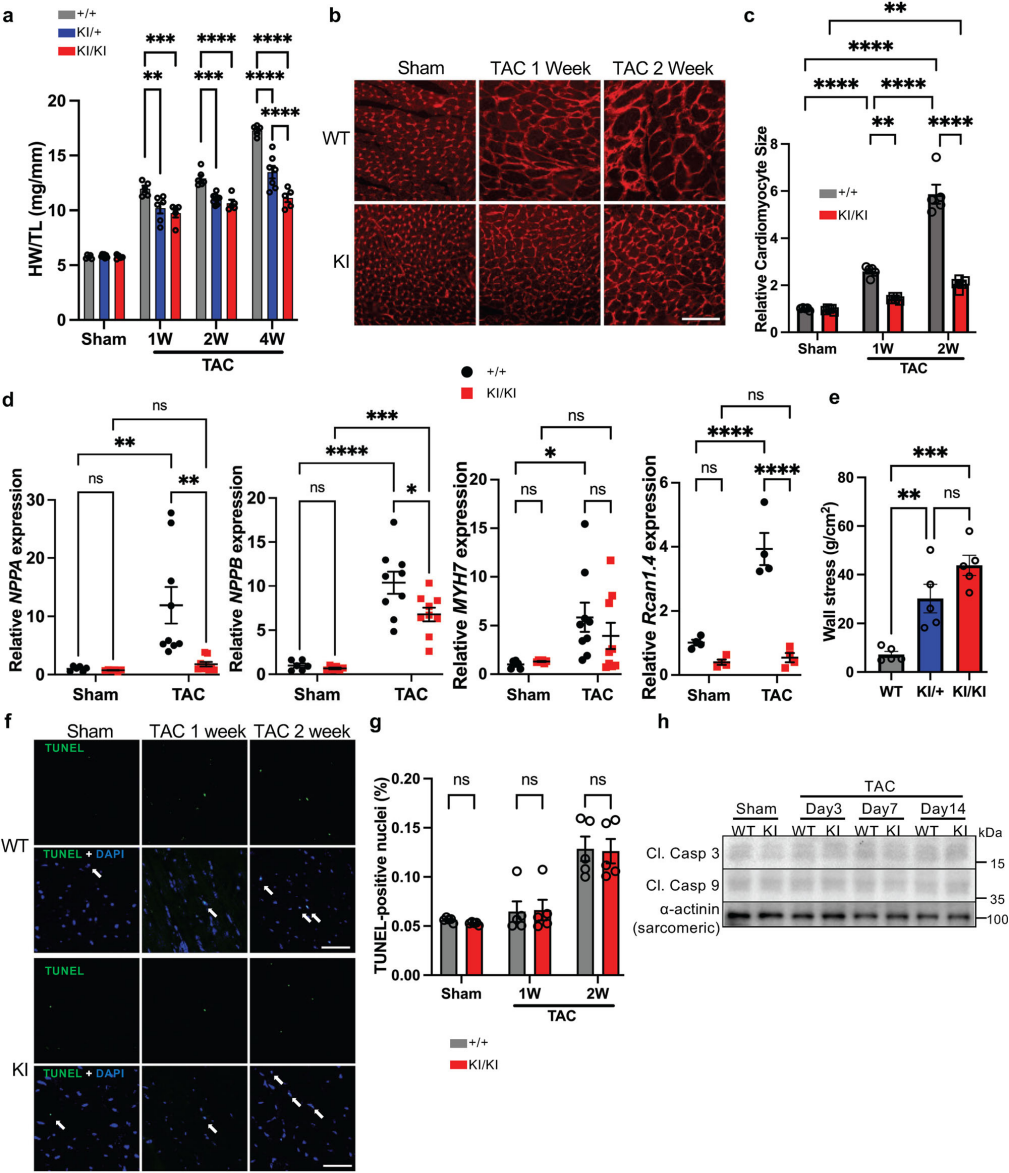
Phosphorylation of Bcl-xL at Serine 14 is essential for compensatory hypertrophy in response to pressure overload. Both heterozygous and homozygous Serine (S14A) knock-in (KI) mice were used in **a** and **e** whereas homozygous mice were used in **b**–**d** and **f**–**h**. **a** Heart weight normalized by tibia length at the indicated time points after TAC or sham. Sham: +/+ *n* = 5, KI/+ *n* = 7, KI/KI *n* = 5; 1 W: +/+ *n* = 5, KI/+ *n* = 6, KI/KI *n* = 5; 2 W: +/+ *n* = 6, KI/+ *n* = 8, KI/KI *n* = 5; 4 W: +/+ *n* = 5, KI/+ *n* = 7, KI/KI *n* = 5. **b** Wheat Germ Agglutinin (WGA) staining of the indicated heart tissues. Scale bar; 100 μm. **c** Quantitative analysis of relative cardiomyocyte size. *n* = 5. **d** Relative *NPPA*, *NPPB*, *MYH7*, and *Rcan1.4* gene expressions. *NPPA*, *NPPB*, and *MYH7*: *n* = 6 (sham) and 9 (TAC). *Rcan1.4*: *n* = 4. **e** Calculated end-diastolic wall stress of the indicated mice 1-week post-TAC (*n* = 5). **f** Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) staining of the indicated heart tissues. Arrows indicate TUNEL-positive nuclei. Scale bar; 100 μm. **g** Quantitative analysis of TUNEL-positive nuclei. *n* = 5. **h** Immunoblots showing cleaved caspase 3 and 9 expression levels in the heart after TAC or sham. Immunoblots were repeated at least three times using biologically independent replicates. In all graphs, WT is indicated by +/+ and knock-in (KI) is indicated by KI/+ (heterozygous) or KI/KI (homozygous). *n* represents biologically independent replicates. Two-way ANOVA with Tukey’s multiple comparison test. ****p < 0.0001, ***p < 0.001, **p < 0.01, *p < 0.05, ns not significant. Adjusted *p* values for (**a**): 0.0015 (1 W, +/+ vs KI/ + ), 0.0001 (1 W, +/+ vs KI/KI), 0.0002 (2 W, +/+ vs KI/+). Adjusted *p* values for (**c**): 0.0012 (TAC 1 W, +/+ vs KI/KI), 0.0021 (KI/KI, sham vs TAC 2 W). Adjusted *p* values for (**d**): 0.0029 (*NPPA*: WT, Sham vs TAC), 0.002 (*NPPA*: TAC, +/+ vs KI/KI), 0.0251 (*NPPB*: TAC, +/+ vs KI/KI), 0.0004 (*NPPB*: KI/KI, Sham vs TAC), 0.0491 (*MYH7*: +/+, Sham vs TAC). Adjusted *p* values for (**e**): 0.0061 (WT vs KI/ + ), 0.0001 (WT vs KI/KI). Data are mean ± SEM. Source data are provided as a Source Data file.

### H-Ras-MEK-ERK signaling is crucial for the increase in Bcl-xL phosphorylation in response to hypertrophic stimuli, which promotes nuclear localization of NFAT3

Since Mst1 is activated in response to pressure overload on Day 3 at the earliest^5^ but phosphorylation of Bcl-xL at Ser14 is observed within one day, the early Ser14 phosphorylation of Bcl-xL in response to acute pressure overload may be independent of Mst1. In order to better understand which signaling pathway is affected in the heart during the acute phase of pressure overload, we performed RNA-sequencing analyses using mouse hearts subjected to 9 hs of pressure overload (Fig. 3a). 

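Transverse aortic constriction (TAC) narrows the aorta by surgery and raises the pressure against which the left ventricle pumps, and sham-operated mice undergo surgery without the constriction. Hearts were collected 9 h after surgery from 4 groups of 3 mice each, namely wild type (WT) sham, WT TAC, homozygous Bcl-xL-S14A knock-in (KI) sham and KI TAC. Poly(A)-selected RNA was made into strand-specific libraries and sequenced as single reads of 75 bases on an Illumina NextSeq 500. The methods call the library paired-end and the sequencing single-read. The authors trimmed the reads with Trimmomatic, mapped them to the mouse genome GRCm38 with HISAT2, counted them on annotated genes with htseq-count and deposited a table of 13552 genes in 12 mice. The paper's text does not name the unit of this table or the filter that left these genes. The deposited values fit RPKM (reads per kilobase of exon, scaled to the reads on genes of each library): multiplied by the exon lengths of GENCODE release M21, the values of each mouse summed to nearly the same total, between 997702 and 1002226. Once multiplied by exon length, low values were whole multiples of the value of 1 read. This held for 97.6% to 98.1% of the low values checked in each mouse and for at most 3.88% when a wrong step was used, so the depth of each library could be read from the table. The depth was a median of 24435908 reads on genes in WT sham hearts (range 23650191 to 32130698), 26121919 in WT TAC hearts (25715285 to 29608542), 30180741 in KI sham hearts (24441455 to 32455166) and 31530271 in KI TAC hearts (30298178 to 31676887). The ranges of WT TAC and KI TAC hearts did not overlap. Mitochondrial transcripts took 6.36% to 12.5% of the reads. Across genes, which are not independent replicates, Pearson's r of the log2 values between mice of a group lay between 0.946 and 0.991.
The values were analysed as log2(RPKM + 1), on which scale the change of a gene with low values is understated, over the 11240 genes that reached 1 RPKM in at least 3 mice. A limma model with 4 groups and a variance prior that follows the mean was fitted to all 12 mice, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested. The paper names edgeR for differential expression, which needs counts and was not applied to these normalized values. An exact permutation test of 3 mice against 3 cannot give a two-sided p below 0.1.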

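Nppa (ENSMUSG00000041616, chromosome 4, 148000722 to 148002079 of GRCm38), which encodes the precursor of atrial natriuretic peptide, was 50.4 ± 22.3 RPKM (SD, n = 3 mice) in WT sham hearts and 483 ± 276 RPKM (SD, n = 3) in WT TAC hearts. The log2 fold change was 3.16 (standard error 0.53, adjusted p = 0.00263 from limma with Benjamini-Hochberg adjustment). In KI hearts Nppa was 44.5 ± 19.2 RPKM after sham and 111 ± 73.5 RPKM after TAC (SD, n = 3 each), a log2 fold change of 1.19 (standard error 0.53, unadjusted p = 0.0414 and adjusted p = 0.119 from limma). Myh7 (ENSMUSG00000053093, chromosome 14, 54970684 to 54994626), which encodes the slow myosin heavy chain, was 75.5 ± 60.2 RPKM in WT sham and 250 ± 113 RPKM in WT TAC hearts, a log2 fold change of 1.90 (standard error 0.44, adjusted p = 0.0143 from limma). In KI hearts it was 31.1 ± 3.98 RPKM after sham and 33.9 ± 12.9 RPKM after TAC, a log2 fold change of 0.060 (standard error 0.44, adjusted p = 0.937 from limma). Each WT TAC heart had more Nppa and more Myh7 than each WT sham heart (exact permutation test, two-sided p = 0.1 for both genes). Among TAC hearts, the KI value was lower than the WT value by a log2 fold change of −2.12 for Nppa (adjusted p = 0.0251 from limma) and −2.83 for Myh7 (adjusted p = 0.00492). Myh7 was also lower in KI than in WT hearts after sham, with a log2 fold change of −0.99 (standard error 0.44, unadjusted p = 0.0421 and adjusted p = 1.00 from limma).
Whether the response to TAC differed between genotypes was tested as a genotype by surgery interaction. It was −1.97 (standard error 0.75) for Nppa and −1.84 (standard error 0.63) for Myh7 on the log2 scale, with adjusted p = 0.255 and 0.220 from limma over all genes tested. Adjusted over the list alone, that is over these 2 genes, p was 0.0197 for both in limma. The paper names both genes from these samples, so the adjustment over the list alone is not independent evidence. With the mean of glucocorticoid-responsive genes as a covariate, the interaction of Nppa was −0.52. Nppa then rose past the threshold in KI hearts too, by a log2 fold change of 2.50 (adjusted p = 0.0385 from limma). The list was chosen with the changed genes in view. Its mean by itself separates KI TAC hearts from KI sham and from WT TAC hearts. The fit thus cannot tell a glucocorticoid response from an effect of genotype or of surgery in KI hearts. The alternative that moved the WT change of Myh7 most was to leave out WT sham mouse 2, which gave a log2 fold change of 2.50. Without WT sham mouse 1 or 3 it was 1.57 and 1.63, no longer past the threshold (adjusted p = 0.0608 and 0.0654 from limma, within a range of 0.00216 to 0.0654 over the 13 alternatives of processing, test and mice, which hold no covariate). With the mean of clock genes as a covariate, a mean that by itself separates WT sham from WT TAC hearts, the WT change was 2.27 for Myh7 and 3.26 for Nppa, and neither was past the threshold (adjusted p = 0.231 and 0.139 from limma). In KI hearts the log2 fold change of Nppa was 0.69 without KI TAC mouse 7, and that of Myh7 changed sign without KI sham mouse 1 (−0.048) or KI TAC mouse 6 (−0.21). Without WT sham mouse 2 the difference in Myh7 between the sham groups was −0.39. The lower Nppa of KI TAC hearts had adjusted p from 0.00701 to 0.103 over the same 13 alternatives, and it was above 0.05 in the fit of the 2 TAC groups alone (0.0682) and without WT TAC mouse 7 or 10 or KI TAC mouse 5 or 6, where the log2 fold changes were −2.02, −1.70, −1.75 and −1.98. It was also above 0.05 with each covariate, at −0.64 with glucocorticoid-responsive genes (adjusted p = 0.741 from limma) and −2.15 with clock genes (adjusted p = 0.0565). For Myh7 this comparison lost its call with the glucocorticoid covariate, although the effect did not shrink (−2.95, unadjusted p = 0.00120 and adjusted p = 0.282 from limma).
Some hypertrophy markers rose in both genotypes. In a list of 9 such genes, which holds Nppa and Myh7, all 9 were higher in WT TAC than in WT sham hearts past the threshold, with a mean log2 fold change of 2.93, and 6 were past it in KI hearts, with a mean of 2.09. Nppb rose by a log2 fold change of 3.26 in WT (adjusted p = 0.00110 from limma) and 3.91 in KI hearts (adjusted p = 0.000181). Rcan1 rose by 2.23 in WT (adjusted p = 0.00270 from limma) and 3.08 in KI hearts (adjusted p = 0.000174). The interaction was 0.64 for Nppb (adjusted p = 0.666 from limma), 0.85 for Rcan1 (adjusted p = 0.460) and −0.84 as the mean over the list of 9 (adjusted p = 0.425 from camera and 0.126 from fry). With quantile normalization the mean interaction of the list was −1.02 and was called by camera (adjusted p = 0.0202, within a range of 0.0202 to 0.743 over the alternatives). Between the TAC groups the list was lower in KI hearts by a mean of −0.83, without overlap between the mice (exact permutation p = 0.1). Camera did not call this (adjusted p = 0.559), and fry (adjusted p = 0.0283) and quantile normalization (adjusted p = 0.0324 from camera) did.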

As in the qPCR analyses, hypertrophy marker genes, including *NPPA* and *MYH7*, were upregulated after TAC in WT, but not S14A knock-in, mouse hearts (Supplementary Fig. 2a). The gene set enrichment analysis (GSEA) indicated that Fcε receptor 1, ERK, and integrin pathways were upregulated in WT mouse hearts in response to pressure overload (Fig. 3b and Supplementary Table 1). 

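The pathways were examined with gene lists written from general knowledge of each pathway, since the gene sets of the Molecular Signatures Database were not used here. Each list was tested in the limma fit with camera, which asks whether the genes of a list changed more than the other genes, at a preset correlation between genes of 0.01, and p was adjusted over 7 lists. The median log2 fold change of all genes from WT sham to WT TAC was 0.035. Of the ERK pathway list, 25 of 27 genes were tested, 18 were higher in WT TAC hearts, and the mean log2 fold change was 0.36 (adjusted p = 0.00423 from camera). Of the integrin pathway list, 36 of 37 genes were tested, 28 were higher, and the mean was 0.36 (adjusted p = 0.00423 from camera). Of the Fcε receptor 1 list, 32 of 38 genes were tested, 21 were higher, and the mean was 0.22 (adjusted p = 0.0735 from camera, from 0.00381 to 0.273 over the alternatives). Under fry, which tests a list without regard to other genes, all 3 lists were called (adjusted p = 0.00301 for ERK, 0.00102 for integrin and 0.00381 for Fcε receptor 1). With the correlation estimated from the data, none of the 3 was called (adjusted p = 0.230, 0.187 and 0.273). The Fcε receptor 1 list was also called without a filter on low values, with a mean of 0.24 (adjusted p = 0.0203 from camera). Reactome's lists of these pathways, whose p-values were adjusted over 3 lists and so more lightly, had means of 0.18 for ERK signaling (32 genes, adjusted p = 0.0359 from camera), 0.85 for integrin interactions (50 genes, adjusted p = 4.40e-07) and 0.18 for Fcε receptor 1 (116 genes, adjusted p = 0.0334).
The changed genes of the ERK list were Myc (log2 fold change 1.97), Itgb1 (1.16), Ngfr (1.14), Stat3 (1.05) and Rps6ka1 (0.54). Those of the Fcε receptor 1 list were Syk (1.16), Fcer1g (1.05) and Vav1 (0.73), with Camk2b lower (−0.53). Of the 6 changed genes of the integrin list, the largest changes were in Acta1 (2.70), Actn1 (1.60), Itgb1, Zyx (0.84) and Tln1 (0.75). In KI hearts the means after TAC were 0.25 for ERK (adjusted p = 0.0475 from camera), 0.21 for integrin (adjusted p = 0.0135) and 0.17 for Fcε receptor 1 (adjusted p = 0.170). The responses of the genotypes were not distinguishable for any of the 3 lists (interaction means of −0.11, −0.15 and −0.050 against a median of −0.13 for all genes, adjusted p = 0.949 from camera for each). Without KI TAC mouse 6 these means were −0.064, −0.087 and −0.023, in the same order, and not called. With Reactome's integrin list the interaction was called, with a mean of −0.65 (adjusted p = 0.00217 from camera, within a range of 0.00217 to 0.999 over the alternatives), and the mean was also lower in KI TAC than in WT TAC hearts (−0.54, adjusted p = 0.0162). The rest of that interaction lies in the sham hearts, where the mean was higher in KI than in WT mice (0.12, 37 of 50 genes higher, adjusted p = 0.0311 from camera). The calls in KI hearts depended on the settings and on single mice. The ERK list lost its call with a pseudocount of 0.1 (adjusted p = 0.0523 from camera), quantile normalization (0.0793), an estimated correlation (0.368) and the Reactome list (mean −0.0094, 0.385), and under fry (0.0570). The integrin list lost it with an estimated correlation (adjusted p = 0.181 from camera) and the Reactome list (0.163). The GSEA statistic called neither in KI hearts (exact permutation p = 0.3 for both). Of the fits that left out a mouse, the ERK list had an adjusted p of 0.0715, 0.0797 and 0.0826 from camera without KI sham mouse 2, KI TAC mouse 5 and KI TAC mouse 7 (means 0.25, 0.26 and 0.19), and the integrin list had 0.0526 and 0.0622 without KI sham mouse 2 and KI TAC mouse 5 (means 0.18 and 0.20).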

Since these pathways all utilize the Ras-MEK-ERK pathway, a well established mechanism involved in the development of cardiac hypertrophy^8,11^, we hypothesized that the Ras-MEK-ERK axis may be activated to promote Bcl-xL Ser14 phosphorylation in the heart during acute pressure overload.

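The 3 pathways use the Ras-MEK-ERK cascade, and their lists share genes of it. Hras (ENSMUSG00000025499) was 13.9 ± 3.22 RPKM in WT sham and 14.8 ± 0.620 RPKM in WT TAC hearts (SD, n = 3 each), and Mapk3, which encodes ERK1, was 21.6 ± 1.62 and 19.7 ± 2.34 RPKM. Neither changed past the threshold, with log2 fold changes of 0.11 and −0.13 (adjusted p = 0.750 and 0.702 from limma).
A list of genes whose transcription ERK signaling induces, such as Egr1, Fos and Myc, had 20 of 22 genes tested. Their RNA does not measure ERK activity itself, and other signals that might induce them were not tested. In WT hearts 19 of the 20 were higher after TAC, with a mean log2 fold change of 0.92 (adjusted p = 9.24e-05 from camera), and in KI hearts all 20 were higher, with a mean of 1.87 (adjusted p = 6.78e-12). Both calls held under fry (adjusted p = 0.0322 and 0.00274) and neither held with an estimated correlation (0.273 and 0.131) or with the GSEA statistic, with scores of 1.69 and 1.08 (exact permutation p = 0.2 and 0.6, where 0.1 is the smallest possible).

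**Figure D1:**
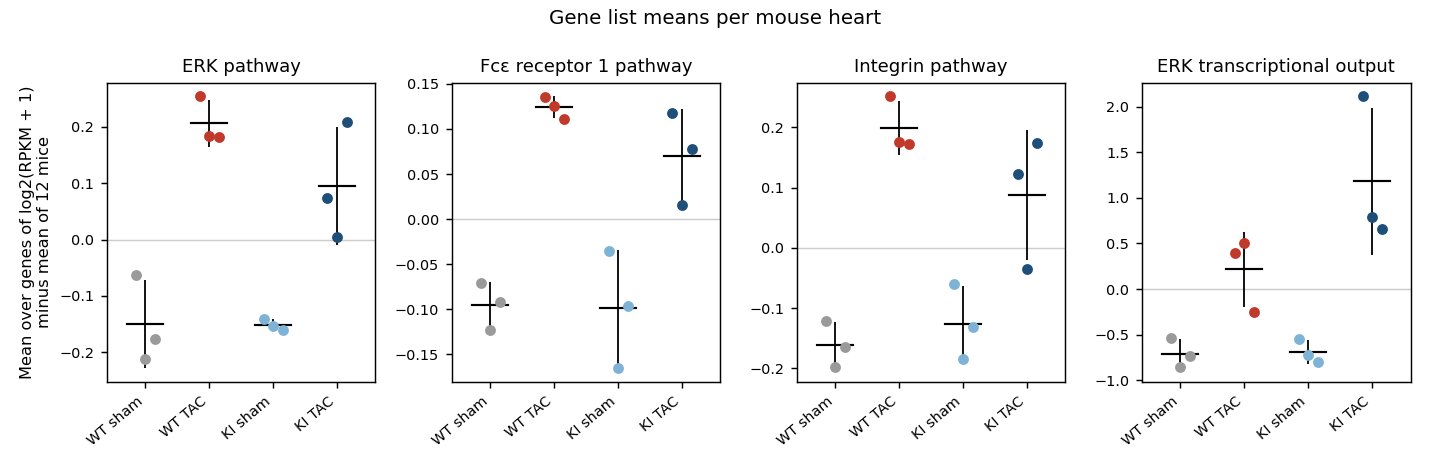
Mean of log2(RPKM + 1) over the tested genes of each list, minus the mean of the 12 mice, on the vertical axis, by group on the horizontal axis. Points are mice, horizontal lines are group means and vertical lines are ± 1 SD (n = 3). In each list the 3 WT TAC hearts lie above the 3 WT sham hearts, and in the list of ERK transcriptional output the KI TAC hearts reach from 0.65 to 2.11.

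From the kinase cascade that the enriched pathways share, the paper proposes that this cascade acts on Bcl-xL in the pressure-overloaded heart, and it then examined the cascade by immunoblot (Fig. 3c).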

**Fig. 3:**
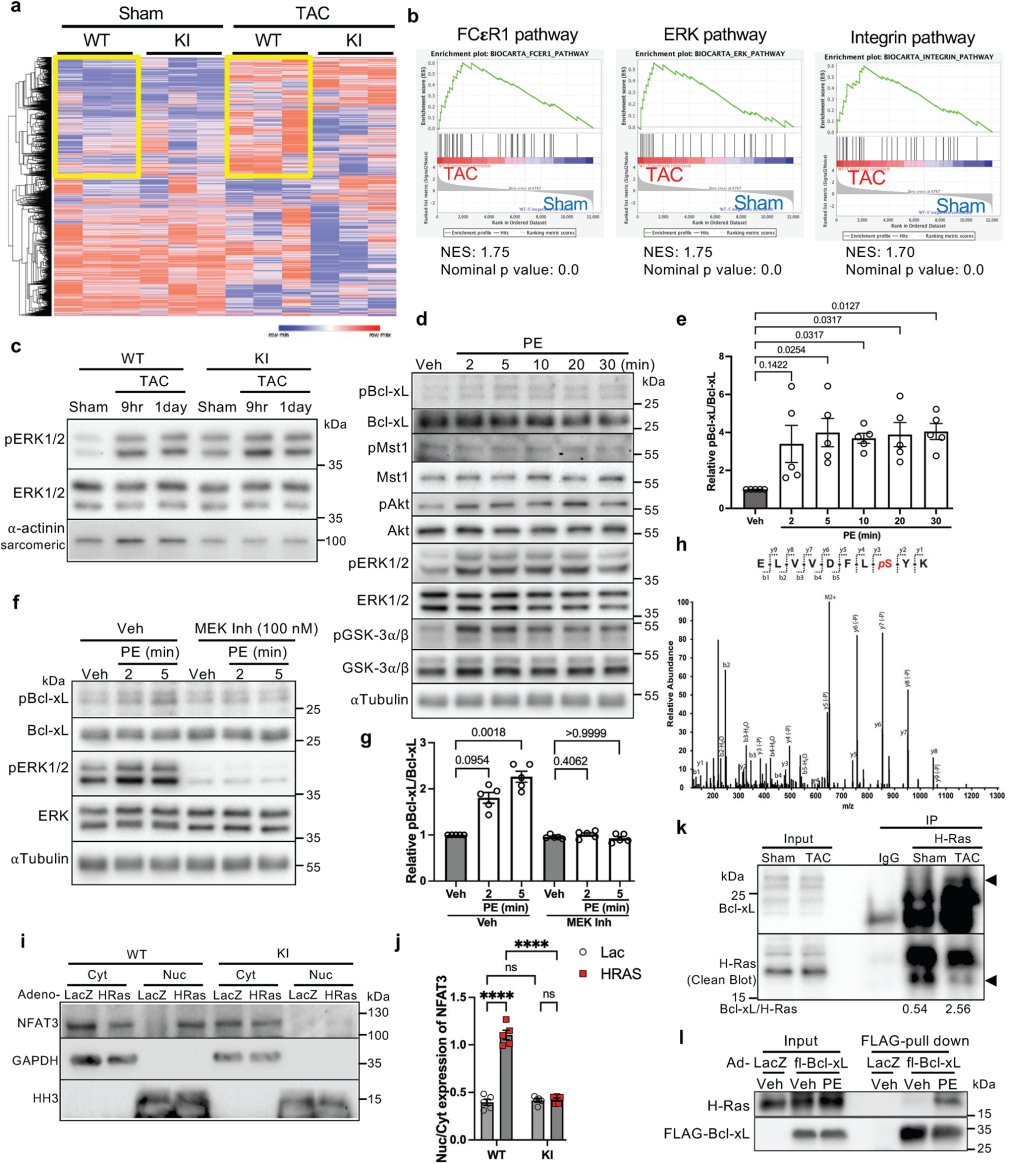
The Ras-MEK-ERK pathway is activated immediately after hypertrophic stimulation, phosphorylating Bcl-xL at Serine 14 and promoting nuclear translocation of NFAT3. **a** Heat map of differentially expressed genes in the hearts of WT and Bcl-xL-S14A knock-in (KI) mice 9 hs after TAC or sham surgery. *n* = 3. **b** Gene set enrichment analysis plots of the FCεR1, ERK and Integrin pathways enriched after TAC compared to sham in WT mice (Supplementary Table 1). NES, normalized enrichment score. GSEA nominal *p* value is the statistical significance of the enrichment score by using a phenotype-based permutation test with no adjustment. **c** Immunoblots showing the phosphorylation status of ERK1/2 in the hearts of WT and KI mice after TAC or sham surgery. Immunoblots were repeated at least three times using biologically independent replicates. **d** Immunoblots showing the phosphorylation status of Bcl-xL (Ser14) in cardiomyocytes after phenylephrine (PE). **e**, **g** Relative expression of pBcl-xL (Ser14)/Bcl-xL. Kruskal–Wallis test with vehicle as the control. *p* values are shown in the figure (*n* = 5). **f** Immunoblots showing the effect of a MEK inhibitor (PD0325901) on PE-induced Bcl-xL-Ser14 phosphorylation in cardiomyocytes. **h** MS/MS spectrum of a doubly charged ion (*m/z* 646.81) corresponding to the peptide sequence ^7^ELVVDFL*p*SYK^16^ with a phosphorylation modification at S^14^ in Bcl-xL. The observed *y*- and *b*-ion series confirmed the peptide sequence and phosphorylation modification site. **i**, **j** Immunoblots showing the nuclear and cytosolic localization of NFAT3 in WT and S14A KI adult mouse cardiomyocytes transduced with adenovirus harboring H-Ras or LacZ (**i**) and its quantification analysis (**j**, *n* = 5). Two-way ANOVA with Tukey’s multiple comparison test. ****p < 0.0001, ns not significant. **k** Immunoprecipitation assay using α-H-Ras antibody with heart lysates from mice subjected to 9 hs of pressure overload. The numbers indicate the ratio of Bcl-xL (upper arrow) to H-Ras (lower arrow) by densitometric analysis. **l** FLAG-pull down assay using rat neonatal ventricular cardiomyocytes transduced with adenovirus harboring FLAG-Bcl-xL for two days in the presence of PE or vehicle for 20 mins. Immunoblots were repeated at least three times using independently prepared cardiomyocytes. *n* represents biologically independent replicates. Data are mean ± SEM.

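Between WT sham and WT TAC hearts, 1299 of the 11240 genes tested had an adjusted p under 0.05 from limma, 782 higher and 517 lower after TAC. Of all genes tested, 35.1% had no overlap between the 3 mice of each group, where chance gives 10%. Between KI sham and KI TAC hearts 2620 genes passed, 963 higher and 1657 lower. Between WT TAC and KI TAC hearts 1242 passed, 328 higher and 914 lower in KI hearts. Between WT sham and KI sham hearts only 2 passed, with 37 at an unadjusted p under 0.05. The 2 genes, Gm14267 and Gm6334, are pseudogenes higher in KI hearts and are named after their values were seen; Gm6334 had at most 2 reads in any WT heart. No gene had an interaction of genotype and surgery past the threshold, with a count of 0, and 1668 genes had an interaction with an unadjusted p under 0.05.
The share of higher genes depended on how the libraries were scaled. It was 60.2% for WT TAC against WT sham, 36.8% for KI TAC against KI sham and 26.4% for KI TAC against WT TAC with the values as deposited. With quantile normalization the shares were 48.1%, 48.3% and 46.0%, and with median-ratio scaling 50.2%, 55.0% and 58.6%. The number of genes also depended on single mice. For WT TAC against WT sham it was 596 without WT TAC mouse 7 and 863, 646 and 677 without WT sham mice 1, 2 and 3. For KI TAC against WT TAC it was 162 without WT TAC mouse 7, 797 without WT TAC mouse 10, 646 without KI TAC mouse 5 and 186 without KI TAC mouse 6. For KI TAC against KI sham it was 1453 without KI sham mouse 3, and for the interaction it was 240 without WT TAC mouse 9, 182 without KI TAC mouse 7 and 8 without WT TAC mouse 10.
The largest increases in WT hearts were in Timp1 (log2 fold change 4.86, standard error 0.22, adjusted p = 4.69e-08 from limma), Tnc (4.58), Ankrd2 (3.94), Serpina3n (3.56) and Thbs1 (3.55), and the largest decreases were in Scn4b (−2.30), Mylk4 (−2.15), Inmt (−2.11), Ces1d (−1.95) and Snai3 (−1.88). In KI hearts they were in Ankrd2 (6.15), Mt2 (5.06), Thbs1 (5.05), Hspa1b (4.97) and Hspa1a (4.96), of which the last pair are near-identical copies whose reads the counting could have split, and in Lingo3 (−2.47), Asb2 (−2.46), Ky (−2.45), Mmp15 (−2.39) and Gal3st3 (−2.35). Between WT TAC and KI TAC hearts the largest changes were higher values in KI hearts of Arc (log2 fold change 3.34), Mt2 (3.16), Atf3 (3.09), Sphk1 (2.54) and Ankrd2 (2.36) and lower values of Myh7, Sox4 (−2.42), Tnc (−2.41), Fzd2 (−2.34) and Cilp (−2.30). Of the 782 genes higher in WT TAC hearts, 718 were also higher in KI TAC than in KI sham hearts and 422 of them passed the threshold there. The median log2 fold change of the 782 was 0.87 in WT and 0.63 in KI hearts. Of the 517 lower genes, 502 were lower in KI hearts and 323 passed, with medians of −0.88 and −0.74. Genes were chosen by their change in WT hearts, which by itself makes the WT medians larger. Across all genes tested, Pearson's r of the WT and KI log2 fold changes was 0.635 and Spearman's rho 0.551. The first principal component held 46.1% of the variance and placed the sham hearts between −28.2 and −21.0 and the TAC hearts between 0.73 and 49.0. The next held 20.2% and placed the WT TAC hearts between −33.9 and −21.2 and the KI TAC hearts between 5.63 and 27.5.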

Consistent with the results of the RNA-sequencing analysis, ERK1/2 phosphorylation was increased but the level of total ERK1/2 protein was unaltered in the heart after 9 h of TAC (Fig. 3c). Phosphorylation of ERK1/2, but not Mst1, was also rapidly induced in response to PE, an α1-adrenergic receptor agonist, in neonatal rat ventricular cardiomyocytes, along with Bcl-xL Ser14 phosphorylation (Fig. 3d, e). Phosphorylation of Akt, a well-known regulator of cardiac hypertrophy^6,12,13^, was also increased in response to PE. To examine whether activation of either ERK or Akt is involved in Bcl-xL phosphorylation at Ser14 in response to hypertrophic stimuli, cardiomyocytes were pretreated with a MEK inhibitor, PD0325901, or an Akt inhibitor, Triciribine, and stimulated with PE. Inhibition of MEK, but not Akt, attenuated PE-induced increases in Bcl-xL phosphorylation at Ser14 (Fig. 3f, g and Supplementary Fig. 2b), suggesting that the MEK-ERK axis functions upstream of Bcl-xL Ser14 phosphorylation. To determine whether ERK1 directly phosphorylates Bcl-xL at Ser14, we performed in vitro kinase assays with active ERK1 and recombinant GST-Bcl-xL (Supplementary Fig. 2c). Subsequent LC-MS/MS analyses showed that ERK1 directly phosphorylates Bcl-xL at Ser14 (Fig. 3h).

Hypertrophic stimuli activate H-Ras, which, in turn, promotes nuclear translocation of NFAT3 in cardiomyocytes^3,14^. To investigate whether Bcl-xL phosphorylation at Ser14 is critical for activation of NFAT3, adenovirus harboring H-Ras was transduced into adult mouse cardiomyocytes isolated from WT and S14A knock-in mice (Supplementary Fig. 2d). H-Ras increased nuclear localization of NFAT3 in WT, but not S14A knock-in, cardiomyocytes (Fig. 3i, j). The BH4 domain of Bcl-2 family proteins interacts with H-Ras^15–17^. Co-immunoprecipitation assays showed that binding of H-Ras to Bcl-xL was greater in hearts subjected to TAC than in those without TAC (Fig. 3k). The PE-induced increase in the interaction between Bcl-xL and H-Ras was also observed in cardiomyocytes expressing FLAG-Bcl-xL in FLAG-pull down-coimmunoprecipitation assays (Fig. 3l). These results suggest that the H-Ras-MEK-ERK pathway may promote Bcl-xL Ser14 phosphorylation, which in turn activates NFAT signaling in cardiomyocytes.

We further investigated the involvement of the H-Ras-MEK-ERK pathway in Ser14 Bcl-xL phosphorylation in the heart in vivo. WT and S14A knock-in mice were pretreated with a MEK inhibitor, PD0325901, or vehicle for three days. The mice were then subjected to either TAC or sham operation in the presence of PD035901 or vehicle. Inhibition of MEK suppressed the development of hypertrophy in WT mice, as assessed by echocardiographic measurement of the wall thicknesses of the interventricular septum at end-diastole (IVSd) and the LV posterior wall at end-diastole (LVPWd), heart weight normalized by tibia length, and individual cardiomyocyte size, after 1 week of TAC (Supplementary Fig. 2e–h). The suppression of cardiac hypertrophy was accompanied by exacerbation of contractile dysfunction and heart failure, as assessed by echocardiographically measured EF and lung weight normalized by tibia length (Supplementary Fig. 2f, g). However, inhibition of MEK failed to elicit any additive effect on the S14A knock-in phenotype after 1 week of TAC. These data suggest that Ser14 Bcl-xL phosphorylation and the H-Ras-MEK-ERK pathway act on the same signaling pathway, thereby mediating TAC-induced cardiac hypertrophy. Furthermore, these results suggest that the H-Ras-MEK-ERK1/2 signaling acts upstream of Ser14 Bcl-xL phosphorylation during pressure overload-induced cardiac hypertrophy.

### Ser14 phosphorylation of Bcl-xL promotes Ca2+ signaling in response to pressure overload

We then explored the mechanism by which Ser14 Bcl-xL phosphorylation mediates cardiac hypertrophy in response to pressure overload. Since it has been suggested previously that Ca^2+^ serves as a critical second messenger to induce hypertrophy and non-canonical interaction between the BH4 domain of Bcl-xL and sarcoplasmic reticulum (SR)/endoplasmic reticulum (ER)^18,19^, we evaluated the Ca^2+^ transient in cardiomyocytes isolated from S14A knock-in and WT mice. There was no significant difference in the Ca^2+^ transient amplitude, SR Ca^2+^ content, fractional Ca^2+^ release, or T_50_ between WT and S14A knock-in mice at baseline (Fig. 4a and Supplementary Fig. 3a). Pressure overload increased the Ca^2+^ transient amplitude in cardiomyocytes isolated from WT mice, but decreased it in cardiomyocytes from S14A mice, after one day of TAC. Pressure overload increased the SR Ca^2+^ content in cardiomyocytes isolated from WT mice, but not S14A mice. Pressure overload did not significantly affect fractional Ca^2+^ release or T_50_ compared to sham operation in cardiomyocytes isolated from WT mice. On the other hand, a significantly decreased fractional Ca^2+^ release and increased T_50_ were observed after TAC in cardiomyocytes isolated from S14A knock-in mice compared to in those from WT mice (Fig. 4a and Supplementary Fig. 3a). We further assessed the contractile function of individual cardiomyocytes after two days of TAC. Cardiomyocytes isolated from S14A knock-in mice exhibited significantly reduced contraction compared to those from WT mice, consistent with the impaired Ca^2+^ signaling in S14A knock-in mice after pressure overload (Supplementary Fig. 3b, c). Along with suppressed compensatory hypertrophy, impaired contractility with a decrease in Ca^2+^ transient amplitude may also contribute to the decompensated heart failure and high mortality of the S14A knock-in mice during the acute phase of pressure overload.

**Fig. 4:**
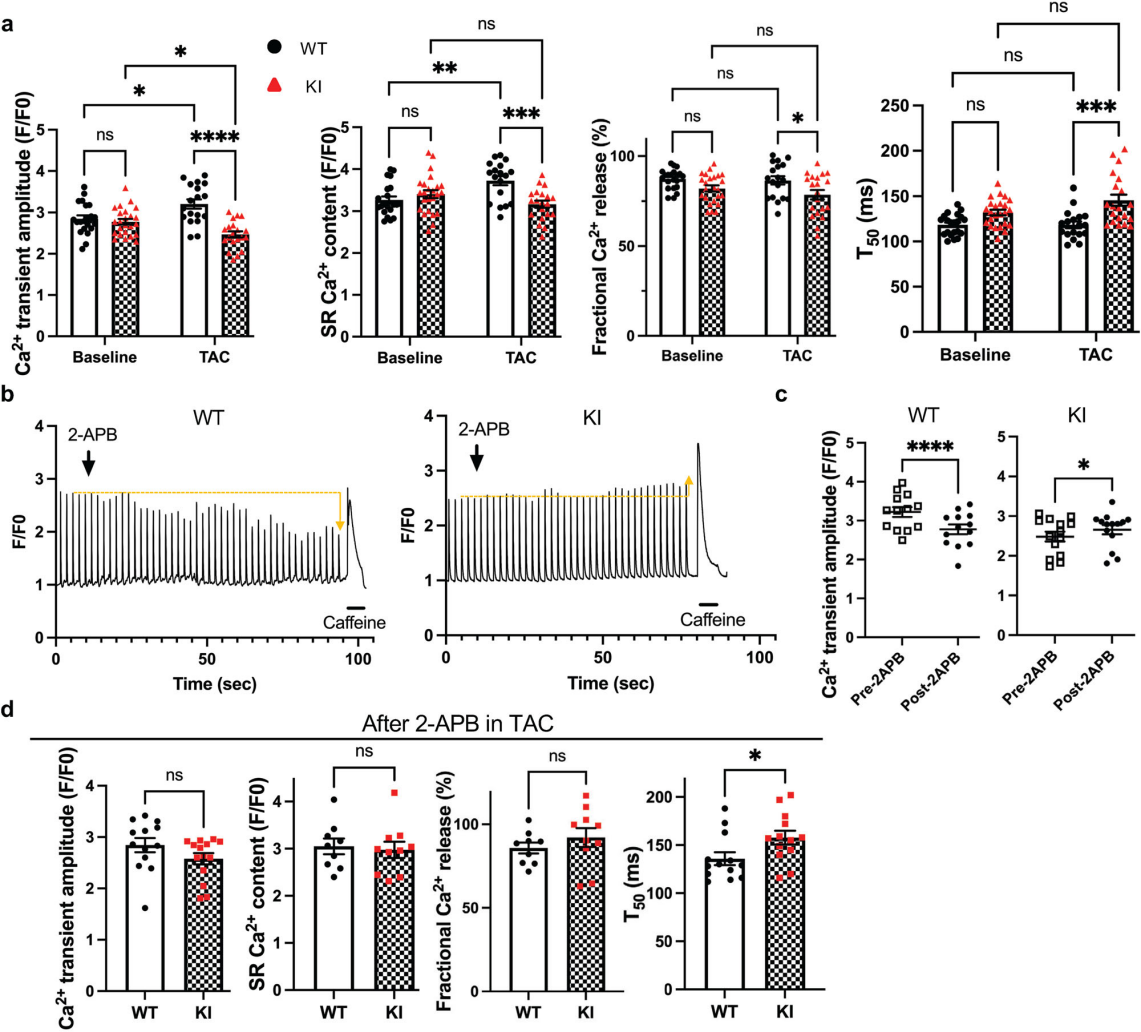
Wild type (WT), but not Bcl-xL-S14A knock-in (KI), cardiomyocytes exhibit increases in Ca^2+^ transient amplitude and sarcoplasmic reticulum (SR) Ca^2+^ content after TAC-induced pressure overload, which are suppressed by IP3R inhibition. **a** Hemodynamic stress differentially alters intracellular Ca^2+^ dynamics in WT and KI cardiomyocytes, as shown in the Ca^2+^ transient amplitude, SR Ca^2+^ content, fractional Ca^2+^ release, and T_50_. Cardiomyocytes were isolated from the indicated mouse hearts 1 day after TAC. WT baseline *n* = 21; WT TAC *n* = 18; KI baseline *n* = 24; KI TAC *n* = 20 from 3 hearts/group. Two-way ANOVA with Tukey’s multiple comparison test. **b** Representative traces of Ca^2+^ transient (*F/F0*) with 2-APB treatment in WT and KI cardiomyocytes 1 day after TAC. Orange dotted lines indicate the level of *F/F0* at the time of 2-APB administration and arrows indicate the direction of change in *F/F0*. **c** Ca^2+^ transient amplitude before and after 2-APB treatment in cardiomyocytes 1 day after TAC. WT *n* = 13; KI *n* = 14 cells from 3 hearts/group. Two-sided paired *t* test (WT) or Wilcoxon matched-pairs signed rank test (KI). **d** Quantification of intracellular Ca^2+^ dynamics after 2-APB treatment in WT and KI cardiomyocytes 1 day after TAC. WT *n* = 13 and KI *n* = 14 cells (Ca^2+^ transient amplitude, two-sided Mann-Whitney *U* test); WT *n* = 9 and KI *n* = 10 cells (SR Ca^2+^ content and fractional Ca^2+^ release, two-sided unpaired *t* test); WT and KI *n* = 13 cells (T_50_, two-sided Mann-Whitney *U* test) from 3 hearts/group. ****p < 0.0001, ***p < 0.001, **p < 0.01, *p < 0.05, ns not significant. Adjusted *p* values for (**a**): 0.0216 (Ca^2+^ transient am*p*litude, WT, Baseline vs TAC), 0.0435 (Ca^2+^ transient amplitude, KI, Baseline vs TAC), 0.0071 (SR Ca^2+^ content, WT, Baseline vs TAC), 0.0007 (SR Ca^2+^ content, TAC, WT vs KI), 0.0423 (Fractional Ca^2+^ release, TAC, WT vs KI), 0.0001 (T_50_, TAC, WT vs KI). Adjusted *p* values for (**c**): 0.0353 (KI, Pre-2APB vs Post-2APB). Adjusted *p* values for (**d**): 0.0373 (T_50_, WT vs KI). Data are mean ± SEM. Source data are provided as a Source Data file.

The inositol 1,4,5-triphosphate receptor (IP3R) plays a central role in the development of cardiac hypertrophy, with functional redundancy in all 3 types of IP3Rs^20,21^. To examine whether IP3Rs mediate the effect of Bcl-xL Ser14phosphorylation, 2-APB, a membrane permeable IP3R antagonist, was applied during Ca^2+^ transient measurements in cardiomyocytes (Fig. 4b). 2-APB decreased the Ca^2+^ transient amplitude in WT cardiomyocytes, but not in S14A knock-in cardiomyocytes, after one day of TAC (Fig. 4b, c). Although 2-APB slightly increased the Ca^2+^ transient amplitude in S14A knock-in cardiomyocytes, underlying mechanisms are unknown. The differences in Ca^2+^ transient amplitude, SR Ca^2+^ content, and fractional Ca^2+^ release between WT and the S14A knock-in cardiomyocytes after TAC were abolished in the presence of 2-APB (Fig. 4d). The difference in T50 was not abolished but became smaller in the presence of 2-APB. These results suggest that IP3R functions downstream of Bcl-xL Ser14 phosphorylation in cardiomyocytes in response to pressure overload.

### Phosphorylation of Bcl-xL disrupts its inhibitory interaction with IP3R

The results presented thus far suggest that Bcl-xL Ser14 phosphorylation promotes pressure overload-induced SR Ca^2+^ release through IP3Rs. 

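Calcineurin is a phosphatase that calcium and calmodulin activate and that dephosphorylates NFAT transcription factors, and Rcan1 is a gene whose transcription NFAT induces. Of a list of 32 calcineurin signaling genes, 29 were tested. Between WT TAC and KI TAC hearts, 10 were higher and 19 lower in KI hearts, with a mean log2 fold change of −0.11 where the median of all genes was −0.12 (adjusted p = 0.805 from camera, from 0.0444 to 0.989 over the alternatives). Under fry, which does not set the list against other genes, the list was called lower (adjusted p = 0.0444). This call was not specific to calcineurin. Fry also called lower the lists for ERK (adjusted p = 0.0456), Fcε receptor 1 (0.0444), cardiac calcium regulation (0.0168) and hypertrophy markers (0.0283). It did not call integrin (0.113), and it called ERK transcriptional output higher (0.0456). The GSEA statistic over 20 labelings gave a score of −1.35, lower in KI hearts (exact permutation p = 0.1, the smallest possible). With median-ratio scaling, which moved the median of all genes to 0.030, the mean of the list was 0.066. The mean of the list relative to the 12 mice was between 0.13 and 0.15 in the WT TAC hearts and between −0.0010 and 0.10 in the KI TAC hearts, without overlap (exact permutation test, two-sided p = 0.1). In WT hearts the list rose after TAC by a mean of 0.24 (adjusted p = 0.117 from camera and 0.0293 from fry).
Past the threshold in this comparison, 4 genes of the list were lower in KI hearts, among them Nfatc2 (log2 fold change −1.06, adjusted p = 0.0138 from limma), Nfatc1 (−0.69, adjusted p = 0.0378) and Itpr1 (−0.68, adjusted p = 0.0331). The 2 genes higher in KI hearts were Cdkn1a (2.00, adjusted p = 0.0372 from limma) and Calm2 (0.80, adjusted p = 0.0238). Rcan1 (ENSMUSG00000022951, chromosome 16) was 122 ± 61.1 RPKM in WT TAC and 201 ± 52.3 RPKM in KI TAC hearts (SD, n = 3 each). The log2 fold change was 0.84 (standard error 0.38, adjusted p = 0.154 from limma). These values are per gene and pool its transcripts, whereas the paper's qPCR measured a single transcript form. Nfatc4, which encodes NFAT3, had a log2 fold change of −0.43 (adjusted p = 0.0923 from limma). The catalytic subunit genes Ppp3ca and Ppp3cb had log2 fold changes of −0.14 and −0.19 (adjusted p = 0.594 and 0.466 from limma), and the IP3 receptor genes Itpr2 and Itpr3 had 0.097 and −0.33 (adjusted p = 0.758 and 0.255).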

Consistent with this notion, the GSEA showed that calcineurin-mediated signaling is significantly suppressed in S14A knock-in mouse hearts subjected to 9 h of pressure overload compared to in WT mouse hearts with pressure overload (Fig. 5a). The calcineurin-NFAT pathway is activated in response to increases in cytosolic Ca^2+^ and required for the development of compensatory hypertrophy^9^. To validate the result of the pathway analysis, we conducted NFAT-luciferase (NFAT-Luc) assays in cardiomyocytes expressing Bcl-xL-WT, Bcl-xL-S14A (SA) or Bcl-xL-S14D (SD) (Supplementary Fig. 3d). PE significantly increased the NFAT-Luc activity, but this increase was attenuated in the presence of 2-APB in cardiomyocytes transduced with adenovirus harboring Bcl-xL-WT (Fig. 5b). The PE-induced increase in NFAT activity was significantly attenuated in cardiomyocytes transduced with adenovirus harboring Bcl-xL-S14A and was not further inhibited in the presence of 2-APB (Fig. 5b). These results suggest that Ser14 Bcl-xL phosphorylation is required for PE-induced activation of calcineurin-NFAT signaling through Ca^2+^ release from IP3Rs.

**Fig. 5:**
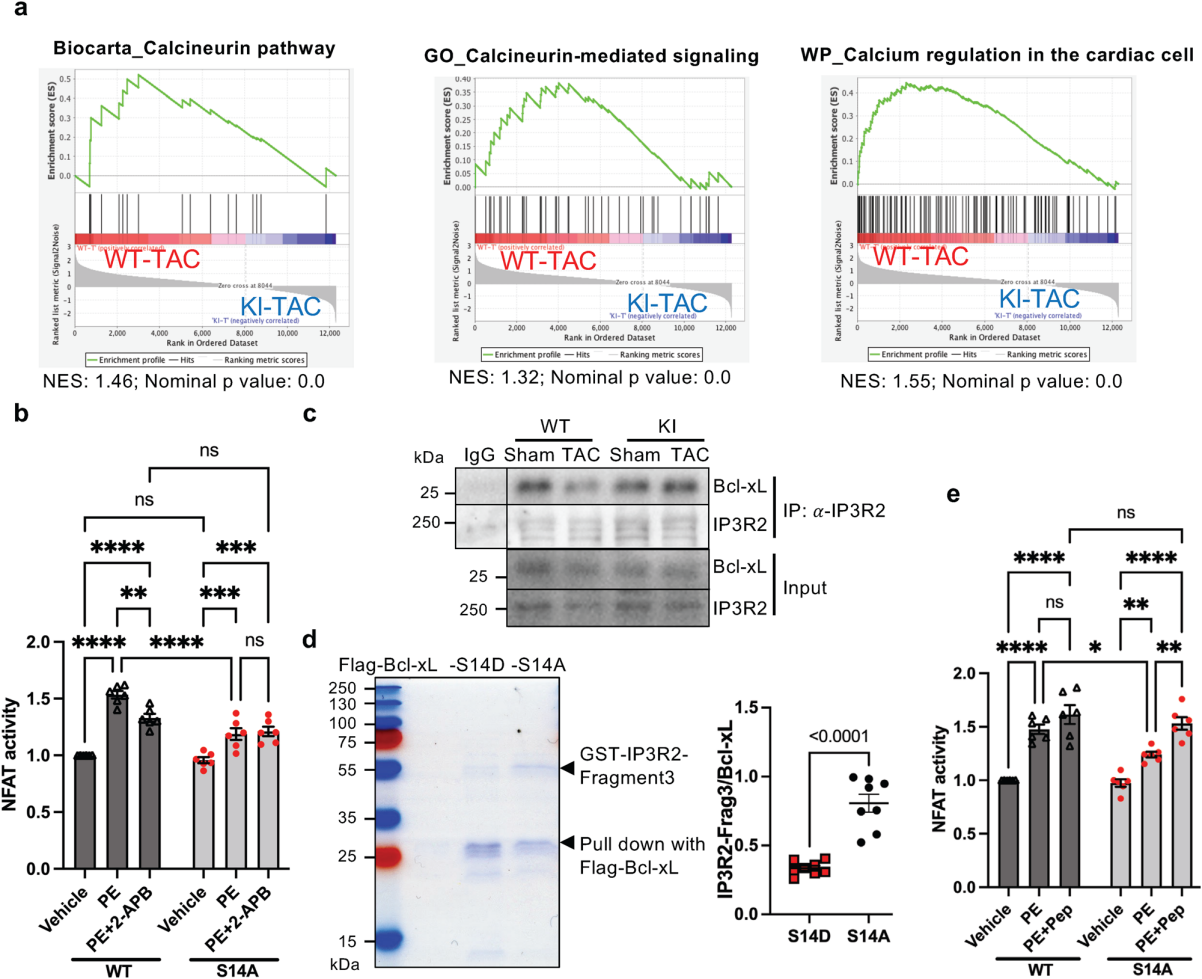
Bcl-xL Serine (Ser) 14 phosphorylation disrupts its inhibitory interaction with IP3R, enhancing hypertrophic stimuli-induced calcineurin-NFAT signaling. **a** Gene set enrichment analysis plots of calcineurin and calcium regulation pathways enriched in WT compared to knock-in (KI) mouse hearts after 9 hs of TAC. NES, normalized enrichment score. GSEA nominal *p* value is the statistical significance of the enrichment score by using a phenotype-based permutation test with no adjustment. **b** The relative NFAT transcriptional activity in response to phenylephrine (PE) with or without 2-APB in cardiomyocytes transfected with adenovirus harboring Bcl-xL-WT or -S14A mutant (*n* = 6 independently prepared cardiomyocyte preparations/cultures). **c** Immunoprecipitation assay with anti-IP3R type 2 antibody using WT and KI mouse hearts 1 day after TAC. Repeated three times. **d** Flag pull-down assay using Flag-Bcl-xL-S14D or -S14A and recombinant GST-IP3R-fragment3, followed by Coomassie Brilliant Blue staining. Right panel shows quantification analysis of immunoprecipitated proteins (GST-IP3R-fragment 3 versus Flag-Bcl-xL-S14D or -S14A) (*n* = 8 independently prepared cardiomyocyte preparations/cultures, followed by in vitro binding assay). **e** The relative NFAT transcriptional activity in response to PE with or without synthetic peptide corresponding to the amino acid sequence in IP3R Fragment 3 (*n* = 6, independently prepared cardiomyocyte preparations/cultures). Two-way ANOVA with Tukey’s multiple comparison test. ****p < 0.0001, ***p < 0.001, **p < 0.01, *p < 0.05, ns not significant. Adjusted *p* values for (**b**): 0.0041 (WT, PE vs PE + 2-APB), 0.001 (S14A, Vehicle vs PE), 0.0003 (S14A, Vehicle vs PE + 2-APB). Adjusted *p* values for (e): 0.0251 (PE, WT vs S14A), 0.0096 (S14A, Vehicle vs PE), 0.0037 (S14A, PE vs PE+Pep). Data are mean ± SEM. Source data are provided as a Source Data file.

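The calcium list held 109 genes of cardiac calcium regulation, of which 83 were tested. Between WT TAC and KI TAC hearts, 64 were lower and 19 higher in KI hearts, with a mean log2 fold change of −0.35 against the median of −0.12 for all genes. The difference was called by camera (adjusted p = 0.00422) and by fry (adjusted p = 0.0168) and not with an estimated correlation between genes (adjusted p = 0.598). With quantile normalization the mean was −0.28 and with median-ratio scaling −0.18, and camera called both (adjusted p = 0.000227 and 0.0101). Across the 6 fits that each left out a mouse, the mean stayed between −0.42 and −0.30. With the trend of gene length removed it shrank to −0.20 (unadjusted p = 0.00202 from camera). With the glucocorticoid covariate, which by itself separates these groups, it shrank to −0.17 (unadjusted p = 0.0204 from camera). Past the threshold, 19 genes of the list were lower and 1 was higher. The largest decreases were in Gja1 (log2 fold change −1.48, adjusted p = 0.0418 from limma), Adcy9 (−1.30, adjusted p = 0.0117), Adrb1 (−1.28, adjusted p = 0.00979), Grk5 (−1.28, adjusted p = 0.00461) and Adcy7 (−1.26, adjusted p = 0.0244). From sham to TAC the mean of the list was 0.14 in WT hearts (adjusted p = 0.117 from camera) and −0.23 in KI hearts (adjusted p = 0.170). The WT value was 0.088 without WT TAC mouse 10, and the KI value was −0.089 with median-ratio scaling, which moved the median of all genes in KI hearts from −0.10 to 0.027. Quantile normalization gave a call in WT hearts (mean 0.12, adjusted p = 0.0355 from camera, within a range of 0.0355 to 0.514 over the alternatives), and fry gave a call in KI hearts (adjusted p = 0.0495).

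**Figure D2:**
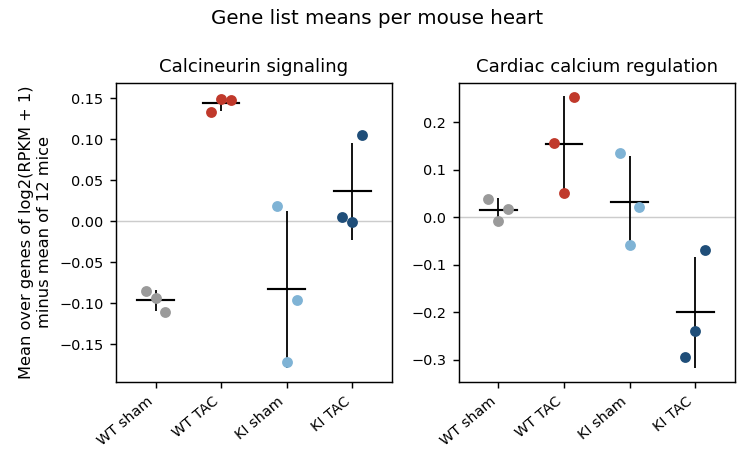
Mean of log2(RPKM + 1) over the tested genes of the lists for calcineurin signaling and cardiac calcium regulation, minus the mean of the 12 mice, on the vertical axis, by group on the horizontal axis. Points are mice, horizontal lines are group means and vertical lines are ± 1 SD (n = 3). In both lists the KI TAC hearts lie below the WT TAC hearts with the values as deposited, and for calcium regulation they lie at −0.29, −0.24 and −0.069.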

We further explored the mechanism by which Bcl-xL Ser14 phosphorylation enhances IP3R-NFAT signaling in response to hypertrophic stimuli. Immunoprecipitation assays showed that pressure overload decreases the physical interaction between Bcl-xL and IP3R-type 2 in WT mouse hearts, but not S14A knock-in mouse hearts, in the presence of TAC (Fig. 5c), suggesting that Ser14 phosphorylation during TAC inhibits Bcl-xL-IP3R interaction. Recombinant GST-IP3R-fragment 3, which is known to bind to Bcl-xL^22^, was pulled down more efficiently with flag-Bcl-xL-S14A than with flag-Bcl-xL-S14D, a phosphorylation-mimicking mutant (Fig. 5d). Thus, direct physical interaction between Bcl-xL and IP3R-fragment 3 is negatively regulated by Bcl-xL Ser14 phosphorylation. We further investigated the functional significance of the interaction between Bcl-xL and IP3Rs using a membrane permeable synthetic peptide harboring partial IP3R-fragment 3 (Fragment 3-P)^23^. The PE-induced increase in NFAT-Luc activity in cardiomyocytes expressing wild-type Bcl-xL was not significantly affected by Fragment 3-P. In contrast, although the PE-induced increase in NFAT-Luc activity was significantly attenuated in cardiomyocytes expressing Bcl-xL-S14A, the effect of PE was fully rescued in the presence of Fragment 3-P (Fig. 5e). These data suggest that phosphorylation of Bcl-xL at Ser14 plays a critical role in stimulating calcineurin-NFAT signaling by inhibiting the physical interaction between Bcl-xL and IP3R-fragment 3, a key mechanism checking Ca^2+^ release from the SR^9^. We also investigated whether Bcl-xL S14D is sufficient to induce NFAT activation and hypertrophy or augment cardiac hypertrophy in response to PE treatment. Bcl-xL S14D neither activated NFAT nor induced or augmented hypertrophy in cardiomyocytes at baseline or in the presence of PE (Supplementary Fig. 3e-g), suggesting that overexpression of Bcl-xL S14D is not sufficient to activate NFAT or induce/enhance hypertrophy in cardiomyocytes. These results are consistent with the notion that Ser14 Bcl-xL phosphorylation mediates compensatory hypertrophy during the acute phase of pressure overload by controlling Ca^2+^ release from IP3Rs (Supplementary Fig. 3h and 4).

Although Bcl-2 family proteins regulate autophagy activity by interacting with the BH3 domain of Beclin-1^24,25^, S14A knock-in mice showed no overt change in the levels of Beclin-1, p62, or LC3-I/II (Supplementary Fig. 3i)^4^, indicating that Bcl-xL Ser14 phosphorylation does not affect autophagy activity at baseline. To investigate whether Bcl-xL phosphorylation-mediated Ca^2+^ release takes place only in cardiomyocytes or in other types of cells in the heart as well, we isolated neonatal cardiac fibroblasts and measured cytosolic Ca^2+^ levels. WT cardiac fibroblasts exhibited increased Ser14 phosphorylation and cytosolic Ca^2+^ levels in response to angiotensin II stimulation, whereas S14A knock-in cardiac fibroblasts showed a significantly smaller elevation of cytosolic Ca^2+^ (Supplementary Fig. 3j), indicating that Bcl-xL phosphorylation is critical for enhancing Ca^2+^ release not only in cardiomyocytes but also in cardiac fibroblasts in response to hypertrophic stimuli.

## Discussion

We show that activation of the H-Ras-MEK1-ERK1/2 pathway by hypertrophic stimuli promotes Bcl-xL-Ser14 phosphorylation, which disrupts the inhibitory interaction between Bcl-xL and IP3Rs, thereby augmenting SR Ca^2+^ release and activating the calcineurin-NFAT pathway, a major signaling mechanism controlling cardiac hypertrophy. This mechanism is crucial for the development of adaptive hypertrophy and cardiomyocyte contraction, and suppression of this mechanism promotes acute decompensated heart failure. These results suggest that modulating the level of Bcl-xL Ser14 phosphorylation and downstream mechanisms, including the interaction between Bcl-xL and IP3R, could be a promising intervention against heart failure during acute pressure overload.

Increasing evidence indicates that Bcl-2 family proteins, including Bcl-2 and Bcl-xL, modulate Ca^2+^ signaling through a non-canonical mechanism independent of their actions upon mitochondrial outer membrane permeabilization, namely interaction with IP3Rs located on the ER/SR. The BH4 domain of Bcl-2 interacts with IP3R fragment 3, which inhibits the IP3R channel gating^23,26,27^. Lysine (K) 17 in the BH4 domain of Bcl-2 plays a critical role in mediating the inhibitory interaction between Bcl-2 and IP3R fragment 3, although K17 in Bcl-2 is not conserved in the BH4 domain of Bcl-xL, which has D11 instead^28^. In contrast to the inhibitory action of Bcl-2 on IP3R, binding of Bcl-xL to two carboxyl terminal BH3-like domains of IP3R *sensitizes* IP3R to low concentrations of IP3, thereby stimulating Ca^2+^ release, mitochondrial bioenergetics and cell survival^29,30^. However, Bcl-xL at high concentrations binds to the IP3R fragment 3, thereby inhibiting IP3R channel gating. Furthermore, a synthetic peptide targeting the IP3R fragment 3 completely blocks the inhibitory effect of Bcl-xL on IP3Rs^30^, suggesting that the effect of Bcl-xL on IP3R is context-dependent. Another study also showed that Bcl-xL always inhibits, rather than activates, IP3R in vitro, primarily by binding to the fragment 3 as well as the ligand-binding domain of IP3Rs^22^. Our data indicate that Bcl-xL binds to IP3Rs and that the disruption of this binding enhances IP3R-mediated Ca^2+^ release in the context of hypertrophic stimuli. We speculate that abundant expression of Bcl-xL in the heart may contribute to the inhibitory interaction with IP3Rs.

Importantly, we here show that the interaction between Bcl-xL and IP3Rs is regulated by Bcl-xL Ser14 phosphorylation. A prior study demonstrated that K17D mutation in the BH4 domain of Bcl-2 abrogates the ability of the BH4 domain to bind to and inhibit IP3R, whereas D11K mutation in the BH4 domain of Bcl-xL rendered the BH4 domain of Bcl-xL capable of binding to and inhibiting IP3R^28^, suggesting the crucial role of a *negative charge* in preventing the interaction. Ser14 phosphorylation introduces a negative charge in the BH4 domain of Bcl-xL, which may contribute to disrupting the interaction with IP3R. We here show that interaction between Bcl-xL and IP3Rs and consequent activation of NFAT are negatively regulated by Bcl-xL phosphorylation at Ser14, located in the BH4 domain. Ser14 Bcl-xL phosphorylation may disrupt the interaction with IP3R either by adding a negative charge to the BH4 domain or inducing an allosterical conformational change in another part of Bcl-xL, including the BH3 domain. K17 in Bcl-2 is not conserved in Bcl-xL, nor is S14 in Bcl-xL conserved in Bcl-2. However, both K17 in Bcl-2 and S14 in Bcl-xL allow acidic posttranslational modification in the BH4 domain. Thus, posttranslational modification of K17 and S14 may allow the BH4 domains of these Bcl-2 family proteins to control Ca^2+^ signaling through IR3Rs in a regulated manner. We propose that the phosphorylation status of Ser14 in the BH4 domain of Bcl-xL could serve as a convenient access point to control cardiac contractility and hypertrophy by modulating the interaction between Bcl-xL and IP3R in the heart.

Cardiac hypertrophy is required to maintain contractile function and pump sufficient blood throughout the peripheral organs in the face of increased afterload, but persistent hyperactivation of hypertrophic signaling results in cardiac dysfunction, such as aberrant activation of mTOR and YAP^6,13,31^. Phenylephrine, an α1-adrenergic receptor agonist, is generally cardioprotective in humans^32^. We here show that inhibition of Bcl-xL Ser14 phosphorylation suppresses the hypertrophic signaling mechanism during phenylephrine treatment in vitro, consistent with the notion that Bcl-xL Ser14 phosphorylation mediates adaptive cardiac hypertrophy. The Ca^2+^-calcineurin pathway plays a central role in developing hypertrophy^9^. Inhibition of calcineurin with cyclosporine attenuates pressure overload-induced hypertrophy and enhances susceptibility to decompensation and heart failure^33^, a phenotype similar to that of Bcl-xL-S14A knock-in mice. We have also shown that a lack of sufficient hypertrophy during the acute phase of pressure overload induces heart failure in heterozygous cardiac-specific YAP KO mice^34^. Since we observed decreases in contractility in single ventricular cardiomyocytes isolated from S14A knock-in mouse hearts after TAC, however, other mechanisms besides hypertrophy regulated by Bcl-xL Ser14 phosphorylation may also contribute to the failing phenotype in S14A knock-in mice during TAC. Further investigation is needed to clarify this issue.

A previous study showed that overexpression of IP3R2 in cardiomyocytes significantly enhances TAC-induced hypertrophy, whereas 2-week TAC-induced hypertrophy is not inhibited in cardiomyocyte-specific IP3-sponge transgenic mice^21^. We have shown that S14A knock-in alone induces an intracellular Ca^2+^ environment in cardiomyocytes similar to that in WT cardiomyocytes treated with 2-APB, an inhibitor of IP3R, and that disinhibition of IP3Rs with IP3R-fragment 3 rescued the Ca^2+^-NFAT signaling defect in cardiomyocytes expressing Bcl-xL-S14A. Nevertheless, we cannot formally exclude the presence of unknown Ca^2+^ handling mechanisms regulated by Bcl-xL-Ser14 phosphorylation. In addition, negative regulation of the Ca^2+^ transient through Bcl-xL-Ser14 phosphorylation also exists in the cardiac fibroblast population. How changes in Ca^2+^ handling in cardiac fibrobalsts contribute to the cardiac phenotype in response to TAC in S14A knock-in mice remain to be elucidated.

Cardiac-specific overexpression of MEK1 and activation of ERK1/2 promote physiological hypertrophy, which is reversed by knockdown of ERK1/2^8,35^, indicating the crucial role of the MEK1-ERK1/2 signaling pathway in adaptive hypertrophy^36^. The results presented here indicate that MEK1-ERK1/2 controls cardiac hypertrophy in part through regulation of Bcl-xL phosphorylation. Although ERK1/2 are proline-directed kinases, there is no proline residue near Ser14 of Bcl-xL. However, ERK1/2 can also phosphorylate a serine/threonine residue that does not immediatedly precede a proline residue^37,38^. Furthermore, a MEK inhibitor had no additive detrimental effect in S14A knock-in mice in response to TAC in vivo, consistent with the notion that Bcl-xL Ser14 is directly phosphorylated by ERK1/2 in vivo. However, the possibility that the MEK1-ERK1/2 pathway indirectly phosphorylates Bcl-xL at Ser14 through other serine/threonine kinases cannot be formally excluded. Futher investigation is required to clarify this issue.

We have shown previously that Ser14 phosphorylation of Bcl-xL occurs during I/R through a K-Ras-Mst1-dependent mechanism, thereby stimulating apoptosis by promoting dissociation of Bcl-xL from Bax on the outer mitochondrial membrane^3,4^. Here, we show that Ser14 phosphorylation of Bcl-xL during the acute phase of pressure overload occurs through an H-Ras-MEK-dependent mechanism, presumably in the ER/SR, and plays a salutary role by promoting compensatory cardiac hypertrophy. Interestingly, the level of apoptosis after pressure overload was similar between Bcl-xL-S14A knock-in and WT mice. Since both depressed cardiac function and increased LV wall stress could have induced higher levels of apoptosis, the fact that apoptosis is not increased in S14A knock-in mice suggests that a mechanism suppressing apoptosis may still be operative in these mice. Even so, it is puzzling to observe that Bcl-xL-S14A mice exhibited a more *detrimental* cardiac phenotype during acute pressure overload. One possible explanation for the discrepancy could be that regulation of the signaling complexes in which Bcl-xL takes part, its interacting partners, and its subcellular localization are distinct between pressure overload and I/R. For example, I/R induces K-Ras-induced activation of Mst1 in mitochondria, which induces phosphorylation of Bcl-xL Ser14 and its dissociation from Bax at the mitochondrial outer membrane^3^. We speculate that Bcl-xL Ser14 phosphorylation by the H-Ras-MEK pathway occurs at a distinct subcellular location during the acute phase of pressure overload, namely at Bcl-xL bound to IP3R in the SR. Consistent with this hypothesis, Bcl-xL physically interacts with H-Ras (Fig. 3h). Furthermore, H-Ras and K-Ras induce distinct phenotypes in the heart in response to pressure overload^39^. Our results also suggest that activation of the signaling mechanism mediating compensatory hypertrophy is important during the early phase of pressure overload, even if it might promote apoptosis. Whether Bcl-xL Ser14 phosphorylation is regulated during the chronic phase of heart failure and, if so, where in the cell it is regulated and how it affects cell death remain to be clarified.

We have shown previously that overexpression of Bcl-xL(S14A) inhibits dissociation of Bcl-xL from the BH3 domain of Bax during myocardial reperfusion, thereby inhibiting apoptosis^4^. Thus, by inference, Bcl-xL (S14A) may exhibit increased binding to the BH3 domian of Beclin 1, thereby inhibiting autophagy. S14A knock-in mice showed no overt change in the levels of Beclin-1, p62, or LC3-I/II, indicating no or minimal effect of Bcl-xL S14 phosphorylation on autophagy activity in the heart at baseline. However, further investigation is required to test whether Bcl-xL Ser14 phosphorylation decreases the binding of Bcl-xL to Beclin 1, thereby stimulating autophagy in stress condition, such as pressure overload.

It has been shown that the combined use of a MEK inhibitor and ABT-263, a chemical inhibitor of Bcl-xL, promotes tumor regression in KRAS mutant cancer models^40^. MEK inhibitors alone may promote the anti-apoptotic actions of Bcl-xL by inhibiting Ser14 phosphorylation and stimulating Bcl-xL-Bax interaction, thereby diminishing their killing effects. We speculate that concomitant use of ABT-263 would enhance the anti-cancer effect of the MEK inhibitors by eliminating the anti-apoptotic actions of Bcl-xL.

There are some limitations to our study. We used rat neonatal ventricular cardiomyocytes in some in vitro experiments to evaluate the upstream kinases that phosphorylate Bcl-xL at Ser14 and determine the effect of Bcl-xL Ser14 phosphorylation upon NFAT activity. Since cultured neonatal cardiomyocytes may not fully recapitulate the stress response that occurs in adult hearts at baseline and in response to pressure overload, futher investigation is needed to elucidate the molecular mechanisms through which pressure overload leads to Bcl-xL Ser14 phosphorylation, and whether Bcl-xL Ser14 phosphorylation, in turn, regulates NFAT activity in vivo. Second, mitochondrial uptake of calcium released from IP3Rs is a critical determinant of cell survival, in part through regulation of apoptosis and autophagy. Thus, how the regulation of IP3R calcium release by Bcl-xL Ser14 phosphorylation affects the ER/SR-mitochondrial connection remains to be clarified. Finally, although we show that Bcl-xL Ser14 phosphorylation plays a salutary role during the acute phase of pressure overload through regulation of IP3R-mediated compensatory hypertrophy and increased contractility, considering the subcellular localization of Bcl-xL in mitochondria and the SR, contributions of additional mechanisms, including Ca^2+^ handling mechanisms and mitochondrial mechanisms, to the failing cardiac phenotype in Bxl-xL(S14A) mice cannot be excluded.

In summary, the current study demonstrates that Bcl-xL Ser14 phosphorylation is essential for adaptive hypertrophy to prevent acute decompensated heart failure, in part through IP3R-mediated Ca^2+^ release and calcineurin-NFAT signaling, during acute pressure overload.

## Statistics

All values are expressed as mean ± SEM. Statistical analyses were carried out by 2-tailed unpaired Student *t* test for 2 groups or one- or two-way ANOVA followed by the Tukey post-hoc analysis for 3 groups or more unless otherwise stated. If the data distribution failed normality by the Shapiro–Wilk test or Kolmogorov–Smirnov test, the Mann-Whitney *U* test for 2 groups was performed. The statistical analyses used for each figure are indicated in the corresponding figure legends. Survival curves were plotted by the Kaplan–Meier method, with statistical significance analyzed by log-rank test. Statistical analyses were conducted using Prism 9 (GraphPad Software). All experiments are represented by multiple biological replicates or independent experiments. The number of replicates per experiment are indicated in the legends. All experiments were conducted using at least two independent experimental materials or cohorts to reproduce similar results. No sample was excluded from analysis. A *p* value of less than 0.05 was considered significant.

## Methods

### Mice

The Bcl-xL S14A knock-in mice (C57BL/6 J background) were generated as previously described^4^. Briefly, Bcl-xL genomic DNA was isolated from the BAC clone (RP23-106A3) to construct the Bcl-xL S14A knock-in targeting vector. PCR-based site-directed mutagenesis was performed to introduce a single mutation of T to G in codon 14 in exon 2 of Bcl-xL to change codon 14 from Serine to Alanine. 

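Bcl-xL is encoded by Bcl2l1 (ENSMUSG00000007659), which lies on the minus strand of chromosome 2 of GRCm38 from 152780668 to 152831728. Codon 14 lies in the coding sequence at 152829949 to 152829951, in exon 2 of each of the 8 annotated transcripts that hold it. It reads TCC, which encodes serine, and with the T-to-G change it reads GCC, which encodes alanine. With 12 bases on each side, the reference sequence in the direction of transcription is GTCGACTTTCTCTCCTACAAGCTTTCC. The RPKM values give a gene's level and do not show its bases, so the change itself was not analysed here. In the RNA-seq experiment the level of Bcl2l1 was 12.2 ± 4.52 RPKM in WT sham and 13.9 ± 6.47 RPKM in KI sham hearts (SD, n = 3 each), a log2 fold change of 0.13 (adjusted p = 1.00 from limma). After 9 h of TAC it was 10.4 ± 5.89 RPKM in WT and 32.4 ± 6.89 RPKM in KI hearts, a log2 fold change of 1.64 (standard error 0.40, adjusted p = 0.0231 from limma). The interaction of genotype and surgery was 1.51 (standard error 0.56, adjusted p = 0.248 from limma).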

The targeting vector was linearized with *PmeI* and subsequently electroporated into R1 ES cells. G418-resistant ES clones were screened for homologous recombination by *MfeI* digestion, followed by Southern blot analysis. Three independent homologous recombinant ES clones were microinjected into blastocytes from C57BL/6 J mice and transferred into pseudopregnant recipients to generate male chimeras. The chimeric male mice resulting from the microinjection were bred with C57BL/6 J female mice to generate germline-transmitted heterozygous S14A knock-in mice. The pGK neo cassette was deleted by crossing het knock-in mice with CMV-Cre mice (Jackson Labs, Strain # 006054). The mutant offspring were backcrossed into the C57BL/6J background for more than 8 generations. Male C57BL/6 J wild-type mice were purchased from Jackson Labs (Strain # 000664) at 5–8 weeks of age. The ERK inhibitor, PD0325901 (15 mg/kg/day), or vehicle (DMSO) was administered orally once a day for 3 days before surgery and 2 days after surgery. Mice were housed in a temperature and humidity-controlled environment within a range of 21–23 °C with 12-h light/dark cycles, in which they received food and water *ad libitum*. We used age-matched male mice in all animal experiments. The sample size required was estimated to be *n* = 5–8 per group according to the Power analysis based upon previous studies examining the effects of pressure overload on cardiac hypertrophy and hypertrophic signaling. All protocols concerning the use of animals were approved by the Institutional Animal Care and Use Committee at Rutgers New Jersey Medical School and all procedures conformed to NIH guidelines (Guide for the Care and Use of Laboratory Animals). Handling of mice and euthanasia with CO_2_ in an appropriate chamber were conducted in accordance with guidelines on euthanasia of the American Veterinary Medical Association. Rutgers is accredited by AAALAC International, in compliance with Animal Welfare Act regulations and Public Health Service (PHS) Policy on Humane Care and Use of Laboratory Animals, and has a PHS Approved Animal Welfare Assurance with the NIH Office of Laboratory Animal Welfare (D16-00098 (A3158-01)).

### Cell line

HEK293 cells were purchased from the American Type Culture Collection (CRL-1573) and maintained at 37 °C with 5% CO_2_ in Dulbecco’s modified Eagle’s Medium with 10% fetal bovine serum.

### Primary rat neonatal cardiomyocytes

Primary cultures of ventricular cardiomyocytes were prepared from 1-day-old Crl:(WI)BR-Wistar rats (Envigo, Somerville) and maintained in culture^12^. The neonatal rats of both sexes were deeply anesthetized with isoflurane. The chest was opened, and the heart was harvested. A cardiomyocyte-rich fraction was obtained by centrifugation through a discontinuous Percoll gradient. Cardiomyocytes were cultured in complete medium containing Dulbecco’s modified Eagle’s medium/F-12 supplemented with 5% horse serum, 4 μg/ml transferrin, 0.7 ng/ml sodium selenite, 2 g/l bovine serum albumin (fraction V), 3 mM pyruvate, 15 mM Hepes pH 7.1, 100 μM ascorbate, 100 mg/l ampicillin, 5 mg/l linoleic acid, and 100 μM 5-bromo-2′-deoxyuridine (Sigma). Culture dishes were coated with 0.3% gelatin or 2% gelatin for immunofluorescence staining on chamber slides.

### Isolation of adult cardiomyocytes for signaling experiments

Adult mouse cardiomyocytes were isolated as described previously with a modification^12,41^. Briefly, the heart of a male mouse was perfused with 12 ml EDTA buffer [130 mM NaCl, 5 mM KCl, 0.5 mM NaH_2_PO_4_, 10 mM HEPES, 10 mM Glucose, 10 mM BDM, 10 mM Taurine, 5 mM EDTA] to stop the beating of the heart. Digestion was achieved using 30 ml perfusion buffer [130 mM NaCl, 5 mM KCl, 0.5 mM NaH_2_PO_4_, 10 mM HEPES, 10 mM Glucose, 10 mM BDM, 10 mM Taurine, 1 mM MgCl_2_] containing Collagenase type II (0.5 mg/ml) and Protease XIV (0.05 mg/ml). Cellular dissociation was stopped by addition of 5 ml Perfusion buffer containing 5% FBS and 100 mM BSA-conjugated fatty acid cocktail (palmitic acid: oleic acid: linoleic acid = 2:1:1 and BSA: fatty acid = 1:5). Cardiomyocytes and non-cardiomyocytes were separated by 4 sequential rounds of gravity settling with calcium reintroduction medium containing 100 mM BSA-conjugated fatty acid cocktail.

### Transverse aortic constriction

Male 8–10-week-old animals were subjected to TAC or sham surgery. Mice were anesthetized with pentobarbital (60–70 mg/kg, intraperitoneal injection) and mechanically ventilated with a tidal volume of 0.2 ml and a respiratory rate of 110 breaths per minute. The mice were kept warm with heat lamps. It took around 5 min to establish full anesthesia. The chest and neck were shaved by clipper and the skin was cleaned using betadine and 70% ethanol 3 times. Sterile ophthalmic ointment was applied to the eyes. Mice were placed in a supine position. A lack of toe pinch/tail pinch reflex was checked before making the incision. Before making the surgical incision, we subcutaneously injected a very small volume of bupivacaine along the incision line. A midline cervical incision (15-20 mm) was made to assist intubation of the trachea and for access to the intercostal space. The left chest was opened at the second intercostal space. The intercostal incision was <0.5 cm and opened by self-designed stretchers made of 25-gauge needles connected to rubber bands and fixed on the surgical board by pins. With the aid of a dissecting microscope, aortic constriction was performed by ligating the transverse thoracic aorta between the innominate artery and left common carotid artery with a 28-gauge needle using a 7-0 prolene suture, and then removing the needle. Sham operation was performed without constricting the aorta. During surgery, the depth of anesthesia was monitored periodically by checking pedal reflex. Thoracotomy incision, overlying muscle layers and skin were closed in layers using 5-0 prolene sutures, and the pneumothorax was reduced. The TAC procedure was completed within 20–30 min per mouse. The mice were then treated with Buprenex-SR (1.0–1.2 mg/kg, SC) and monitored while being allowed to recover in a warm incubator. When recovered from anesthesia 1–2 h after the closure of the chest, the mice were extubated and returned to their cages. Upon completion of all experimental procedures, mice were euthanized by cervical dislocation followed by harvest of the hearts for biochemical studies, including signaling pathways.

### Echocardiography

Mice were anesthetized using 12 μl/g body weight of 2.5% avertin (Sigma-Aldrich), and echocardiography was performed using ultrasound (Vivid 7, GE Healthcare). It took around 10-20 min from the establishment of anesthesia to the completion of echocardiography and 1–2 h to fully recover from anesthesia after echocardiography. A 13-MHz linear ultrasound transducer was used. Mice were subjected to 2-dimension guided M-mode measurements of LV internal diameter at the papillary muscle level from the short-axis view to measure systolic function and wall thickness, which were taken from at least three beats and averaged. LV ejection fraction was calculated as follows: Ejection fraction = [(LVEDD)^3^–(LVESD)^3^]/(LVEDD)^3^ × 100. End-diastolic wall stress was calculated using echocardiographic and hemodynamic parameters as follows: End-diastolic wall stress = LV end-diastolic pressure × LVDd/2 × LVPWd x (1 + LVPWd/2 × LVDd)^42^.

### Hemodynamic measurements

Mice were anesthetized with Avertin (300 mg/kg, intraperitoneal injection) to measure arterial pressure gradients and LV end-diastolic pressures. The chest and neck were shaved by clipper and the skin was cleaned using betadine and 70% isopropyl alcohol three times. Mice were then placed in a supine position. The lack of pedal reflex was confirmed prior to making an incision. A small incision (5-10 mm) was made on the neck. Under a dissecting microscope, the common carotid artery was surgically isolated and clamped proximally and distally. A small incision (0.5-1 mm) was made in the carotid artery, and a high-fidelity micromanometer catheter (1.4 French; Millar Instruments Inc.) was inserted into the artery and advanced into the aorta to measure aortic pressure proximal to the constriction site and then into the LV cavity to measure LV pressure and its first derivatives. A separate high-fidelity micromanometer catheter was inserted via the femoral artery and advanced into the aorta to measure aortic pressure distal to the constriction simultaneously. During the procedure, the depth of anesthesia was monitored by checking pedal reflex periodically to ensure the surgical plane of anesthesia.

### Immunoblotting

Cardiomyocyte lysates and heart homogenates were prepared in RIPA buffer containing protease and phosphatase inhibitors (Sigma-Aldrich)^4,43^. Lysates were centrifuged at 16,100 x g at 4 °C for 15 min. Protein concentrations were determined using a standard BCA assay. Total protein lysates (10-30 μg) were incubated with SDS sample buffer (final concentration: 100 mM Tris (pH 6.8), 2% SDS, 5% glycerol, 2.5% 2-mercaptoethanol, and 0.05% bromophenol blue) at 95 °C for 5 min. The denatured protein samples were separated by SDS-PAGE, transferred to polyvinylidene difluoride membranes by wet electrotransfer, blocked in either 5% (w/v) BSA or 5% (w/v) non-fat dry milk in 1xTBS/0.5% Tween 20 at room temperature for 1 h, and probed with primary antibodies at 4 °C overnight. After washing with 1xTBS/0.5% Tween 20 for 20 min, the membranes were incubated with the corresponding secondary antibody at room temperature for 1 h. After washing with 1xTBS/0.5% Tween 20 for 45 min, the membranes were developed with ECL Western blotting substrate, followed by acquisition of digital images with the ChemiDoc MP Imaging System (Bio-Rad). The intensities of Western blot bands were quantified using ImageJ software. Uncropped blotting images with molecular markers are provided in Supplementary Fig. 5.

### Antibodies and reagents

The following commercial antibodies were used at the indicated dilutions: rabbit monoclonal Bcl-xL antibody (#2764) (1:6000), rabbit cleaved caspase-3 antibody (#9661) (1:2000), rabbit cleaved caspase-9 antibody (#9507) (1:2000), rabbit monoclonal p44/42 MAPK (Erk1/2) antibody (#9102) (1:5000), rabbit monoclonal phospho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204) antibody (#4370) (1:5000), rabbit polyclonal phospho-GSK-3α/β (Ser21/9) antibody (#9331) (1:3000), rabbit monoclonal GSK-3α/β antibody (#5676) (1:5000), rabbit polyclonal phospho-Akt (Ser473) antibody (#9271) (1:4000), rabbit polyclonal Akt antibody (#9272) (1:8000), rabbit monoclonal phospho-MST1 (Thr183)/MST2 (Thr180) antibody (#49332) (1:1000), rabbit monoclonal NFAT3 antibody (#2183) (1:1,000), rabbit monoclonal GAPDH antibody (#5174) (1:8,000), rabbit monoclonal Histone H3 antibody (#4499) (1:10,000), anti-mouse or -rabbit IgG, HRP-linked antibodies (#7076 and #7074) (1:5,000) (Cell Signaling Technology); α-actinin (sarcomeric) antibody (#A7811) (1:4000), rabbit monoclonal α-tubulin antibody (T6199) (1:8,000) (Sigma-Aldrich); mouse monoclonal IP3R-II antibody (Santa Cruz Biotechnology #sc-398434) (1:1,000); rabbit polyclonal H-Ras antibody (C-20) (Santa Cruz Biotechnology #sc-520)(1:1000); and mouse monoclonal MST1 antibody (BD Transduction Laboratories #611052) (1:4,000). For detection of phosphorylation of Bcl-xL at Ser14, a polyclonal phosphorylation-specific antibody was generated by immunizing rabbits with a phospho-peptide FL{pSER}YKLSQKGYSWSC by GenScript (dilution, 1:1,000)^3^. Antibodies were diluted in either 5% (w/v) BSA or 5% (w/v) non-fat dry milk in 1xTBS/0.5% Tween 20, depending on the level of background intensity. The following reagents were used: MEK inhibitor (PD0325901) and Akt inhibitor (Triciribine) (Sigma-Aldrich).

### Subcellular fractionation

Cultured neonatal rat cardiomyocytes were washed with PBS and collected with ice-cold PBS, followed by centrifugation at 600 x *g* for 5 min. Cardiomyocytes were then resuspended in hypotonic lysis buffer (10 mM K-HEPES pH 7.9, 1.5 mM MgCl_2_, 10 mM KCl, 0.1 mM EGTA, 0.1 mM EDTA, 1% IGEPAL, 1% Phosphatase Inhibitor Cocktail, and 1% Protease Inhibitor Cocktail) and were incubated for 15 min on ice with intermittent pipetting. Whole-cell lysates were centrifuged at 1200×*g* for 5 min. The supernatant was collected for the cytosolic fraction, and the pellets were resuspended in lysis buffer (20 mM K-HEPES, 25% Glycerol, 0.45 M NaCl, 1.5 mM MgCl_2_, 1 mM EGTA, 1 mM EDTA, 1% Phosphatase Inhibitor Cocktail, and 1% Protease Inhibitor Cocktail) and were incubated for 15 min on ice with intermittent pipetting. The total homogenate was centrifuged at 16,100 x g for 10 min to collect the nuclear fraction. The pelleted nuclei were resuspended in lysis buffer and protein content was determined for all fractions.

### Immunoprecipitation

Heart samples were lysed with lysis buffer containing 50 mM Tris-HCl pH 7.4, 150 mM NaCl, 1% Triton-X 100, 1% Sodium Deoxycholate, Protease Inhibitor Cocktail (Sigma), and Phosphatase Inhibitor Cocktail (Sigma). Primary antibody was covalently immobilized on protein A/G agarose using the Pierce Crosslink Immunoprecipitation Kit according to the manufacturer’s instructions (Thermo Scientific). Samples were incubated with immobilized antibody beads overnight at 4 °C. After immunoprecipitation, the samples were washed with lysis buffer five times. They were then resuspended with lysis buffer and the immunoprecipitates were subjected to immunoblotting using specific primary antibodies and a conformation-specific secondary antibody (Clean-Blot IP Detection Reagent (ThermoFisher Scientific)).

### FLAG Pull-down assay

Cardiomyocytes were transduced with adenovirus harboring FLAG-Bcl-xL or LacZ for 2 days, followed by treatment with PE or vehicle for 20 min. The cardiomyocytes were collected with RIPA buffer containing protease and phosphatase inhibitors (Sigma-Aldrich) as described previously^4^. Lysates were centrifuged at 16,100×*g* at 4 °C for 15 min. After protein concentrations were determined using a standard BCA assay, protein lysates were incubated with anti-FLAG M2 Magnetic Beads (Sigma-Aldrich) overnight at 4 °C. After FLAG pull-down, the samples were washed with lysis buffer five times. They were then resuspended with lysis buffer and the immunoprecipitates were subjected to immunoblotting using specific primary and secondary antibodies.

### Adenovirus constructs

Recombinant adenovirus vector for overexpression was constructed, propagated and titered as previously described^3,4,12,43^. Briefly, pBHGloxΔE1,3Cre (Microbix), including the ΔE adenoviral genome, was co-transfected with the pDC shuttle vector containing the gene of interest into 293 cells. Replication-defective human adenovirus type 5 (devoid of E1) harboring full-length wild type or mutant Bcl-xL cDNA (Ad-Bcl-xL) or H-Ras cDNA (Ad-H-Ras) was generated by homologous recombination in 293 cells. Adenovirus harboring beta-galactosidase (Ad-LacZ) was used as a control.

### Recombinant proteins

The bacterial expression vectors for GST-fused Bcl-xL-full-length-wild type (WT) and -mutant (S14A) and IP3R fragment 3 were generated by insertion of human Bcl-xL and mouse IP3R fragment 3 cDNA amplified by PCR into the pCold-GST-vector. The BL21 E. coli strain was transformed with the expression vectors, grown in 3 ml LB medium containing ampicillin overnight at 37 °C, and then transferred to 250 ml LB medium containing ampicillin. Protein expression was induced by addition of 1 mM isopropylthio-b-galactoside. After overnight culture at 15 °C, the E. coli were lysed in lysis buffer (1% Triton X-100 and 1 mM DTT in PBS) with sonication. The lysate was incubated with 0.5 ml Glutathione-sepharose 4B (GE Healthcare) for 1 h at 4 °C. The sepharose was washed 3 times with 5 ml lysis buffer, and then suspended with 1 ml cleavage buffer (20 mM Tris pH 7, 150 mM NaCl, 1 mM DTT). A membrane-permeable synthetic peptide corresponding to the IP3R fragment 3 was generated by GeneScript as previously described with modification^23^ using the following amino acid sequence (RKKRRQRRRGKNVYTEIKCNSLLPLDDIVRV).

### In vitro kinase assay

Recombinant active ERK1 was purchased from Millipore Sigma. Recombinant GST-tagged full-length Bcl-xL protein was generated using the pCold-GST-vector. Recombinant active ERK1 (10 ng, Millipore Sigma #14-439) was incubated with recombinant GST-Bcl-xL-WT (1 mg) in a kinase buffer (50 mM HEPES (pH 7.4), 15 mM MgCl_2_ and 200 mM sodium vanadate) in the presence or absence of 100 mM ATP at 30 °C for 15 min. Recombinant phosphorylated GST-Bcl-xL protein was separated by SDS-PAGE, followed by immunoblots with anti-Bcl-xL Ser14 phospho-specific antibody or staining with Coomassie Brilliant Blue and LC-MS/MS analysis.

### Mass spectrometry sample preparation and analysis

A kinase reaction was performed using recombinant GST-tagged human Bcl-xL and recombinant active ERK1 protein. Phosphorylated protein was separated by SDS-PAGE and stained with Coomassie Brilliant Blue. The gel band of interest was excised for in-gel trypsin digestion as described^12,44^. Briefly, the gel bands of each sample were excised into ~1 cm^3^ pieces, and washed four times with 1 μL each of a solution of 30% acetonitrile (ACN) and 70% of 100 mM NH_4_HCO_3_. Subsequently, 200 μL of 25 mM dithiothreitol (DTT) solution was used to reduce disulfides at 55 °C for 30 min, and 200 μL of 50 mM iodoacetamide solution was then added to alkylate thiols at room temperature in the dark for 30 min. The resulting gel peices were dehydrated with 200 μL of ACN to remove both DTT and iodoacetamide. For in-gel trypsin digestion, 100 μL of trypsin solution (5 µg/mL in 50 mM NH_4_HCO_3_) was added into each sample, and incubated at 37 °C overnight. Resulting peptides were extracted, desalted with Pierce C_18_ spin columns (Thermo Scientific), based on the manufacturer’s protocol, followed by Speed Vac prior to LC-MS/MS analysis on a Thermo Orbitrap Fusion Lumos MS instrument.

Peptides from each sample were reconstituted in Solvent A (consisting of 2% ACN in 0.1% formic acid, FA). Two microliters of peptides from each sample were subjected to LC-MS/MS analysis using an Orbitrap Fusion Lumos Mass Spectrometer coupled with an UltiMate 3000 UHPLC^+^ system (Thermo Scientific). The separation of peptides occurred on an Acclaim PepMap C_18_ column (75 µm × 50 cm, 2 µm, 100 Å) with a 2-h binary gradient ranging from 2% to 95% of Solvent B (85% ACN in 0.1% FA), at a flow rate of 300 nL/min. Eluted peptides were introduced into the MS system via a Nanospray Flex ion source with a spray voltage of 2 kV and a capillary temperature of 275 °C. MS spectra were acquired in positive ion mode using Xcalibur (1.5). Full MS scans were obtained in an m/z range of 375 to 1500 in profile mode, with an AGC value of approximately 1E6. Subsequent to each full MS scan, the data-dependent MS/MS mode was used to analyze the ions with charge states ranging from 2^+^ to 7^+^. The isolation window of 2 m/z was used for MS/MS analysis and the higher energy collision dissociation (HCD) was used for fragmentation with a normalized collision energy of 30%. The AGC for MS/MS analysis was set to 5E4 and a dynamic exclusion time of 45 s was implemented.

The MS/MS spectra were searched against a Uniprot human database using the Sequest search engine on the Proteome Discoverer platform (PD V2.4.1.15). Trypsin was set as the enzyme with two miss cleavages. Methionine oxidation, STY phosphorylation were selected as variable modifications and C carbamidomethylation was set as a fixed modification. Peptide mass tolerance was set to 10 ppm, and the MS/MS mass tolerance was set to 0.1 Da. The false discovery rate of protein identification is less than 1%, using Percolator embedded in PD 2.4.1.15. To estimate phosphorylation site localization probability, ptmRS (2.2) embedded in PD2.4.1.15 was used. Only phosphorylation sites with probabilities of 90% or more were considered as confidently mapped.

### In vitro binding assays

Flag-Bcl-xL-S14D or -S14A protein was overexpressed using an adenovirus overexpression system in rat neonatal cardiomyocytes. Cardiomyocyte lysates were collected and Flag-tagged proteins were immunoprecipitated using Flag-agarose beads (Sigma Aldrich). Immunoprecipitated Flag-Bcl-xL-S14D or -S14A proteins were incubated with recombinant GST-fused IP3R fragment 3 in lysis buffer containing 50 mM Tris-HCl pH 7.4, 150 mM NaCl, 1% Triton-X 100, 1% Sodium Deoxycholate, Protease Inhibitor Cocktail (Sigma Aldrich), and Phosphatase Inhibitor Cocktail (Sigma Aldrich) with rotation for 1 h at 4 °C, followed by pull-down with Flag-agarose beads. After washing five times with lysis buffer, proteins were eluted with 5xSDS sample buffer, followed by SDS-PAGE and Coomassie Brilliant Blue staining.

### RNA-seq library preparation, sequencing, and data analysis

Total RNA was isolated from mouse hearts using TRIzol (Invitrogen). Isolated RNA was checked for integrity on an Agilent Bioanalyzer 2100; samples with RNA integrity number >7.0 were used for subsequent processing. Total RNA was subjected to two rounds of poly(A) selection using oligo-d(T)25 magnetic beads (New England Biolabs). A paired-end (strand specific) cDNA library was prepared using the NEB Next Ultra-directional RNA-seq protocol. Briefly, poly(A) + RNA was fragmented by heating at 94 °C for 10 min, followed by reverse transcription and second strand cDNA synthesis using the reagents provided in the NEB Next kit. End-repaired cDNA was then ligated with double stranded DNA adapters, followed by purification of ligated DNA with AmpureXP beads. cDNA was then amplified by PCR for 15 cycles with a universal forward primer and a reverse primer with bar code. The sequencing of the cDNA libraries was performed on the Illumina NextSeq 500 platform (Illumina, San Diego, CA) using the single-read 1 × 75 cycles configuration. The raw reads files have been deposited in the NCBI Gene Expression Omnibus.

Raw reads were quality trimmed using Trimmomatic-0.39 with leading and trailing Q score 20, minimum length 35 bp. The cleaned reads were mapped to *Mus musculus* genome GRCm38 using HISAT2 (Version 2.2.1). The reference genome sequence and annotation files were downloaded from ENSEMBL release 97 (Mus_musculus.GRCm38.101fa and Mus_musculus.GRCm38.101.gtf). The aligned read counts were obtained using htseq-count as part of the package HTSeq-0.6.1. The Bioconductor package edgeR (Version 3.18.1 with limma 3.32.10) was used to perform the differential gene expression analysis under R environment, R version 4.1.1. Expression patterns of regulated genes were graphically represented in a heat map. Hierarchical clustering was performed to group genes with similar features in the expression profile. Normalized expression data were also analyzed with GSEA version 4.1.0 software using the JAVA program (Broad Institute, Cambridge, MA). All gene sets were obtained from the Molecular Signatures Database version 7.3 distributed on the GSEA Web site.

### Quantitative RT-PCR

Total RNA was prepared from mouse hearts using TRIzol (Invitrogen)^43^. cDNA was generated using 300 ng total RNA and SuperScript III Reverse Transcriptase (ThermoFisher). Using Maxima SYBR Green qPCR master mix (Fermentas), real-time RT-PCR was performed under the following conditions: 94 °C for 10 min; 40 cycles of 94 °C for 15 s, 58 °C for 30 s, 72 °C for 30 s; and a final elongation at 72 °C for 15 min. Relative mRNA expression was determined by the ΔΔ-Ct method normalized to the ribosomal RNA (18S) level. The following oligonucleotide primers were used: *NPPA*, sense 5’-ATGGGCTCCTTCTCCATCAC-3’ and antisense 5′-ATCTTCGGTACCGGAAGCTG-3′; *NPPB*, sense 5′-AAGTCCTAGCCAGTCTCCAGA-3′ and antisense 5′-GAGCTGTCTCTGGGCCATTTC-3′; *MYH7*, sense 5′-GCCAACACCAACCTGTCCAAGTTC-3′ and antisense 5′- TGCAAAGGCTCCAGGTCTGAGGGC-3′; *Rcan1.4*, sense 5′-TCCAGCTTGGGCTTGACTGAG-3′ and antisense 5′- ACTGGAAGGTGGTGTCCTTGT-3′; *18 S* rRNA, sense 5′-CGCGGTTCTATTTTGTTGGT-3′ and antisense 5′-AGTCGGCATCGTTTATGGTC-3′.

### Immunohistochemistry

The heart tissue was washed with PBS, fixed in 4% paraformaldehyde overnight, embedded in paraffin, and sectioned at 10-µm thickness onto a glass slide. After de-paraffinization, sections were stained with wheat germ agglutinin (WGA) for evaluation of the cross-sectional area of cardiomyocytes, or TUNEL for evaluation of apoptosis. The outline of 100–200 myocytes was traced in each section, using ImageJ software (NIH). For co-staining with TUNEL and troponin T, the heart sections were first stained with TUNEL and washed with PBS, followed by incubation with cardiac troponin T (Invitrogen #MA5-12960) at 4 °C overnight. After washing with PBS, the heart sections were incubated with Alexa 568 anti-mouse antibody at room temperature for 1 h to visualize cardiac troponin T. The heart sections were mounted with VECTASHIELD Mounting Media with DAPI. The tissues were observed under a fluorescence microscope (Eclipse T*i*, Nikon) with Nikon NIS-Elements imaging software.

### Reporter gene assay

NFAT reporter gene activity in rat neonatal cardiomyocytes was measured with a luciferase assay system (Promega). Cardiomyocytes were transfected with NFAT luciferase reporter plasmids (a gift from Dr. Toren Finkel, Addgene #10959) and Bcl-xL-WT, -S14A, or S14D in the pDC316 vector overnight (24-well plate) using LipofectAmine 2000 (Invitrogen). The NFAT reporter gene assay was performed after 4 h of phenylephrine treatment in the presence or absence of 2-APB (25 μM) or synthetic peptide (20 μM). Cardiomyocytes were lysed with 50 μl Reporter lysis buffer (24 wells each). The luminescence reaction was started by adding 5 μl lysate to 50 μl Reaction buffer, and luminescence was measured for 10 s using an OPTOCOMP I luminometer (MGM Instruments). The luminescence was normalized by protein content measured by protein assay kit (BioRad).

### Cardiomyocyte cell size measurement

Rat neonatal cardiomyocytes were cultured on coverslips, washed with PBS twice, fixed with 3.7% paraformaldehyde for 15 min, and washed with PBS three times. Samples were permeabilized with PBST (0.5% Triton-X in PBS) for 15 min, and blocked in 5% BSA, 5% goat serum in PBST for 30 min at 37 °C. Cardiomyocytes were stained with Alexa Fluor 555 phalloidin (Thermo Fisher Scientific, A34055). Samples were washed with PBS and mounted on glass slides with mounting medium (VECTASHIELD, Vector Laboratories). Cells were observed under a fluorescence microscope (Eclipse T*i*, Nikon) with Nikon NIS-Elements imaging software. Cell size was measured for 25–30 cells for each condition in each experiment and the mean value was taken as representative of the experiment. This experiment was performed independently five times (*n* = 5).

### Isolation of ventricular cardiomyocytes for cell shortening and Ca^2+^ transient experiments

Left ventricular myocytes were enzymatically isolated from hearts of Bcl-xL S14A knock-in and control WT male mice (2–3 months). Mice were deeply anesthetized with isoflurane in a covered beaker before hearts were removed and perfused retrogradely in Langendorff fashion at 37 °C with Ca^2+^-free Tyrode’s solution containing 1.0 mg/ml collagenase type II (Worthington, Biochemical Corp., Lakewood, NJ, USA) and 0.1 mg/ml thermolysin (or protease type XIV, Sigma) for 10–12 min. After the enzyme solution was washed out, the hearts were transferred from the Langendorff apparatus to petri dishes. Left ventricles were gently teased apart with forceps. Ca^2+^ concentration was gradually increased to 1.0 mM. Finally, the cell suspension was filtered through a 200 μm nylon mesh. Cardiomyocytes were stored at room temperature and used within 8 hs after isolation. All electrophysiological experiments were performed at 35–37 °C.

### Mouse neonatal cardiac fibroblast isolation

Hearts were dissected from mice on postnatal day 1 to obtain neonatal fibroblasts. At this time, tails were also cut for genotyping. Neonatal cardiac fibroblasts were isolated by enzymatic digestion using enzyme digestion medium, containing 1.0 mg/ml collagenase type II (Worthington, Biochemical Corp., Lakewood, NJ, USA) in 25 ml of PBS and 0.25% (wt/vol) trypsin, at 37° on a rocker for 15 min and incubation with DMEM containing 20% FBS and penicillin-streptomycin in 6-well plates.

### Intracellular Ca2+ measurement

Ventricular myocytes were loaded with the Ca^2+^ indicator Fluo-4 AM (4 μm, Invitrogen, Grand Island, NY, USA) for 30 min. After washing and de-esterification (30 min), the myocytes were transferred to a heated chamber (37 °C) on a Nikon Eclipse TE200 inverted microscope (Nikon, Tokyo, Japan) with a Fluor x40 oil objective lens (numerical aperture 1.3). The intracellular Ca^2+^ fluorescence (excitation/emission wavelengths: 485/530 nm) was recorded with a spatial resolution of 500 × 400 pixels at 50 frames per second by an iXon Charge-Coupled Device (CCD) camera (Andor Technology, Concord, MA, USA) operated with Imaging Workbench software (INDEC BioSystems, Los Altos, CA, USA). The Ca^2+^ fluorescence intensity was expressed as the ratio F/F_0_ (fluorescence (F) over the baseline diastolic fluorescence (F_0_)).

### Measurement of single-cell shortening

Myocytes were placed in a heated chamber (37 °C) on a Nikon Eclipse TE200 inverted microscope and were subjected to 1-Hz field-pacing using a stimulator (Grass Instruments, West Warwick, Rhode Island, USA). Changes in cell length were monitored by a video-based edge detection system (model VED-105, Crescent Electronics, Sandy, UT, USA) with a 30-ms time resolution. Single-cell shortening was recorded and analyzed using commercially available pCLAMP 10 software (Molecular Devices, Sunnyvale, CA). The cell shortening was calculated as a percentage of shortening from the baseline cell length in the relaxed state.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source data

## Data Availability

All data generated or analyzed during this study are included in this published article and its Supplementary Information. RNA-sequencing data have been deposited at GEO and are publicly available as of the date of publication (Accession numbers: GSE199705). The mass spectrometry data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the accession code PXD045118. Source data are provided with this paper.

# Supplementary material for: Ser14 phosphorylation of Bcl-xL mediates compensatory cardiac hypertrophy in male mice
**Source:** Nat Commun. 2023 Sep 19;14:5805. doi: 10.1038/s41467-023-41595-x

## **Supplementary Information**

### **Ser14 phosphorylation of Bcl-xL mediates compensatory cardiac hypertrophy in male mice**

Michinari Nakamura<sup>1\*</sup>, Mariko Aoyagi Keller<sup>1</sup>, Nadezhda Fefelova<sup>1</sup>, Peiyong Zhai<sup>1</sup>, Tong Liu<sup>2</sup>, Yimin Tian<sup>1</sup>, Shohei Ikeda<sup>1</sup>, Dominic P Del Re<sup>1</sup>, Hong Li<sup>2</sup>, Lai-Hua Xie<sup>1</sup>, Junichi Sadoshima<sup>1\*</sup>

\*Correspondence to

**Supplementary Table 1**

| Biocarta pathways                  | SIZE | NES  | NOM p-val | FDR q-val |
|------------------------------------|------|------|-----------|-----------|
| 1 BIOCARTA <b>FCER1 PATHWAY</b>    | 37   | 1.75 | 0         | 0.322     |
| 2 BIOCARTA <b>ERK PATHWAY</b>      | 25   | 1.75 | 0         | 0.184     |
| 3 BIOCARTA IL1R PATHWAY            | 26   | 1.74 | 0.087     | 0.138     |
| 4 BIOCARTA <b>INTEGRIN PATHWAY</b> | 31   | 1.7  | 0         | 0.126     |
| 5 BIOCARTA VIP PATHWAY             | 23   | 1.66 | 0         | 0.138     |
| 6 BIOCARTA BCR PATHWAY             | 31   | 1.64 | 0         | 0.144     |
| 7 BIOCARTA TFF PATHWAY             | 19   | 1.63 | 0         | 0.13      |
| 8 BIOCARTA TCR PATHWAY             | 37   | 1.62 | 0         | 0.126     |
| 9 BIOCARTA BARRESTIN SRC PATHWAY   | 16   | 1.6  | 0         | 0.149     |
| 10 BIOCARTA FMLP PATHWAY           | 30   | 1.6  | 0         | 0.139     |
| 11 BIOCARTA HDAC PATHWAY           | 22   | 1.59 | 0         | 0.136     |
| 12 BIOCARTA MET PATHWAY            | 31   | 1.59 | 0         | 0.132     |
| 13 BIOCARTA IL2RB PATHWAY          | 32   | 1.59 | 0         | 0.125     |
| 14 BIOCARTA BAD PATHWAY            | 22   | 1.58 | 0         | 0.12      |
| 15 BIOCARTA HIVNEF PATHWAY         | 52   | 1.57 | 0         | 0.115     |
| 16 BIOCARTA NFkB PATHWAY           | 19   | 1.56 | 0.094     | 0.114     |
| 17 BIOCARTA GPCR PATHWAY           | 28   | 1.53 | 0         | 0.125     |
| 18 BIOCARTA RAC1 PATHWAY           | 20   | 1.5  | 0         | 0.132     |
| 19 BIOCARTA PDGF PATHWAY           | 28   | 1.49 | 0         | 0.131     |
| 20 BIOCARTA EIF PATHWAY            | 16   | 1.49 | 0         | 0.13      |

**Supplementary Table 1. Gene sets enriched in the heart after TAC compared to after sham operation in WT mice.** ERK1/2 were identified as significantly activated kinases in the heart during acute pressure overload. Among the top 4 gene sets enriched in TAC vs. Sham, ERK1/2 are involved in 3 Biocarta pathways, including the FCER1 pathway, ERK pathway, and Integrin pathway (as shown in bold). NES, normalized enrichment score. GSEA nominal *p* value is the statistical significance of the enrichment score by using a phenotype-based permutation test with no adjustment. FDR (false discovery rate)-adjusted *q* value for each pathway is indicated.

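GSEA ranks all genes by a signal-to-noise ratio between groups and scores how far the genes of a set gather at an end of the ranking, and the normalized enrichment score divides that score by its mean over relabelled samples. With phenotype-based permutation the labels of the mice are exchanged. There are 20 labelings of 3 TAC and 3 sham mice, the real one included. The same statistic, computed over all 20 labelings with the lists used here, gave for WT TAC against WT sham a normalized enrichment score of 1.69 for Fcε receptor 1, 1.65 for ERK and 1.47 for integrin. The paper's reported values are 1.75, 1.75 and 1.7. The scores had an SD of 0.197, 0.281 and 0.197 over the 6 fits that each left out a mouse. In each list no other labeling with a score of the same sign reached the real one, which gave an exact permutation p of 0.1 (10 labelings of that sign), the smallest this design allows.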

# Supplementary Figure 1

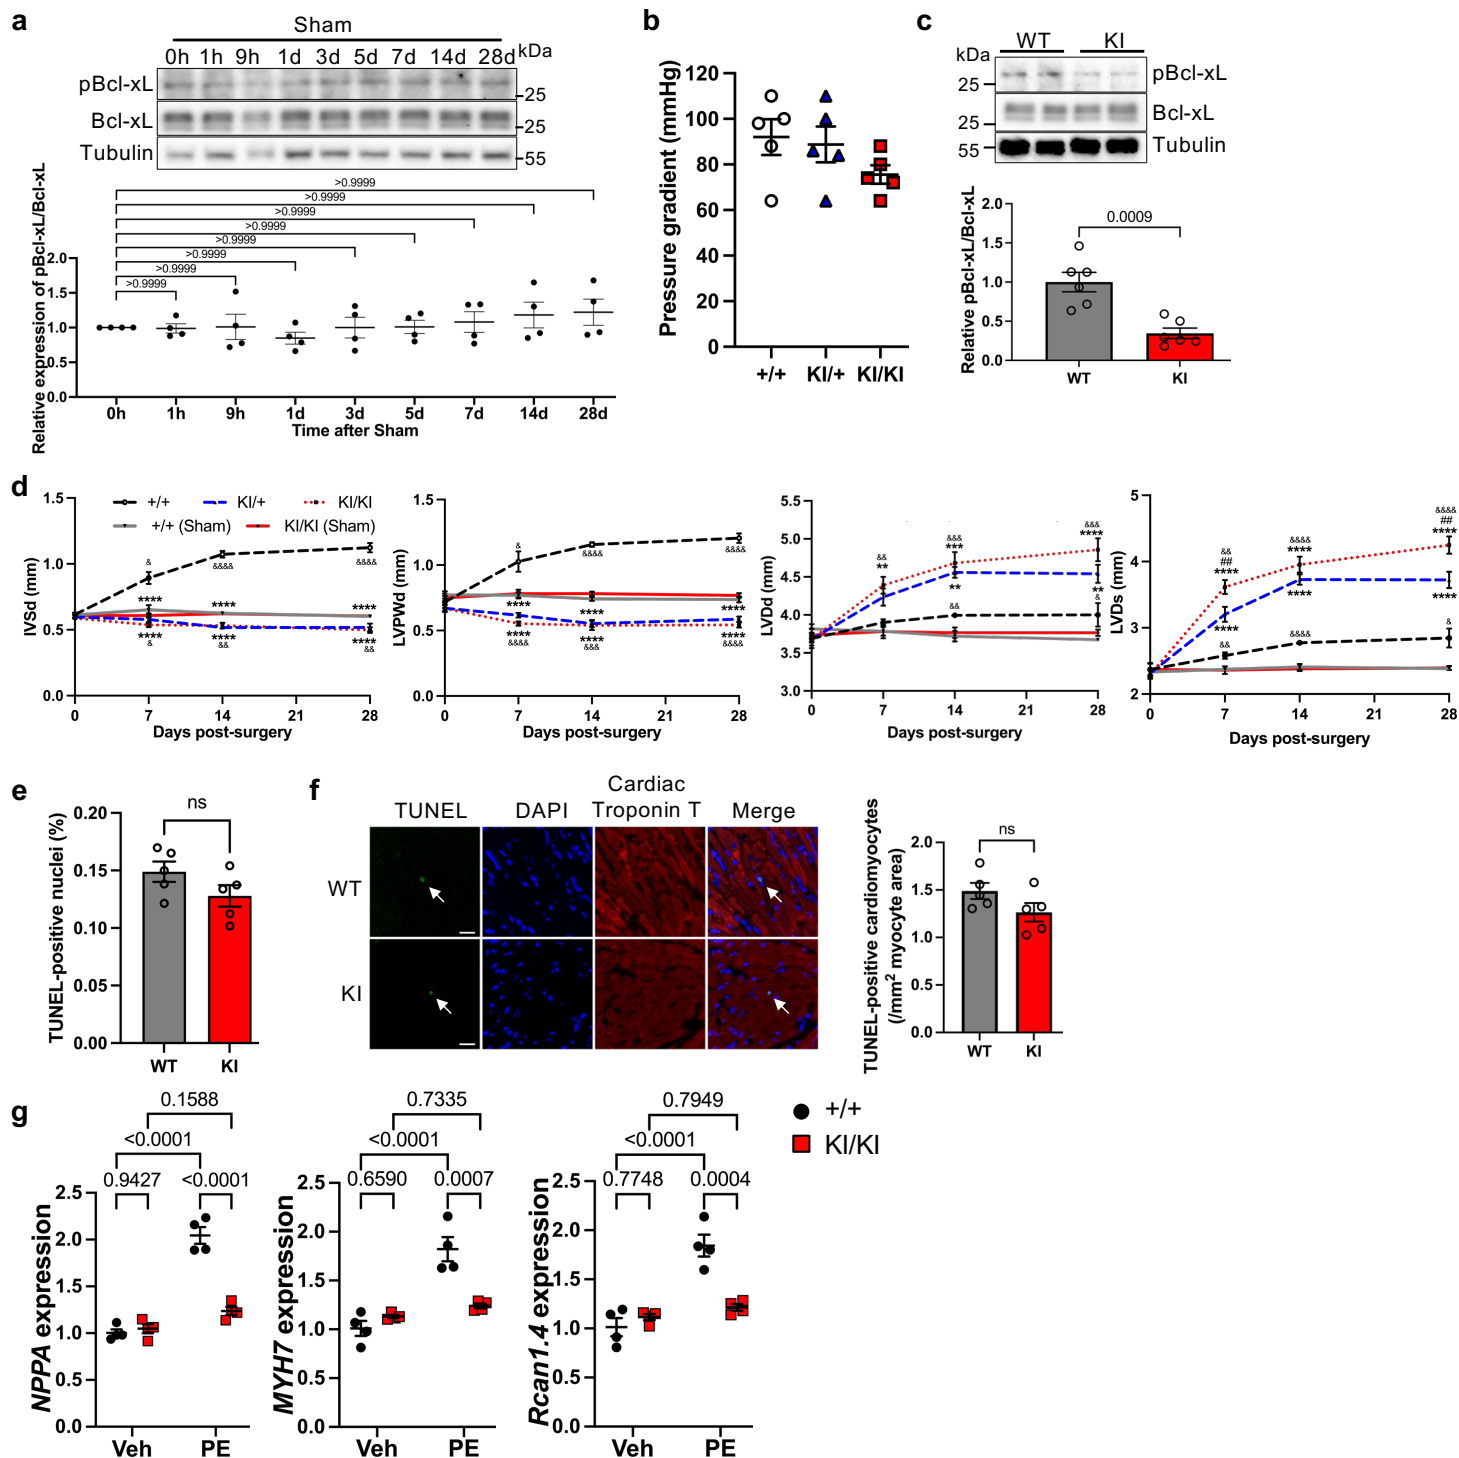

**Supplementary Figure 1 Bcl-xL knock-in (KI) mice in which Serine (Ser) 14 of Bcl-xL is replaced with Alanine, develop more severe cardiac dysfunction in response to pressure overload than control wild type (WT) mice.** (a) Representative immunoblots showing phosphorylation of Bcl-xL at Ser14 in the heart with time course after Sham. h; hours, and d; days after Sham surgery. Lower panel shows densitometric analysis of relative expression of pBcl-xL (Ser14)/Bcl-xL in the heart. Kruskal-Wallis test with sham 0 h as the control. *p* values are shown in the figure (n=4). (b) Pressure gradient between femoral artery and ascending aorta. One-way ANOVA (n=5). (c) Immunoblots showing phosphorylation of Bcl-xL at Ser14 and tubulin as a loading control in the WT and Bcl-xL (S14A) homozygous KI mouse heart one hour after TAC. Lower panel shows densitometric analysis (n=6). Two-sided unpaired *t* test. (d) Echocardiographic parameters of interventricular septum at end-diastole (IVSd), left ventricular (LV) posterior wall at end-diastole (LVPWd), and LV diameter at end-diastole (LVDd) and end-systole (LVDs) (n=6-16 for TAC and 5 for Sham). Two-way ANOVA with Tukey's multiple comparison test. *n* represents biologically independent replicates. \*\*\*\* *p* < 0.0001 and \*\* *p* < 0.01 compared to +/+ mice. ## *p* < 0.01 compared to KI/+ mice. &&&& *p* < 0.0001, &&& *p* < 0.001, && *p* < 0.01 and & *p* < 0.05 compared to Sham (two-sided unpaired *t* test or Mann-Whitney test). (e) The percentage of TUNEL positive nuclei in the hearts of S14A KI and WT mice four weeks post-TAC. n=5. Two-sided unpaired *t* test. ns not significant. (f) Co-staining of WT and S14A KI mouse hearts 2 weeks after TAC with terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) and cardiac troponin T. Arrows indicate TUNEL-positive cardiomyocytes. Scale bar; 20  $\mu$ m. Right panel shows quantitative analysis of TUNEL-positive cardiomyocytes. n=5. Two-sided unpaired *t* test. ns not significant. (g) Relative *NPPA*, *MYH7*, and *Rcan1.4* gene expressions in response to 100  $\mu$ M phenylephrine (PE) or vehicle for 24 h in adult cardiomyocytes isolated from WT and homozygous S14A KI mice (n=4). Two-way ANOVA with Tukey's multiple comparison test. *n* represents biologically independent replicates. Adjusted *p* values (d): 0.0098 (LVDd, 7 days, +/+ vs KI/KI), 0.0011 (LVDd, 14 days, +/+ vs KI/+), 0.0005 (LVDd, 14 days, +/+ vs KI/KI), 0.0055 (LVDd, 28 days, +/+ vs KI/+), 0.0074 (LVDs, 7 days, KI/+ vs KI/KI), 0.0032 (LVDs, 28 days, KI/+ vs KI/KI). *p* values for (d): 0.0177 (IVSd, 7 days, +/+, Sham vs TAC), 0.0159 (IVSd, 7 days, KI/KI, Sham vs TAC), 0.0057 (IVSd, 14 days, KI/KI, Sham vs TAC), 0.0019 (IVSd, 28 days, KI/KI, Sham vs TAC), 0.0216 (LVPWd, 7 days, +/+, Sham vs TAC), 0.0002 (LVPWd, 14 days, KI/KI, Sham vs TAC), 0.0028 (LVDd, 14

days, +/+, Sham vs TAC), 0.0303 (LVDd, 28 days, +/+, Sham vs TAC), 0.0026 (LVDd, 7 days, KI/KI, Sham vs TAC), 0.0005 (LVDd, 14 days, KI/KI, Sham vs TAC), 0.0001 (LVDd, 28 days, KI/KI, Sham vs TAC), 0.0061 (LVDs, 7 days, +/+, Sham vs TAC), 0.018 (LVDs, 28 days, +/+, Sham vs TAC), 0.0025 (LVDs, 7 days, KI/KI, Sham vs TAC). Data are mean  $\pm$  SEM. Source data are provided as a Source Data file.

**a**

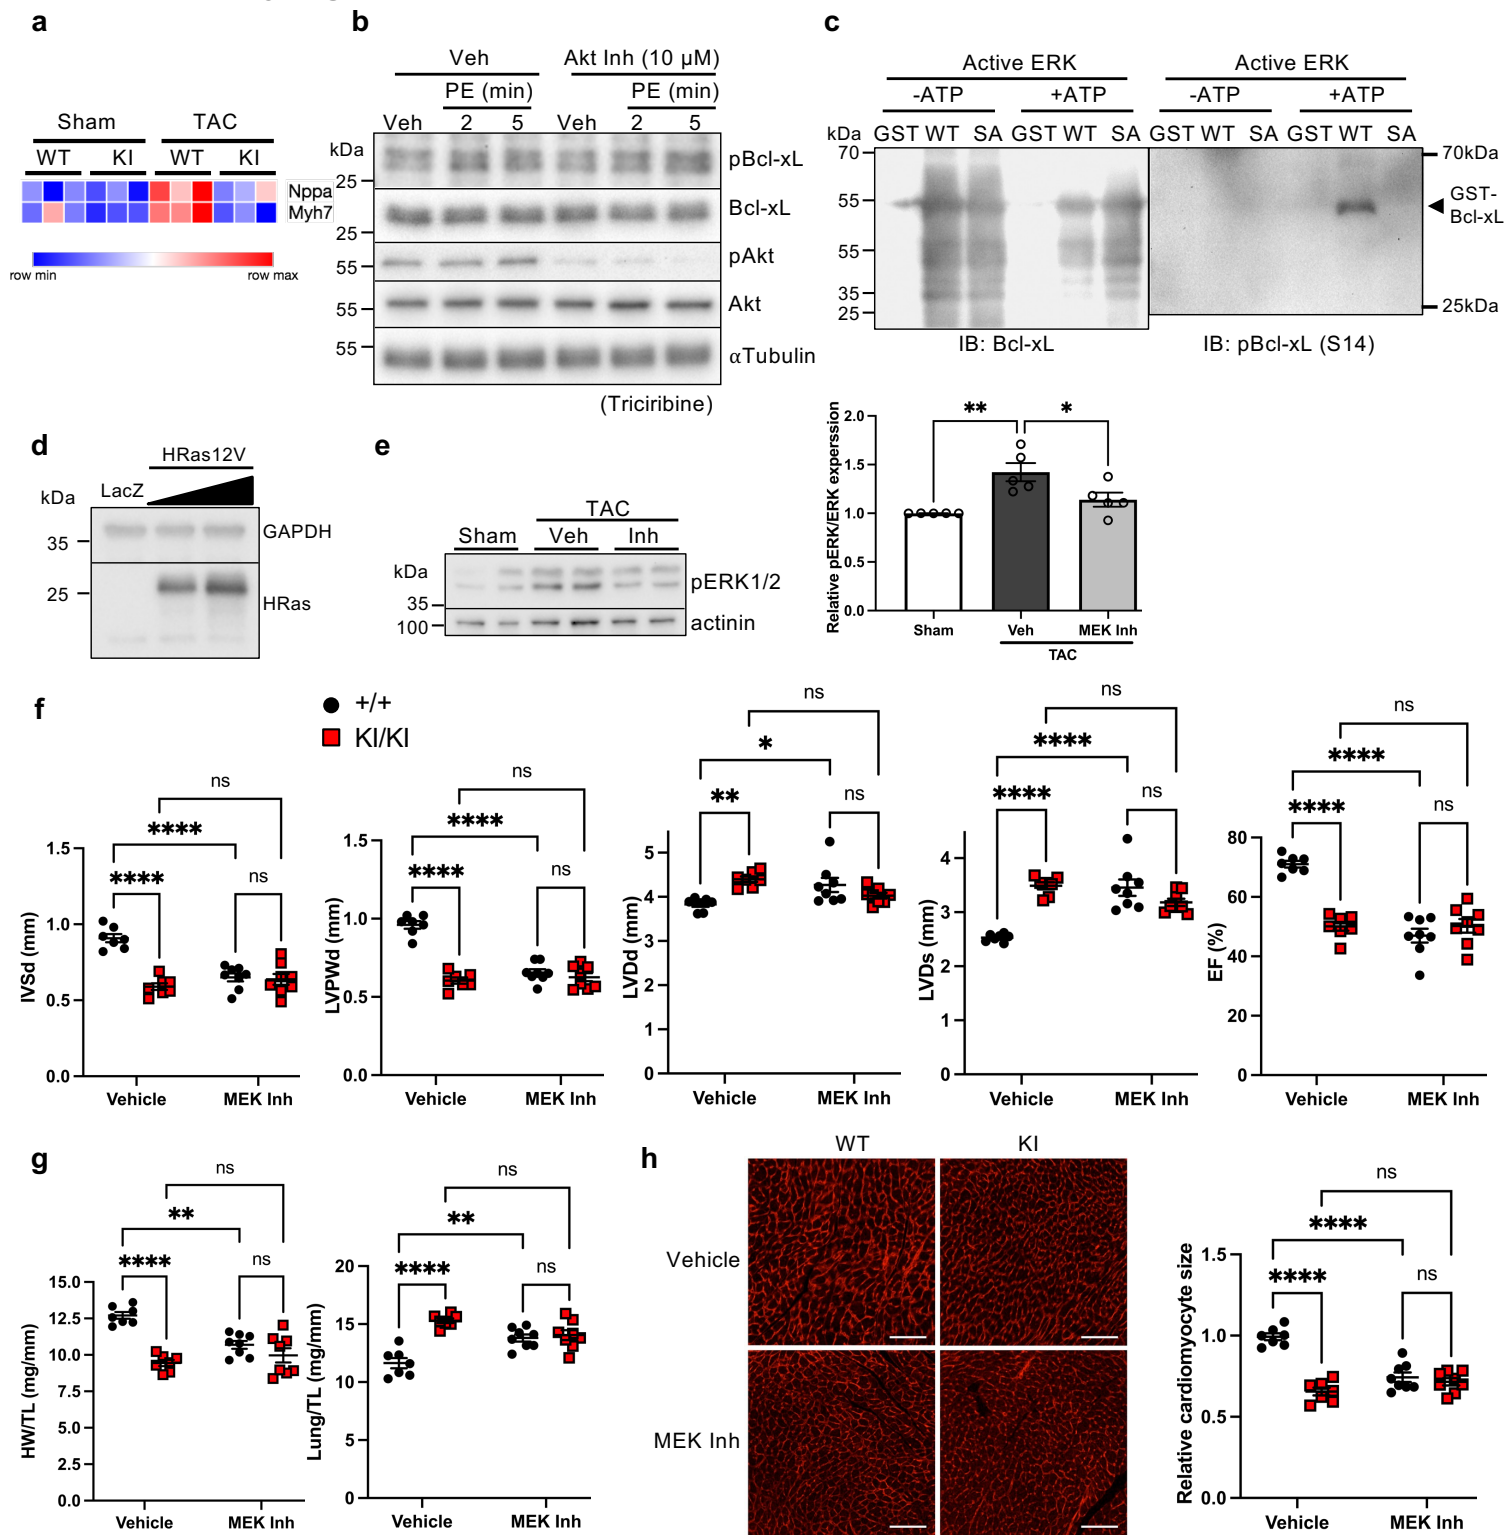

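In the WT sham hearts Nppa was 65.3, 24.7 and 61.2 RPKM for mice 1, 2 and 3, and in the WT TAC hearts it was 483, 207 and 758 RPKM for mice 7, 9 and 10. In the KI sham hearts it was 41.1, 65.2 and 27.1 RPKM for mice 1, 2 and 3, and in the KI TAC hearts it was 57.8, 79.96 and 195 RPKM for mice 5, 6 and 7. The highest KI TAC value thus lay just under the lowest WT TAC value. Myh7 was 39.0, 145 and 42.6 RPKM in the WT sham hearts and 195, 176 and 380 RPKM in the WT TAC hearts. It was 26.5, 33.2 and 33.5 RPKM in the KI sham hearts and 33.6, 47.0 and 21.1 RPKM in the KI TAC hearts. The fewest reads behind any of these values were 506 for Nppa and 5575 for Myh7, so that the spread between mice was not limited by the depth.

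**Figure D3:**
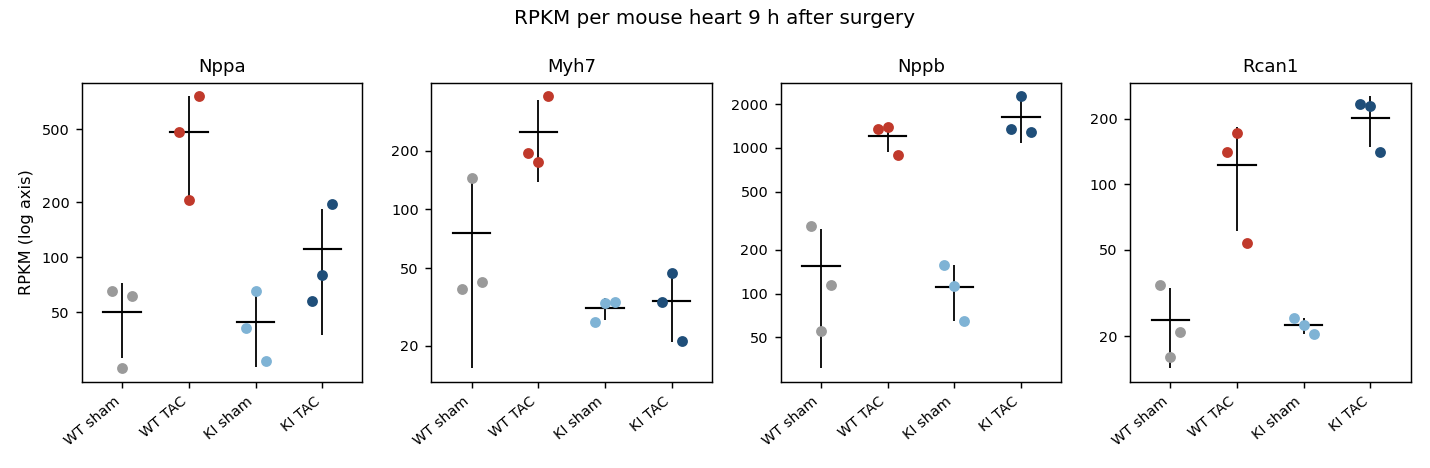
RPKM of Nppa, Myh7, Nppb and Rcan1 in each mouse heart on a log axis, by group on the horizontal axis. Points are mice, horizontal lines are group means and vertical lines are ± 1 SD (n = 3). Nppb and Rcan1 are higher in all TAC hearts than in the sham hearts of both genotypes, while Myh7 in KI TAC hearts stays between 21.1 and 47.0 RPKM.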

**Supplementary Figure 2 Inhibition of the MEK-ERK pathway suppresses hypertrophy and decreases systolic function in wild type (WT) but not Bcl-xL-S14A homozygous knock-in (KI) mice.** (a) Heatmap of *NPPA* and *Myh7* gene expressions in WT and KI mouse hearts using the RNA-sequencing data (related to Fig. 3a). (b) Representative immunoblots showing pBcl-xL (Ser14) in cardiomyocytes treated with an Akt inhibitor (Triciribine) or vehicle following treatment with phenylephrine (PE) for the indicated times (minutes). Repeated three times. (c) *In vitro* kinase assay using active ERK1 and recombinant Bcl-xL-WT, S14A mutant, or GST alone, followed by blots with Bcl-xL and Bcl-xL Ser14 phospho-specific antibody. Repeated twice. (d) Immunoblots showing the expression of H-Ras and GAPDH as a loading control in adult cardiomyocytes transduced with adenovirus harboring H-Ras or LacZ. Repeated twice. (e) Representative immunoblots showing pERK1/2 and its quantification in WT mouse hearts after 9 hours of TAC. PD0325901 was used to inhibit MEK. One-way ANOVA followed by Tukey's multiple comparison test (n=5). Adjusted *p* values: 0.0023 (Sham vs TAC-Vehicle), 0.0309 (TAC-Vehicle vs TAC-MEK Inh). (f) Echocardiographic parameters of the interventricular septum at end-diastole (IVSd), left ventricular (LV) posterior wall at end-diastole (LVPWd), LV diameter at end-diastole (LVDd) and end-systole (LVDs), and ejection fraction (EF) 1 week after TAC. n=7 (Vehicle) and 8 (MEK Inhibitor). Adjusted *p* values: 0.003 (LVDd, Vehicle, +/+ vs KI/KI), 0.0213 (LVDd, +/+, Vehicle vs MEK Inh). (g) Heart weight (HW) normalized by tibia length (TL) and lung weight normalized by TL 1 week after TAC. n=7 (Vehicle) and 8 (MEK Inhibitor). Adjusted *p* values: 0.0011 (HW/TL, +/+, Vehicle vs MEK Inh), 0.0013 (Lung/TL, +/+, Vehicle vs MEK Inh). (h) Wheat Germ Agglutinin (WGA) staining of the indicated heart tissues and quantification analysis of relative cardiomyocyte size. Scale bar; 100  $\mu$ m. n=7 (Vehicle) and 8 (MEK Inhibitor). Two-way ANOVA with Tukey's multiple comparison test unless otherwise

stated. In all graphs, \*\*\*\*  $p < 0.0001$ , \*\*  $p < 0.01$ , \*  $p < 0.05$ , ns not significant.  $n$  represents biologically independent replicates unless otherwise indicated. Data are mean  $\pm$  SEM. Source data are provided as a Source Data file.

# Supplementary Figure 3

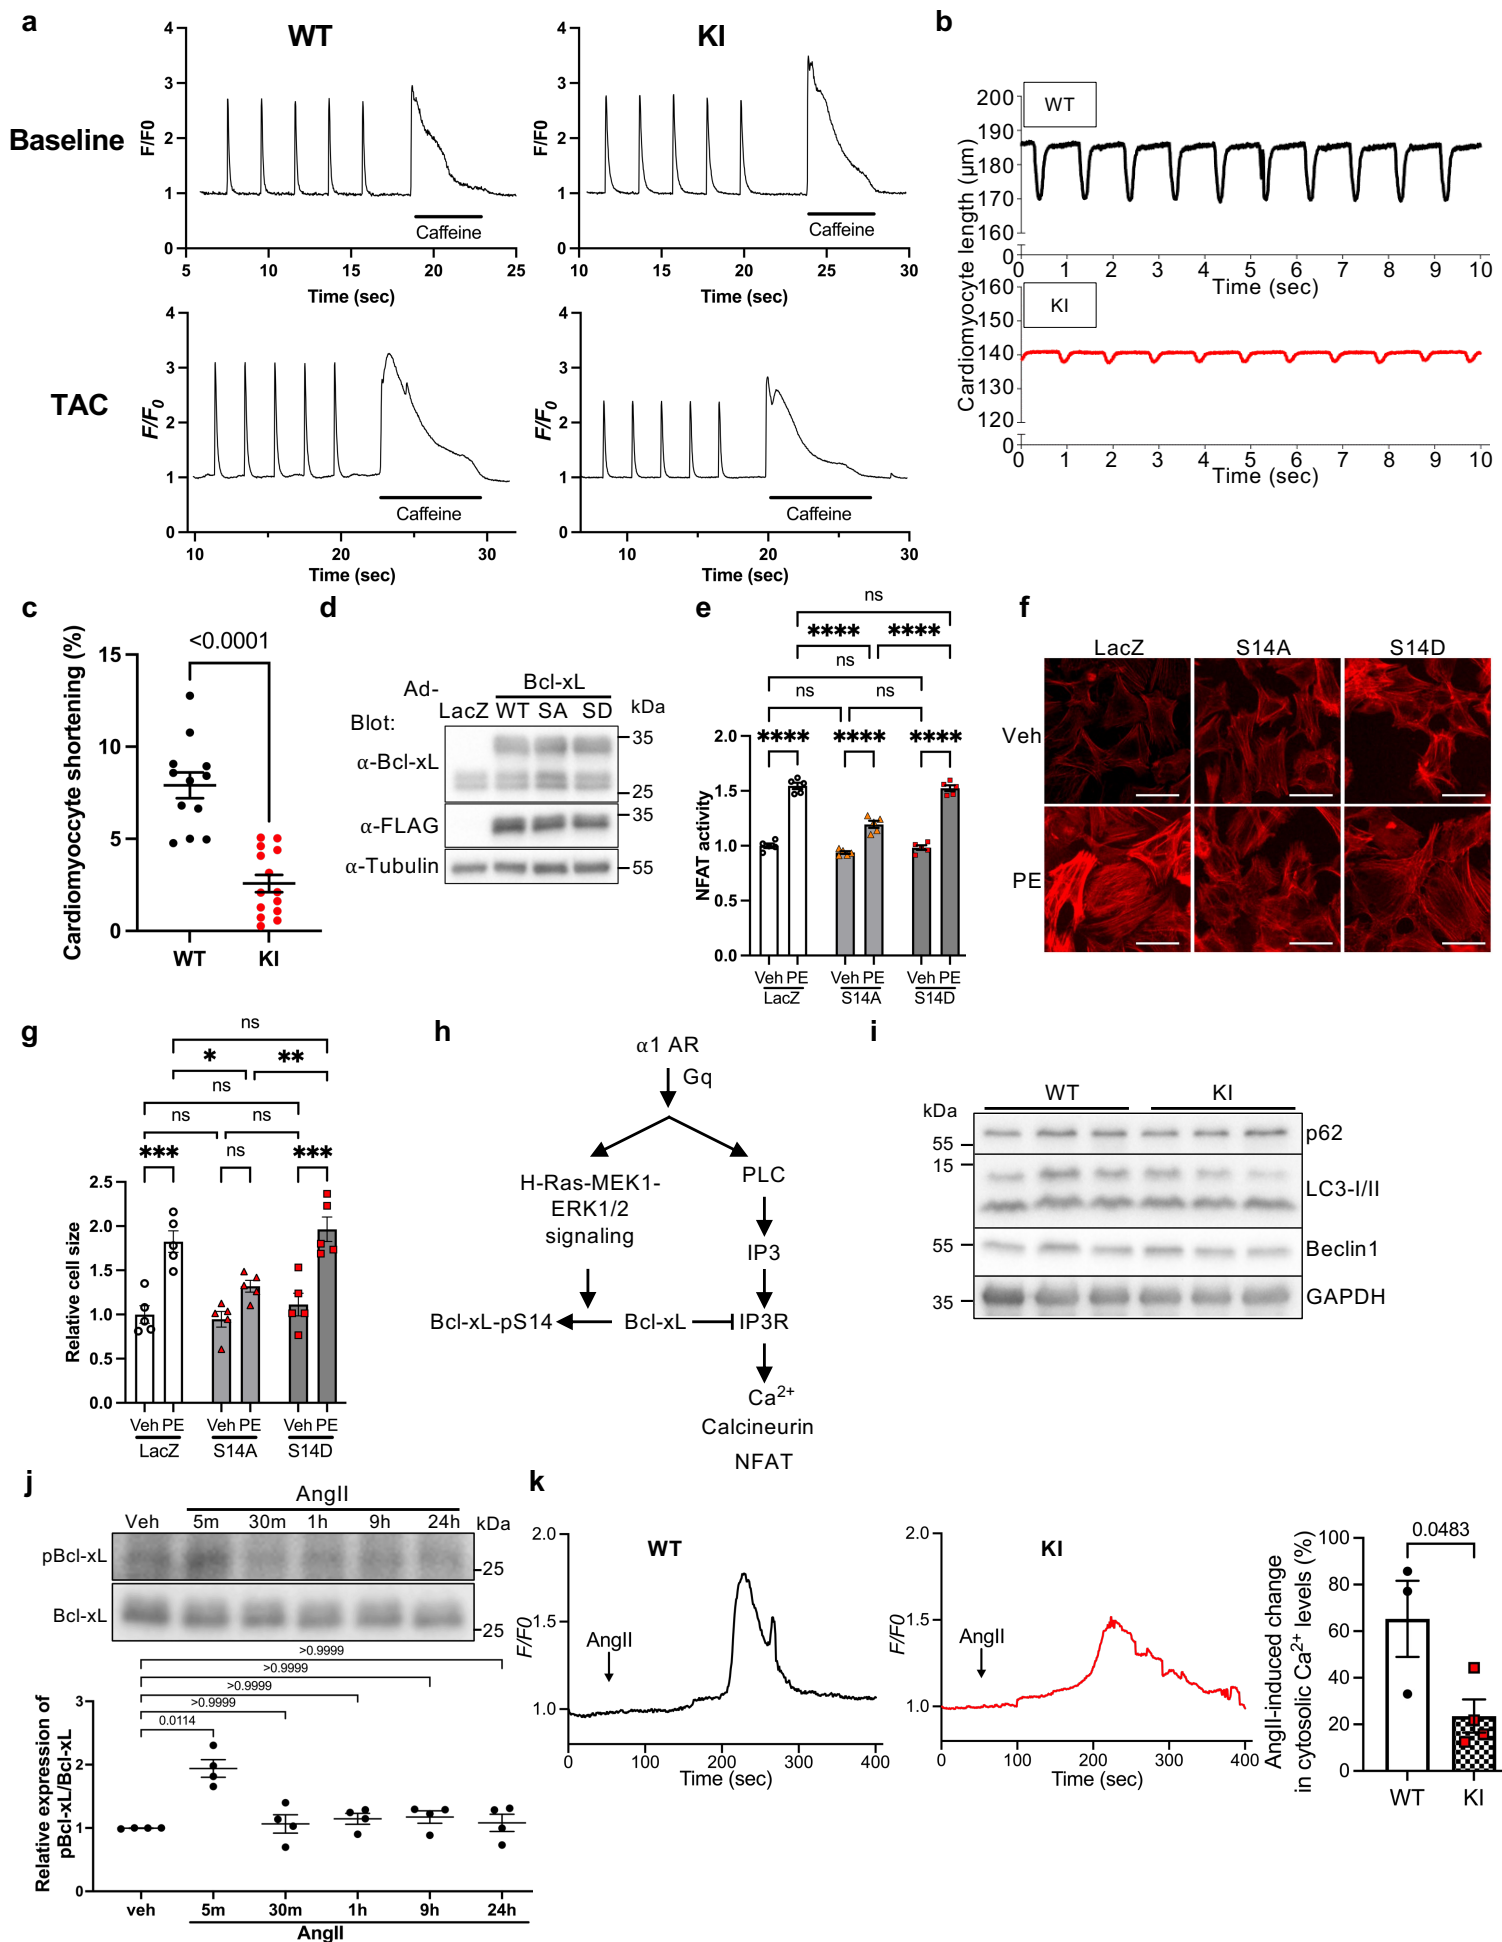

**Supplementary Figure 3 Wild type (WT) but not Bcl-xL-S14A homozygous knock-in (KI) cardiomyocytes exhibit increased  $\text{Ca}^{2+}$  transient amplitude and sarcoplasmic reticulum (SR)  $\text{Ca}^{2+}$  content after TAC-induced pressure overload. (a) Representative traces of  $\text{Ca}^{2+}$**

**transient ( $F/F_0$ ) in WT and KI cardiomyocytes after 1 day of TAC or at baseline. (b)**

Representative traces of sarcomere shortening in cardiomyocytes isolated from WT and KI mouse hearts after two days of TAC. (c) Quantification analysis of sarcomere shortening (5-7 cells/heart from 2 hearts/group, WT n=12, KI n=14). Two-sided unpaired *t* test. (d) Immunoblots showing the expression of FLAG-Bcl-xL-WT and -S14A and -S14D mutants in cardiomyocytes.

Repeated three times. (e) Relative NFAT activity in cardiomyocytes expressing Bcl-xL-S14A, -S14D, or LacZ in response to phenylephrine (PE). (n=5 independently prepared cardiomyocyte preparations/cultures). (f) Phalloidin staining for determination of size of rat neonatal cardiomyocytes expressing Bcl-xL-S14A, -S14D, or LacZ in the presence or absence of PE.

Scale bar; 50  $\mu\text{m}$ . (g) Quantification analysis of cardiomyocyte size (n=5 independently prepared cardiomyocyte preparations/cultures). Adjusted *p* values: 0.0367 (PE, LacZ vs S14A), 0.0045 (PE, S14A vs S14D), 0.0003 (LacZ, Veh vs PE), 0.0002 (S14D, Veh vs PE). (h) Our proposed signaling pathway, involving Bcl-xL phosphorylation in hypertrophic stimuli-induced calcium-calcieneurin-NFAT signaling. Phosphorylation of Bcl-xL at Ser14 by ERK disrupts its inhibitory interaction with IP3R, thereby augmenting  $\text{Ca}^{2+}$  signaling to promote compensatory hypertrophy in response to pressure overload. (i) Immunoblots showing the levels of autophagy-related proteins in the hearts of S14A homozygous KI and WT mice at baseline. (j)

Representative immunoblots showing phosphorylation of Bcl-xL at Ser14 in WT mouse neonatal cardiac fibroblasts with time course after 50 nM angiotensin II (AngII) stimulation. m; minutes and h; hours. Lower panel shows densitometric analysis of relative expression of pBcl-xL

(Ser14)/Bcl-xL. Kruskal-Wallis test with vehicle as the control.  $p$  values are shown in the figure (n=4, independently prepared cells). **(k)** Representative traces of cytosolic  $\text{Ca}^{2+}$  levels ( $F/F_0$ ) in WT and S14A homozygous KI mouse cardiac fibroblasts with AngII stimulation. Right panel shows quantitative analysis of AngII-induced changes in cytosolic  $\text{Ca}^{2+}$  levels (n=3-4, independently prepared cells). Two-sided unpaired  $t$  test. Two-way ANOVA with Tukey's multiple comparison test unless otherwise stated. \*\*\*\*  $p < 0.0001$ , \*\*\*  $p < 0.001$ , \*\*  $p < 0.01$ , \*  $p < 0.05$ , ns not significant. Data are mean  $\pm$  SEM. Source data are provided as a Source Data file.

Supplementary Figure 4

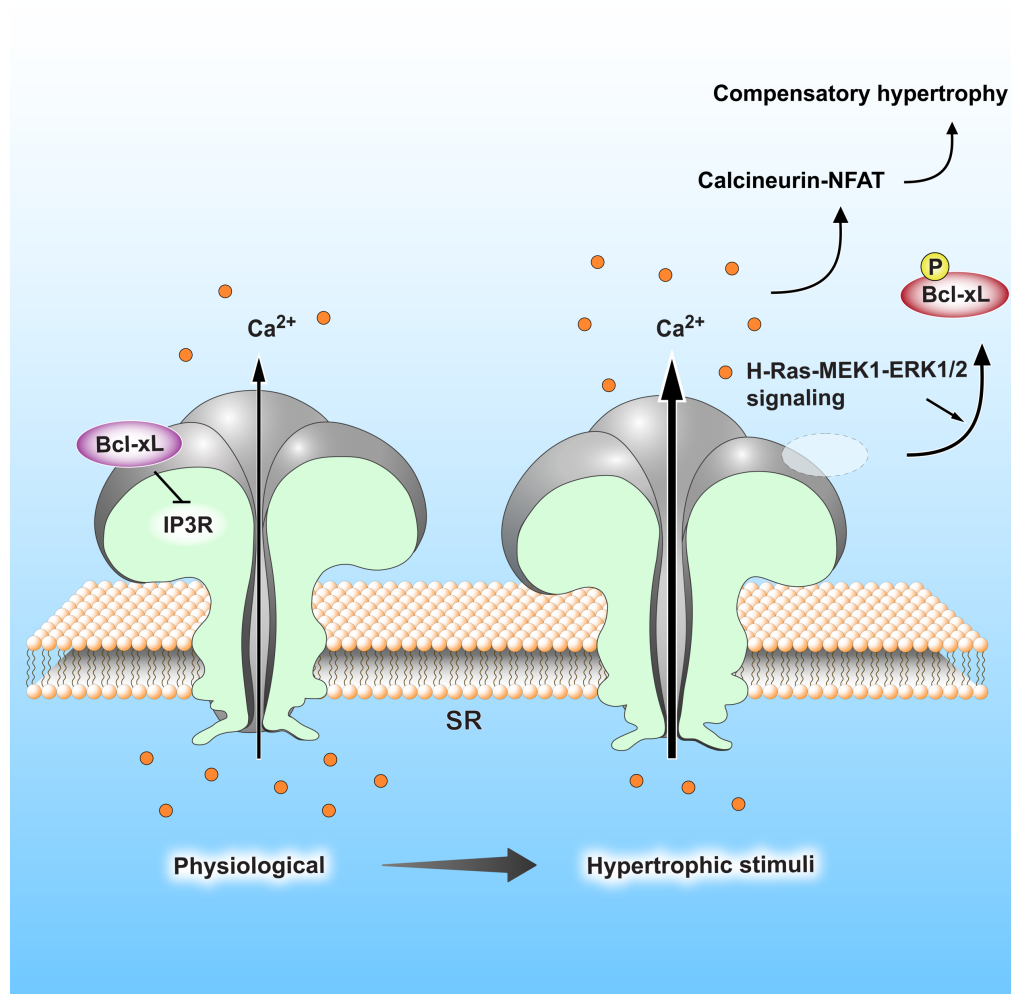

**Supplementary Figure 4 Schema of our proposed mechanism.** Activation of the MEK1-ERK1/2 pathway by hypertrophic stimuli promotes Bcl-xL-Ser14 phosphorylation, which disrupts its inhibitory interaction with IP3R, thereby augmenting  $\text{Ca}^{2+}$  release from the sarcoplasmic reticulum (SR) and calcineurin-NFAT signaling. This mechanism is crucial for the development of adaptive hypertrophy to suppress wall stress and prevent acute decompensated heart failure.

**Supplementary Figure 5      Uncropped Western blot images**

Supplementary Figure 5 Uncropped scan images of immunoblots membrane

Fig. 1a

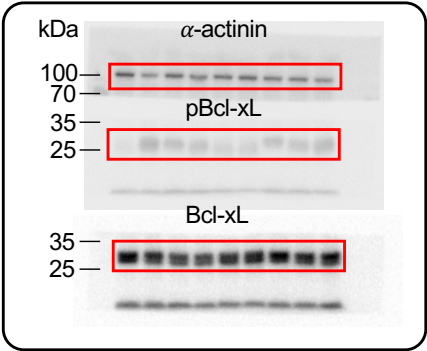

Fig. 2h

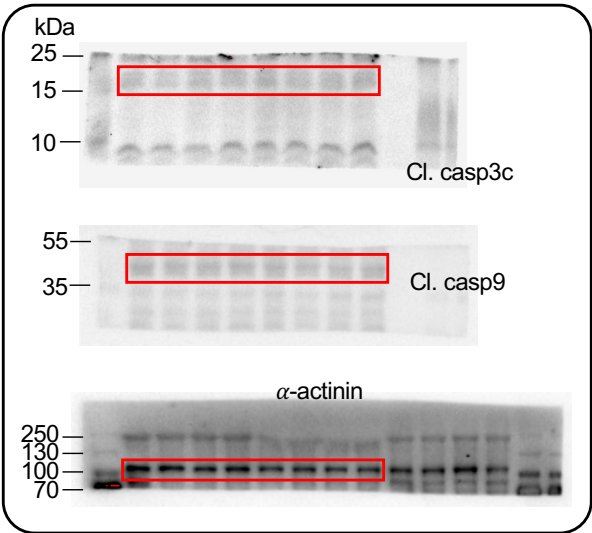

Fig. 3f

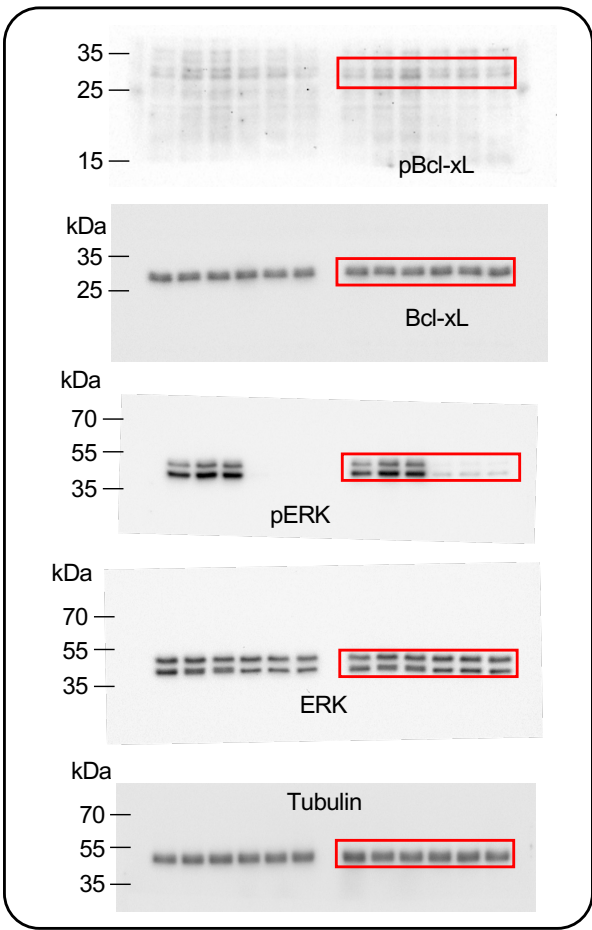

Fig. 3c

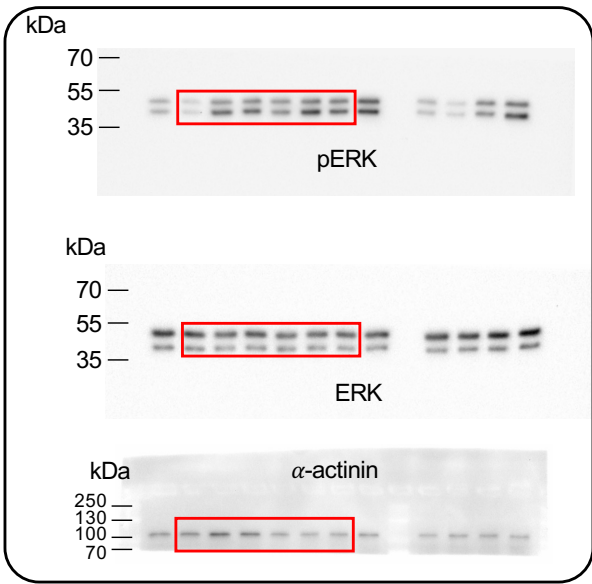

Fig. 3d

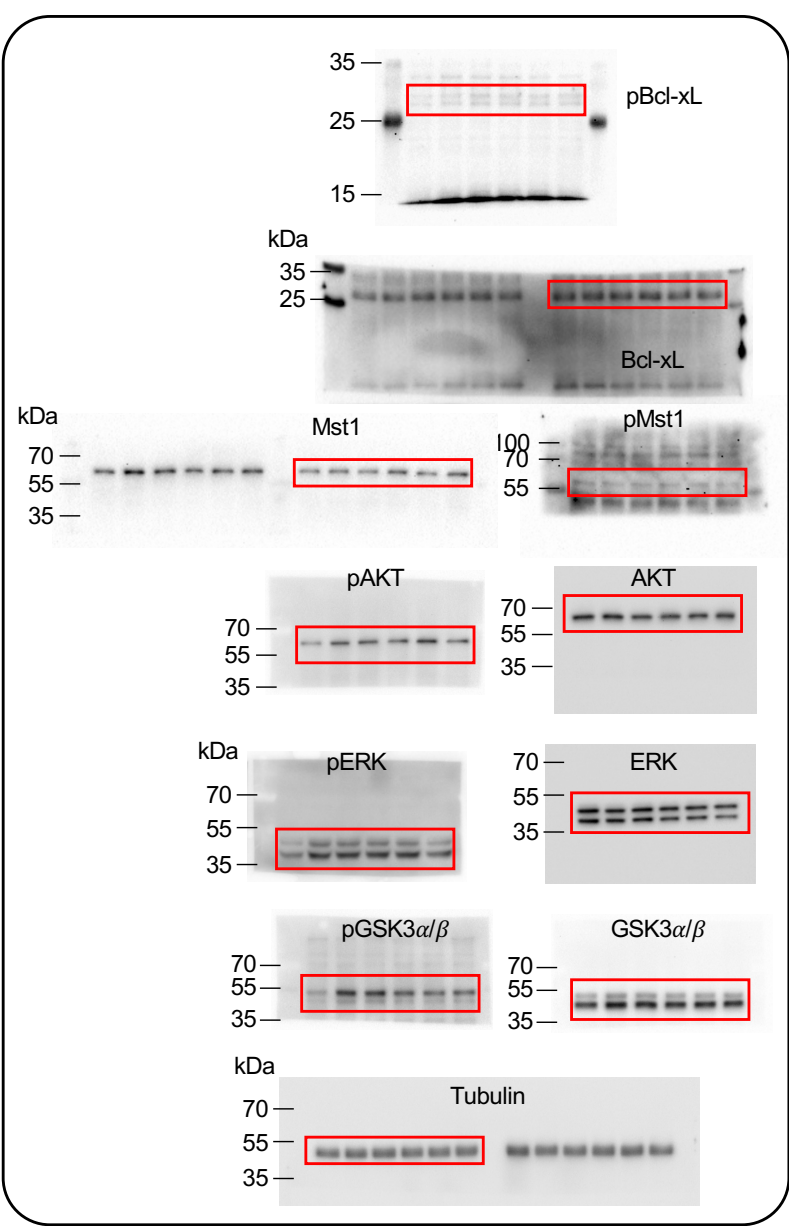

**Fig. 3i**

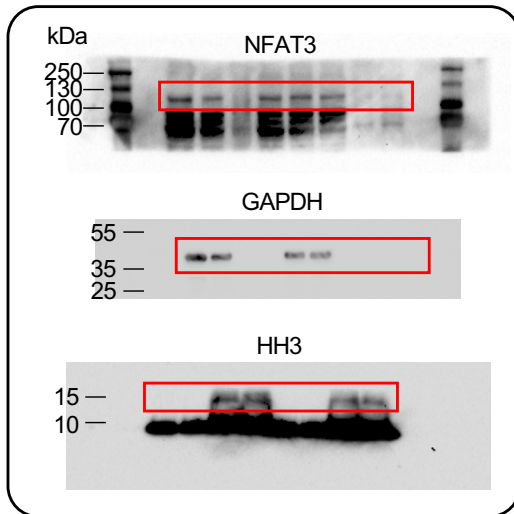

**Fig. 3k**

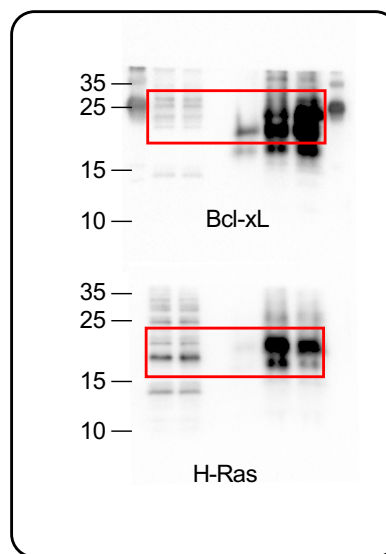

**Fig. 3l**

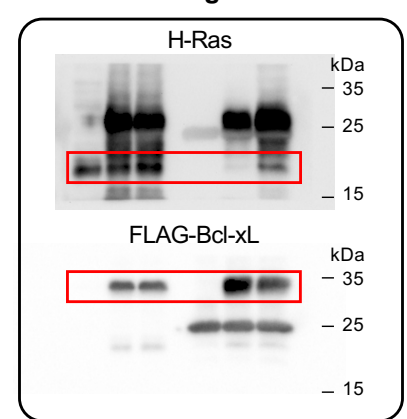

**Fig. 5c**

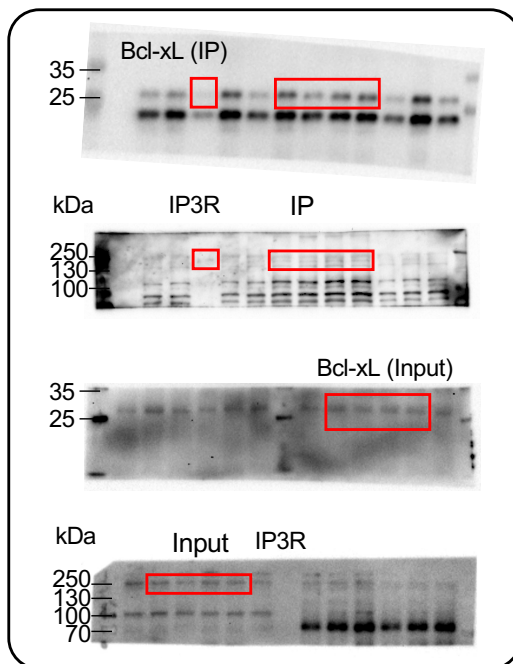

**Fig. 5d**

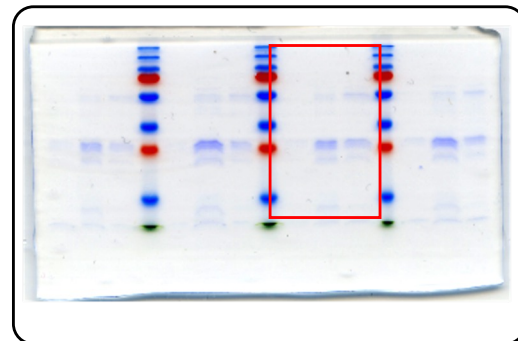

**Supplementary Fig. 1a**

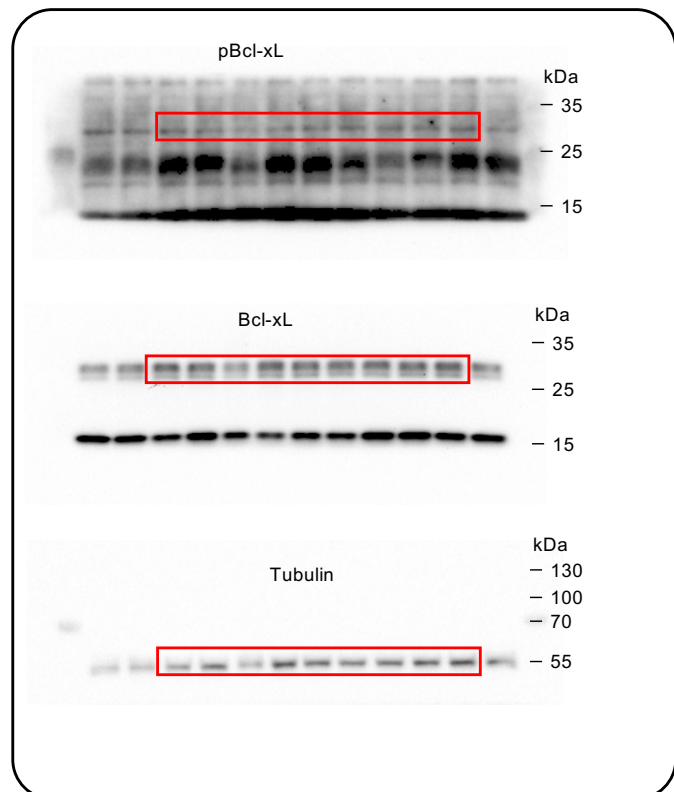

**Supplementary Fig. 1c**

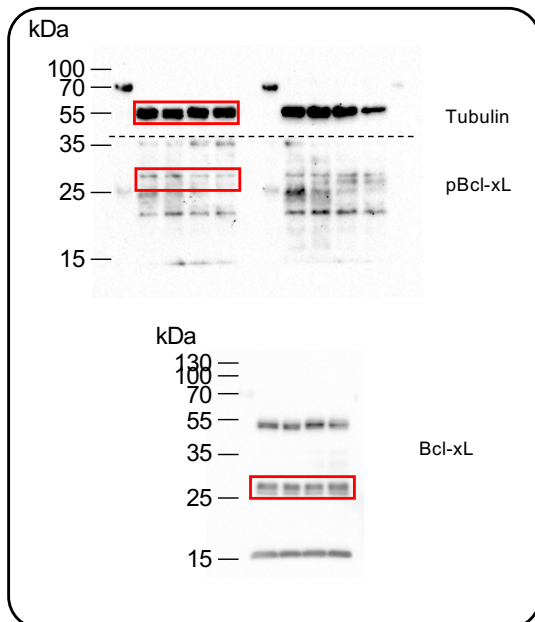

**Supplementary Fig. 2b**

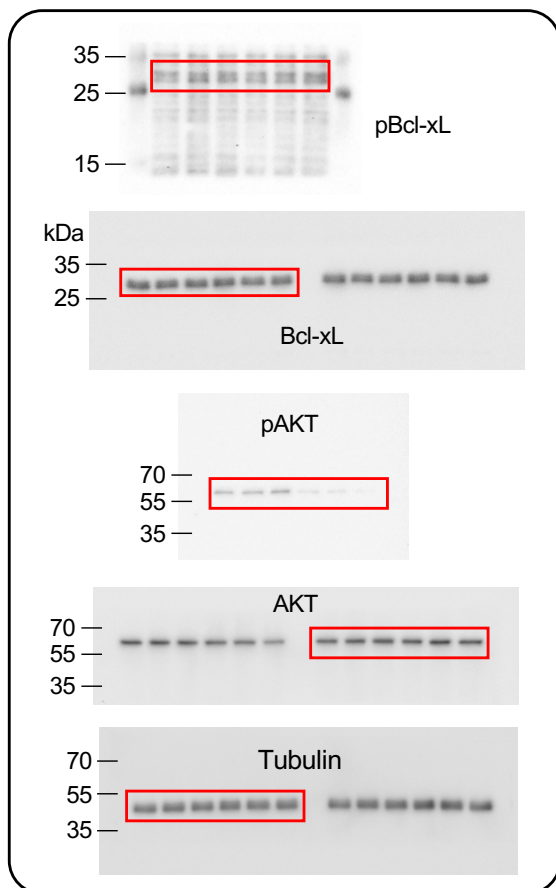

**Supplementary Fig. 2e**

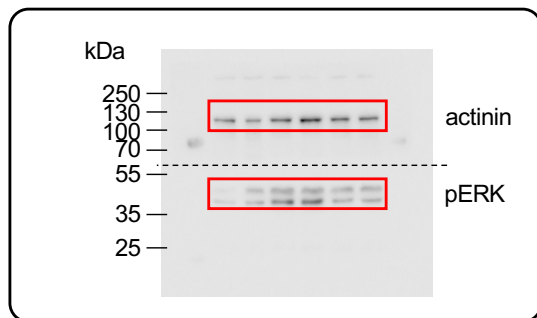

**Supplementary Fig. 3d**

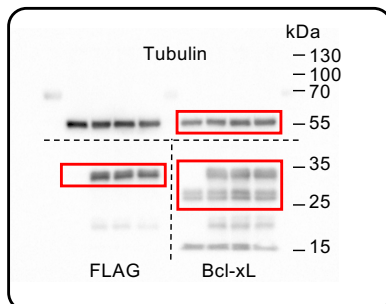

**Supplementary Fig. 2c**

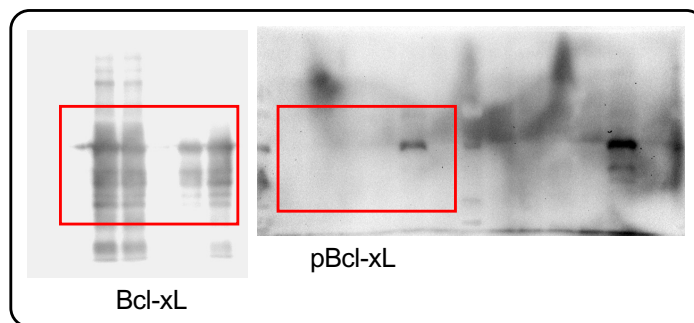

**Supplementary Fig. 2d**

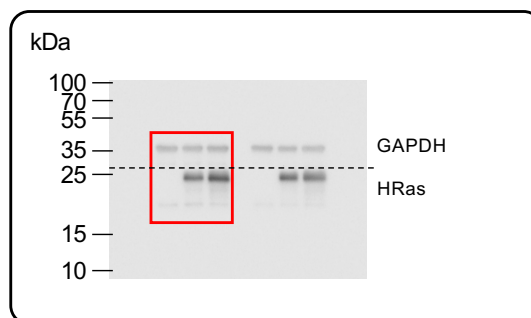

**Supplementary Fig. 3i**

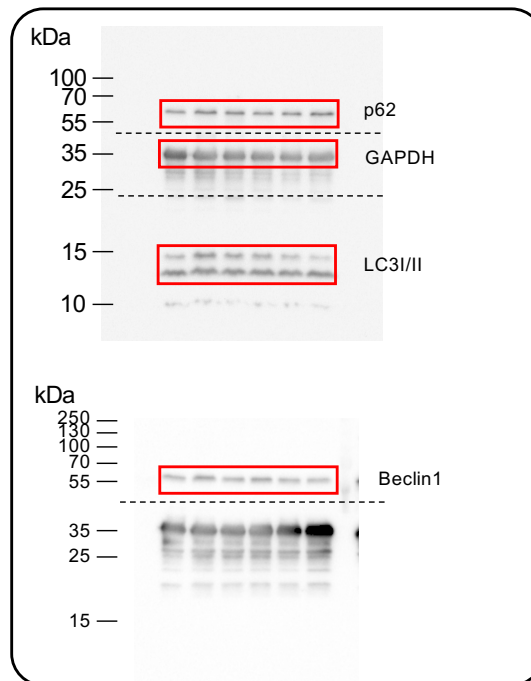

**Supplementary Fig. 3j**

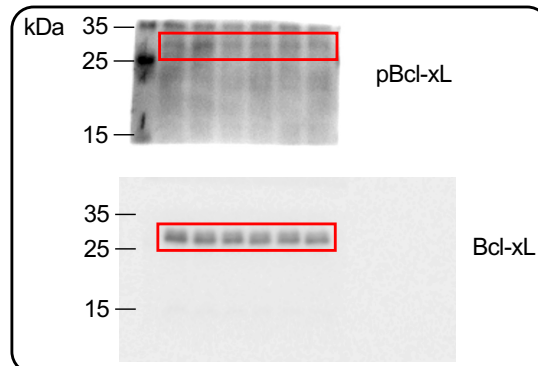

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: Ser14 phosphorylation of Bcl-xL mediates compensatory cardiac hypertrophy in male mice
**Source:** Nat Commun. 2023 Sep 19;14:5805. doi: 10.1038/s41467-023-41595-x
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Data collection method is described in the Method section.  
Software used:  
Imaging Workbench v6 software  
pCLAMP 10 Electrophysiology Data Acquisition and Analysis software  
Nikon NIS-Elements imaging software

#### Data analysis

Data analysis method is described in the Method section.  
Software used:  
GraphPad Prism 9 Software  
HISAT2 v2.2.1  
HTSeq v0.6.1  
edgeR v3.18.1  
limma v3.32.10  
R version v4.1.1  
GSEA v4.1.0  
Proteome Discoverer platform v2.4  
ImageJ software (NIH) (<https://imagej.nih.gov/ij/download.html>)  
Imaging Workbench v6 software  
pCLAMP 10 Electrophysiology Data Acquisition and Analysis software

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The source data generated in this study is available as the Source Data file attached with the manuscript. RNA-sequencing data have been deposited at gene expression omnibus (GEO) and are publicly available as of the date of publication with accession numbers: GSE199705. The mass spectrometry data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the accession code PXD045118.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

The sample size used in this study reflects the minimum number needed to achieve statistical significance. The sample size required was estimated to be n = 5-8 per group according to the power analysis based upon our previous studies examining the effects of pressure overload on cardiac hypertrophy and hypertrophic signaling. These studies include, but are not limited to, reference 5 (Ikeda, S. et al. Circ Res 2019), reference 13 (Nakamura, M et al. Cardiovasc Res 2021), reference 31 (Ikeda, S. et al. JACC Basic Transl Sci 2019), and reference 38 (Matsuda, T. et al. Circ Heart Fail 2017) of this paper.

Data exclusions

Mice that did not survive during the procedure of TAC surgery were excluded, which applies to the TAC-associated data collection in Figure 1 and 2 and Supplementary Figure 1 and 2.

Replication

In vivo experimental findings were reproducible as shown across multiple animals with a minimal of 2 surgical cohorts. In vitro experimental findings were independently reproduced at least 3 times unless specified. All attempts at replication were successful.

Randomization

Mice were not randomized because they were genetically identical within groups. The relevant experimental controls were used in each experiment as described in this paper. For experiments other than those involving mice, all samples, such as cells, were randomly allocated into groups and treated in the same manner across conditions.

Blinding

TAC surgeries and data collection and analysis for in vivo experiments including echocardiography, hemodynamic measurements, and necropsy, were performed by investigators blinded to genetic background of the mice and experimental treatment. Some western blot data was obtained by investigators who know genetic background and experimental treatment in order to know in which order the samples needed to be loaded on the gels. All other in vitro experiments were performed in a non-blinded manner because the experiments needed multiple treatments with clear labels for the operation.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

## Methods

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

The following commercial antibodies were used at the indicated dilutions:

Rabbit monoclonal Bcl-xL antibody (#2764) (1:6,000) (Cell Signaling Technology)

Rabbit cleaved caspase-3 antibody (#9661) (1:2,000) (Cell Signaling Technology)

Rabbit cleaved caspase-9 antibody (#9507) (1:2,000) (Cell Signaling Technology)

Rabbit monoclonal p44/42 MAPK (Erk1/2) antibody (#9102) (1:5,000) (Cell Signaling Technology)

Rabbit monoclonal phospho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204) antibody (#4370) (1:5,000) (Cell Signaling Technology)

Rabbit polyclonal phospho-GSK-3alpha/beta (Ser21/9) antibody (#9331) (1:3,000) (Cell Signaling Technology)

Rabbit monoclonal GSK-3alpha/beta antibody (#5676) (1:5,000) (Cell Signaling Technology)

Rabbit polyclonal phospho-Akt (Ser473) antibody (#9271) (1:4,000) (Cell Signaling Technology)

Rabbit polyclonal Akt antibody (#9272) (1:8,000) (Cell Signaling Technology)

Rabbit monoclonal phospho-MST1 (Thr183)/MST2 (Thr180) antibody (#49332) (1:1,000) (Cell Signaling Technology)

Rabbit monoclonal NFAT3 antibody (#2183) (1:1,000) (Cell Signaling Technology)

Rabbit monoclonal GAPDH antibody (#5174) (1:8,000) (Cell Signaling Technology)

Rabbit monoclonal Histone H3 antibody (#4499) (1:10,000) (Cell Signaling Technology)

Anti-mouse or -rabbit IgG, HRP-linked antibodies (#7076 and #7074) (1:5,000) (Cell Signaling Technology)

Mouse alpha-actinin (sarcomeric) antibody (#A7811) (1:4,000) (Sigma-Aldrich)

Rabbit monoclonal alpha-tubulin antibody (T6199) (1:8,000) (Sigma-Aldrich)

Mouse monoclonal IP3R-II antibody (Santa Cruz Biotechnology #sc-398434) (1:1,000)

Rabbit polyclonal H-Ras antibody (C-20) (Santa Cruz Biotechnology #sc-520)(1:1,000)

Mouse monoclonal MST1 antibody (BD Transduction Laboratories #611052) (1:4,000)

Mouse monoclonal cardiac Troponin T antibody (Invitrogen, Thermo Fisher Scientific, #MA5-12960) (1:100)

For detection of phosphorylation of Bcl-xL at Ser14, a polyclonal phosphorylation-specific antibody was generated by immunizing rabbits with a phospho-peptide as described previously (1:1,000) (reference 3 (Del Re, D.P. et al. Mol Cell 2014) of this paper)

### Validation

All antibodies used are commercially available and were previously validated except rabbit polyclonal phospho-Bcl-xL (Ser14) antibody. All commercially available antibodies have been validated by the manufacturers for their specificity by using knockouts/knockdowns, for their reactivity in the species, and for their compatibility to be used with the respective application. Besides this, the antibodies have been further validated in publications citing the antibodies.

Bcl-xL antibody: <https://www.cellsignal.com/products/primary-antibodies/bcl-xl-54h6-rabbit-mab/2764>

Cleaved caspase-3 antibody: <https://www.cellsignal.com/products/primary-antibodies/cleaved-caspase-3-asp175-antibody/9661?bvstate=pg:2/ct:r>

Cleaved caspase-9 antibody: <https://www.cellsignal.com/products/primary-antibodies/cleaved-caspase-9-asp353-antibody/9507>

p44/42 MAPK (Erk1/2) antibody: <https://www.cellsignal.com/products/primary-antibodies/p44-42-mapk-erk1-2-antibody/9102>

phospho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204) antibody: <https://www.cellsignal.com/products/primary-antibodies/phospho-p44-42-mapk-erk1-2-thr202-tyr204-d13-14-4e-xp-rabbit-mab/4370>

GSK-3alpha/beta antibody: <https://www.cellsignal.com/products/primary-antibodies/gsk-3a-b-d75d3-rabbit-mab/5676>

phospho-GSK-3alpha/beta (Ser21/9) antibody: <https://www.cellsignal.com/products/primary-antibodies/phospho-gsk-3a-b-ser21-9-antibody/9331>

phospho-Akt (Ser473) antibody: <https://www.cellsignal.com/products/primary-antibodies/phospho-akt-ser473-antibody/9271>

Akt antibody: <https://www.cellsignal.com/products/primary-antibodies/akt-antibody/9272>

phospho-MST1 (Thr183)/MST2 (Thr180) antibody: <https://www.cellsignal.com/products/primary-antibodies/phospho-mst1-thr183-mst2-thr180-e7u1d-rabbit-mab/49332>

NFAT3 antibody: <https://www.cellsignal.com/products/primary-antibodies/nfat3-23e6-rabbit-mab/2183>

GAPDH antibody: <https://www.cellsignal.com/products/primary-antibodies/gapdh-d16h11-xp-rabbit-mab/5174>

Histone H3 antibody: <https://www.cellsignal.com/products/primary-antibodies/histone-h3-d1h2-xp-rabbit-mab/4499>

Anti-mouse IgG, HRP-linked antibody: <https://www.cellsignal.com/products/secondary-antibodies/anti-mouse-igg-hrp-linked-antibody/7076>

Anti-rabbit IgG, HRP-linked antibodies: <https://www.cellsignal.com/products/secondary-antibodies/anti-rabbit-igg-hrp-linked-antibody/7074>

alpha-actinin (sarcomeric) antibody: [https://www.sigmaaldrich.com/US/en/product/sigma/a7811?gclid=Cj0KCQjwz8emBhDrARIsANNJ5S6fnYgJJdkgfXk21qCLIHuzPgqvpvhCNV4MBfjd05jBII\\_1yq261saApksEALw\\_wcB&gclid=Cj0KCQjwz8emBhDrARIsANNJ5S6fnYgJJdkgfXk21qCLIHuzPgqvpvhCNV4MBfjd05jBII\\_1yq261saApksEALw\\_wcB](https://www.sigmaaldrich.com/US/en/product/sigma/a7811?gclid=Cj0KCQjwz8emBhDrARIsANNJ5S6fnYgJJdkgfXk21qCLIHuzPgqvpvhCNV4MBfjd05jBII_1yq261saApksEALw_wcB&gclid=Cj0KCQjwz8emBhDrARIsANNJ5S6fnYgJJdkgfXk21qCLIHuzPgqvpvhCNV4MBfjd05jBII_1yq261saApksEALw_wcB)

alpha-tubulin antibody: <https://www.sigmaaldrich.com/US/en/product/sigma/t6199>

IP3R-II antibody: [https://www.scbt.com/p/ip3r-ii-antibody-a-5?gclid=Cj0KCQjwz8emBhDrARIsANNJ5S2kodM0HZosBkM3Anv4tXBE35eHpaPfnGPZvQK94UleGpgc8W5czQaAqh1EALw\\_wcB](https://www.scbt.com/p/ip3r-ii-antibody-a-5?gclid=Cj0KCQjwz8emBhDrARIsANNJ5S2kodM0HZosBkM3Anv4tXBE35eHpaPfnGPZvQK94UleGpgc8W5czQaAqh1EALw_wcB)

H-Ras antibody (C-20): <https://www.scbt.com/p/h-ras-antibody-c-20?requestFrom=search>

MST1 antibody: <https://www.bdbiosciences.com/en-us/products/reagents/microscopy-imaging-reagents/immunofluorescence-reagents/purified-mouse-anti-human-mst1.611052>  
 Cardiac Troponin T antibody: <https://www.thermofisher.com/antibody/product/Cardiac-Troponin-T-Antibody-clone-13-11-Monoclonal/MA5-12960>

Custom phosphorylation-specific antibody against Bcl-xL at Serine 14 was validated for specificity by using a phosphorylation-resistant mutant or appropriate experimental controls whenever possible (PMID: 24813943, PMID: 27218122).

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                  |
|----------------------------------------------------------------------|--------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | HEK293 cells obtained from the American Type Culture Collection (CRL-1573).                      |
| Authentication                                                       | Cell line used have been authenticated by the provider by using cell morphology and Karyotyping. |
| Mycoplasma contamination                                             | The cell line tested negative for Mycoplasma by the provider.                                    |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified lines were used in this study.                                         |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | All mice included in this study were on a C57Bl/6J genetic background. Mouse strains used in this study include Bcl-xL Ser14Ala knock-in mice (reference 4 (Nakamura, M. et al. JCI Insight 2016) of this paper) and C57Bl/6J wild-type mice purchased from Jackson Labs. All mice used in this study ranged from 2 to 4 months of age depending on the experiments. One-day-old Crl:(WI)BR-Wistar rats (Envigo, Somerville) were used for isolation of primary cultures of neonatal ventricular cardiomyocytes. Mice were housed under a specific pathogen-free condition in up to 5 mice per cage, and maintained in a temperature and humidity-controlled environment within a range of 21 °C - 23 °C and 30 - 70%, respectively, with a 12-hour light/dark cycles, in which they received food and water ad libitum. Handling of mice and euthanasia with CO2 in an appropriate chamber were conducted in accordance with guidelines on euthanasia of the American Veterinary Medical Association. Rutgers is accredited by AAALAC International, in compliance with Animal Welfare Act regulations and Public Health Service (PHS) Policy on Humane Care and Use of Laboratory Animals, and has a PHS Approved Animal Welfare Assurance with the NIH Office of Laboratory Animal Welfare (D16-00098 (A3158-01)). |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Reporting on sex        | In general, the estrogen and its cycle in female mice impact on studying hypertrophy and heart failure. In addition, the mortality and morbidity of cardiovascular diseases are sex-dependent. Therefore, only male mice were used in our animal studies. Both sexes of rats were used to isolate neonatal ventricular cardiomyocytes since it is difficult to separate male and female neonates.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Ethics oversight        | All experimental procedures with mice were approved by the Institutional Animal Care and Use Committee at Rutgers New Jersey Medical School, under protocol IACUC PROTO999900919 and 201900140.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

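RNA was measured by sequencing in hearts of 12 mice, 3 in each of the groups WT sham, WT TAC, KI sham and KI TAC, collected 9 h after surgery. Samples were assigned to groups from their labels for genotype and treatment, which match the groups and the n = 3 of the paper. Mice are named by the numbers the authors gave them. Y-linked genes were present in all 12 hearts, and X-inactivation RNA was not analysed here.

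The authors trimmed the reads with Trimmomatic, mapped them with HISAT2 to GRCm38, counted them on Ensembl genes with htseq-count and used edgeR and GSEA for their tests. The methods name an annotation release and files of another release, and the step from counts to the deposited values is not named in the paper's text. The deposited values are in RPKM: each mouse's values times exon length sum to between 997702 and 1002226, so a further scaling between libraries is not seen in them. Of 13552 gene identifiers, 13546 were found in the GENCODE M21 annotation of GRCm38, which gave positions, lengths and GC content. The filter that left these genes is not named in the paper's text, and the smallest mean of a gene in the table is 0.0281 RPKM. Depth per library, recovered from the whole multiples of 1 read in low values, was 23650191 to 32455166 reads on genes. At that depth the genes tested had a median of 664.5 reads, and 7.94% of them a mean under 100 reads.

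From the deposited values, log2(RPKM + 1) was computed, and genes at 1 RPKM or more in at least 3 mice were kept (11240 genes). limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend) was fitted with 4 groups to all 12 mice. Comparisons were WT TAC against WT sham, KI TAC against KI sham, KI TAC against WT TAC, KI sham against WT sham, and the interaction of genotype and surgery. The threshold was a Benjamini-Hochberg adjusted p of 0.05. A count test had been intended if the table held counts, and log2 CPM for the gene lists; since it holds RPKM, limma on log2(RPKM + 1) took their place throughout.

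The gene lists stand for the ERK, Fcε receptor 1, integrin and calcineurin pathways, cardiac calcium regulation, ERK transcriptional output and hypertrophy markers. They were written from general knowledge and tested with camera at a correlation of 0.01, with fry, with camera at an estimated correlation, and with the GSEA statistic over 20 labelings. Reactome's lists replaced 3 of them as an alternative. Marker lists of tissues and cells were scored as the mean of log2(RPKM + 1) relative to all mice.

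The mapping, the comparisons, the tests, the gene lists, most alternatives and the rule for named genes were set before the data were examined. By that rule the text names the genes the paper names for this experiment, the 5 largest increases and decreases per comparison among genes past the threshold without overlap between groups, at most 5 changed members per list, and changed genes near Bcl2l1. Marker genes are named where their list is reported. Predicted genes and pseudogenes were passed over in the ranking. Median-ratio scaling, limma-voom on the recovered reads, and lists of glucocorticoid-responsive and clock genes were added after the data had been seen. Other alternatives were a pseudocount of 0.1, no filter, at least 10 reads in every mouse (12987 genes), quantile normalization, an adjusted p of 0.10, a log2 fold change of at least 1, a fit of the 2 groups compared, and leaving out each mouse.

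The model was tested on simulated reads in which 200 genes were changed 2-fold or 4-fold and a set of 30 genes 1.5-fold. On average 10942 genes were tested. Genes were drawn independently, with a squared coefficient of variation of 0.05 between mice. The model recovered 81.3% of the 200 genes on average, 100% of those changed 4-fold and 61.1% of those changed 2-fold. Of its calls, 5.80% were on unchanged genes. Genes such as Nppa and Myh7 varied more between the real mice, so these rates do not give the power or error for them. The fitted log2 fold changes were 0.851 times the simulated ones (median). Simulations with no change gave at most 2 calls.

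Positions of Bcl2l1 codon 14 were taken from the annotation and genome sequence of GRCm38, and a pseudogene was aligned to transcripts with BLAST 2.17.0. Tables were handled in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. Values of some genes of the pathway lists are not reported here.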

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

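The comparisons, the gene lists with their tests and the fits that left out a mouse were set before the data were examined. The tests in this part on gene length, GC content, thinned depth, median-ratio scaling, glucocorticoid and Pkig were chosen after the results had been seen. So were the counts of splits at an unadjusted p. The search for changed genes near Bcl2l1 was set before, and the size of its window was chosen afterwards.

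The responses of Nppa and Myh7 to TAC differed between WT and KI hearts in the test of the interaction of genotype and surgery. The interaction was −1.97 for Nppa and −1.84 for Myh7 on the log2 scale, with an adjusted p = 0.0197 for both from limma over the list alone and adjusted p = 0.255 and 0.220 over all genes tested. The paper named these genes from the same mice, so the first is not independent evidence. Across the 12 fits that each left out a mouse, it stayed between −2.49 and −1.53 for Nppa and between −2.44 and −1.50 for Myh7. The tables argue against gene length and GC content as the whole of the pattern. With both trends removed the interaction was −2.14 for Nppa and −1.55 for Myh7 (adjusted p = 0.0212 and 0.0434 from limma over the list alone). They argue against library depth too, since with all libraries thinned to 23650191 reads it was −1.96 and −1.84. A response to glucocorticoid stays open. With the mean of 19 glucocorticoid-responsive genes as a covariate the interaction was −0.52 for Nppa and −1.95 for Myh7 (adjusted p = 0.518 and 0.0737 from limma over the list alone), Nppa rose in KI hearts by 2.50, and since that mean is itself higher in the KI TAC hearts, it cannot be told apart from genotype in these mice. An effect of genotype and a difference in surgery or stress between the TAC groups are both open explanations, and the pressure gradient of each mouse was not analysed here.

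The list of cardiac calcium regulation and the list of ERK transcriptional output responded differently to TAC in the genotypes. The interaction was −0.37 for the calcium list, with 67 of 83 genes negative, and 0.95 for the ERK output list, with 17 of 20 genes positive (adjusted p = 0.00347 and 2.04e-07 from camera). Neither call held under fry (adjusted p = 0.0877 and 0.153) or with an estimated correlation (adjusted p = 0.473 for both). Without KI TAC mouse 5 the ERK output value was 0.49, so its size rests in large part on that mouse. With median-ratio scaling the calcium value was −0.19 (adjusted p = 0.00956 from camera). Between the TAC groups the mean of the ERK output list was 0.97, higher in KI hearts. Camera (adjusted p = 1.30e-07) and fry (adjusted p = 0.0456) called this, and camera with an estimated correlation did not (adjusted p = 0.596). The GSEA statistic, which was not computed for the interaction, gave the ERK output list a score of 1.05 between the TAC groups (exact permutation p = 0.6). Gene length and GC content do not account for the whole of either result. With both trends removed the mean interaction of the calcium list shrank to −0.22, and that of the ERK output list was 1.04. Camera in the limma fit then gave an unadjusted p = 0.000996 and 1.71e-05. Library depth does not account for them either, with an unadjusted p = 0.000974 and 3.18e-08 from camera in the limma fit after thinning. With the glucocorticoid covariate the mean interactions shrank to −0.19 and 0.70, and camera in the limma fit gave an unadjusted p = 0.0160 and 0.00131. The covariate separates the TAC groups by itself, so that response and the genotype cannot be told apart here. The genotype stays open as a biological explanation. Whether the higher mean of the ERK output list in KI TAC hearts reflects more ERK signaling is a hypothesis for a closer look. The RNA of these genes does not measure ERK activity, and other signals that might induce them were not tested. Dusp1 is both in this list and in the glucocorticoid list.

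Of the 11240 genes tested, 2 pseudogenes differed between KI sham and WT sham hearts, which the paper does not discuss. Gm14267 on chromosome 2 (166500036 to 166522373, 13.7 Mb from Bcl2l1) was 0.477 ± 0.0980 RPKM in WT sham and 3.58 ± 0.359 RPKM in KI sham hearts (SD, n = 3 each), a log2 fold change of 1.63 (adjusted p = 3.36e-05 from limma). Gm6334 on chromosome 8 (4778042 to 4778269) had at most 2 reads in any WT heart and at least 35 in any KI heart, with a fitted log2 fold change of 3.27 (adjusted p = 0.000135 from limma) that depends on the pseudocount. Other splits of the 6 sham hearts gave fewer genes, with 1 of 10 splits, the real one, as large, the smallest share possible. At an unadjusted p under 0.05 the real split gave 37 genes and the others 30 to 1347. Sequence from the mouse strain of the R1 embryonic stem cells, in which the authors made the allele, is a candidate explanation for the gene on chromosome 2. Within 25 Mb of Bcl2l1 lay 8 of the 37 genes with an unadjusted p under 0.05, against 285 of the 11240 tested (Fisher's exact test, two-sided p = 3.16e-06). Windows of 5, 10 and 20 Mb gave, in the same exact test, p = 0.265, 0.0680 and 5.88e-06 (adjusted over the 4 windows, 0.265, 0.0907, 1.18e-05 and 1.18e-05), so the excess lies away from the nearest genes. Gm6334 is 95.2% identical to a transcript of Pkig over 231 bases, and Pkig lies 10.9 Mb from Bcl2l1. If a Pkig variant sent reads to the pseudogene, Pkig might lose them; its log2 fold change in KI sham hearts was −0.45 (adjusted p = 1.00 from limma, unadjusted p = 0.0523). Pkig had a mean of 3985 reads in WT sham hearts, against 64.3 on Gm6334 in KI sham hearts, so a loss of that size would be hidden by the spread of Pkig between mice, and shifted reads and transcription of the pseudogene cannot be told apart.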

How the results depend on the processing

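Median-ratio scaling and limma-voom on recovered reads were added as alternatives after seeing the data. Tests that need counts had been intended as alternatives, namely DESeq2, RLE and upper-quartile normalization, the edgeR likelihood ratio test and its filter, for a table of counts. They were not run, and the recovered reads were used with limma-voom alone. The cause of a change is the alternative's own construction where it tests fewer mice, sets another threshold or rescales all genes of a library. Otherwise the cause was not tested.

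The number of changed genes kept within 1.5 times under a pseudocount of 0.1, no filter, quantile normalization, median-ratio scaling and limma-voom for all 5 comparisons. With at least 10 reads in every mouse it did so too, except for KI sham against WT sham, with 1 gene in place of 2. For KI TAC against WT TAC these counts were 1319, 1304, 1136, 1285, 1329 and, with at least 10 reads, 1291, against 1242. The directions did not keep: higher and lower genes in this comparison were 328 and 914 as deposited, 523 and 613 with quantile normalization and 753 and 532 with median-ratio scaling. A log2 fold change of at least 1 left 486 genes for WT TAC against WT sham, 848 for KI TAC against KI sham and 410 for KI TAC against WT TAC. An adjusted p of 0.10 gave 2064 and 2293 genes for the first and last of these, and 50 genes with an interaction in place of 0 (1668 at an unadjusted p under 0.05). A fit of only the 2 groups compared gave 216 genes for KI TAC against WT TAC and 5 for KI sham against WT sham.

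Leaving out each mouse gave from 596 (without WT TAC mouse 7) to 1525 genes for WT TAC against WT sham, from 1453 (without KI sham mouse 3) to 2741 for KI TAC against KI sham, and from 162 (without WT TAC mouse 7) to 1822 for KI TAC against WT TAC. For the last, 186 were left without KI TAC mouse 6, 646 without KI TAC mouse 5 and 797 without WT TAC mouse 10. For WT TAC against WT sham, 863, 646 and 677 were left without WT sham mice 1, 2 and 3. KI sham against WT sham gave 2 genes in each of its 6 fits. The interaction gave from 0 to 240 genes over 12 fits, with 240 without WT TAC mouse 9, 182 without KI TAC mouse 7 and 8 without WT TAC mouse 10.

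Sham mice of both genotypes share the numbers 1, 2 and 3. The deviations of same-numbered mice from their group means correlated at −0.22, −0.30 and 0.44 across genes, so the numbers do not pair the mice. A fit with the number as a replicate block called 0 genes between KI sham and WT sham hearts (82 at an unadjusted p under 0.05).

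Nppa in WT hearts was past the threshold in all 13 alternatives, which hold no covariate, and not with the mean of clock genes as a covariate (3.26, adjusted p = 0.139 from limma). Myh7 in WT hearts ranged from 1.55 to 2.50 over the 6 fits that left out a mouse and lost its call without WT sham mouse 1 or 3 (1.57 and 1.63). Myh7 in KI hearts ranged from −0.21 (without KI TAC mouse 6) to 0.35, with −0.048 without KI sham mouse 1, and was never called. Nppa in KI TAC against WT TAC hearts was −2.12 in the fit of those 2 groups (adjusted p = 0.0682 from limma) and from −2.63 to −1.70 when a mouse was left out, with adjusted p above 0.05 without WT TAC mouse 7 or 10 or KI TAC mouse 5 or 6. Nppa in KI sham against WT sham hearts, −0.15 and never called, reversed without WT sham mouse 1 (0.097) or 3 (0.052) or KI sham mouse 3 (0.16), within −0.59 to 0.16.

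For WT TAC against WT sham, the ERK and integrin lists lost their calls with an estimated correlation (means 0.36 and 0.36, adjusted p = 0.230 and 0.187) and with the GSEA statistic (1.65 and 1.47), whose p of 0.1 is the smallest 3 mice against 3 can give. The Fcε receptor 1 list, not called by camera, was called without a filter (0.24), with at least 10 reads (0.24), under fry (0.22) and with the Reactome list (0.18). For KI TAC against WT TAC, the calcium list lost its call with an estimated correlation (−0.35, adjusted p = 0.598) and with the GSEA statistic (−1.41, p = 0.1). The calcineurin list was called under fry (−0.11) and reversed with median-ratio scaling (0.066). Fry also called the ERK and Fcε receptor 1 lists lower in this comparison (adjusted p = 0.0456 and 0.0444). Camera called Reactome's integrin list lower (adjusted p = 0.0162). Other lists that camera did not call in the main fit reversed here with median-ratio scaling, namely ERK (0.062), Fcε receptor 1 (0.12) and integrin (0.070). Fcε receptor 1 also reversed with quantile normalization (0.050). With median-ratio scaling the interactions of ERK, Fcε receptor 1, integrin and calcineurin reversed too (0.074, 0.13, 0.046 and 0.065). With quantile normalization the interaction of Fcε receptor 1 reversed (0.062). Median-ratio scaling moved the median of all genes from −0.12 to 0.030 in KI TAC against WT TAC and from −0.13 to 0.031 in the interaction, and quantile normalization moved it to −0.00038 and 0.0021. These reversals thus hold a shift common to all genes and say nothing of the lists relative to other genes. The Reactome list for ERK in KI hearts was −0.0094 in place of 0.25. Over 25 other results and 417 values under alternatives, 369 kept direction and call, 25 were weaker, 10 stronger and 13 reversed, all 13 given here.

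The genes changed between WT TAC and KI TAC hearts had a median of 873 reads, and 8.47% of them a mean under 100 reads, so depth limits few of them. Depth does limit Gm6334, which has 0 to 2 reads in WT hearts.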

Differences from the paper's values

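The normalized enrichment score of the integrin pathway in WT hearts was 1.47, against the paper's 1.7 in Supplementary Table 1. The SD was 0.197 over the 6 fits that each left out a mouse. The paper's scores come from other gene sets, and fits without a mouse have fewer labelings, which alters the scale of the score. Whether a value lies within the SD thus decides nothing, here or for the calcineurin and calcium lists below. Of the alternatives set before the data were examined, the one with at least 10 reads in every mouse gave 1.51, within that SD of the paper's value, and so did the fits without WT TAC mouse 10 (1.83) and without WT sham mouse 1 (1.66), 2 (1.73) or 3 (1.57). No filter (1.50), the Reactome list (1.40) and the fits without WT TAC mouse 7 (1.41) or 9 (1.31) did not.

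The score of the calcineurin list for WT TAC over KI TAC was 1.35 (SD 0.0744 over the same kind of fits) against about 1.5 for the paper's Biocarta set in Fig. 5a, read by eye. The alternatives without a filter (1.45), with at least 10 reads in every mouse (1.45) and without KI TAC mouse 5 (1.50), WT TAC mouse 7 (1.43) or WT TAC mouse 10 (1.43) came within that SD, and those without KI TAC mouse 6 (1.32), KI TAC mouse 7 (1.34) or WT TAC mouse 9 (1.31) did not. Against the paper's GO set of calcineurin signaling, about 1.3 in Fig. 5a, read by eye, the 1.35 lies within the SD. So do the fits without KI TAC mouse 6, KI TAC mouse 7 or WT TAC mouse 9. The alternatives that came within the SD of the Biocarta value lie outside it for the GO value.

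The score of the calcium list for WT TAC over KI TAC was 1.41 (SD 0.157) against about 1.6 in Fig. 5a, read by eye. The fits without KI TAC mouse 6 (1.61), WT TAC mouse 7 (1.53) or WT TAC mouse 10 (1.56) came within that SD. No filter (1.43), at least 10 reads in every mouse (1.42) and the fits without KI TAC mouse 5 (1.39), KI TAC mouse 7 (1.76) or WT TAC mouse 9 (1.82) did not.

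The exact permutation p of the GSEA statistic was 0.1 for the Fcε receptor 1, ERK and integrin pathways, where the paper's nominal p in Supplementary Table 1 is 0 for each. With 10 labelings of the real sign and the real one counted, 0.1 is the smallest p possible, so none of the alternatives set before the data were examined can reach 0 and the gap says nothing of the pathways. Without a filter and with at least 10 reads in every mouse the p was 0.1 for each, and with the Reactome lists it was 0.1, 0.3 and 0.2.

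The paper states that hypertrophy marker genes rose after TAC in WT and not in KI hearts. Here 6 of 9 such genes rose past the threshold in KI hearts, among them Nppb with a log2 fold change of 3.91 and Rcan1 with 3.08. The smaller mean rise of the list in KI hearts had an interaction of −0.84 (adjusted p = 0.425 from camera), and quantile normalization is the setting that called it (−1.02, adjusted p = 0.0202). In the paper's direction, the list was lower in KI TAC than in WT TAC hearts by −0.83, not called by camera (adjusted p = 0.559) and called by fry (adjusted p = 0.0283) and with quantile normalization (−1.02, adjusted p = 0.0324).

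The paper states that the Fcε receptor 1 pathway rose in WT hearts, from GSEA of another gene set. The GSEA statistic on the list used here gave a score of 1.69 against the paper's 1.75 (exact permutation p = 0.1, the smallest possible). In camera, a different test, the list had an adjusted p of 0.0735. It was called without a filter (0.0203), with at least 10 reads in every mouse (0.0201), under fry (0.00381) and with the Reactome list (0.0334). It was also called without the genes it shares with both the ERK and integrin lists, a setting chosen after seeing the values (0.0454). The Reactome value and the last were adjusted over 3 lists and the others over 7.

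The paper states that calcineurin signaling is lower in KI TAC than in WT TAC hearts. Here the list's mean log2 fold change was −0.11 against a median of −0.12 for all genes, with an adjusted p of 0.805 from camera. Rcan1, counted over all its transcripts, was higher in KI TAC hearts by 0.84, which was not past the threshold. The paper's qPCR measured a single transcript form of this gene. Among the settings run, fry called the list lower (adjusted p = 0.0444), as it did other lists, among them ERK (0.0456) and Fcε receptor 1 (0.0444). The GSEA statistic gave a score of −1.35 for KI TAC over WT TAC, in the paper's direction, with an exact permutation p of 0.1, the smallest the design allows.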

Other observations

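The tests in this part on gene length, GC content, thinned depth, scaling, glucocorticoid, clock genes, 3 further atrial genes and the erythroid list, and the counts of splits for gene lists and for unadjusted p-values, were chosen after the results had been seen.

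Other splits of the same 6 hearts gave fewer changed genes than the real ones. For WT TAC against WT sham, KI TAC against KI sham and KI TAC against WT TAC, 1 of the 10 splits, the real one, gave as many genes past the threshold, and 3 against 3 allow no smaller share. The other splits gave at most 8 genes. For the interaction, 100 groupings of the mice were compared, the real one among them. All 100 of 100 gave at least its 0 genes, which a count of 0 makes certain, so this decides nothing. As many genes as the 1668 with an unadjusted p under 0.05 came from 12 of 100, the real one included. Another grouping gave 1451 genes past the threshold, so groupings can carry the effects of surgery or genotype into the interaction. This count therefore decides nothing either. For the gene lists in WT TAC against WT sham, 1 of 10 splits gave a camera p as small for ERK, 2 of 10 for Fcε receptor 1 and 1 of 10 for integrin. In KI TAC against WT TAC, 5 of 10 did so for calcineurin and 1 of 10 for calcium.

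More genes were lower than higher in KI TAC compared with WT TAC hearts, with 26.4% higher, and this direction may come from the scaling between libraries. With median-ratio scaling 58.6% were higher. The median-ratio factors were 0.811, 0.914 and 1.03 in the KI TAC hearts and 1.04, 0.958 and 1.15 in the WT TAC hearts. The number of changed genes is not explained in this way. It is not explained by depth either, although the depths of the TAC groups do not overlap, since 8.47% of the changed genes had a mean under 100 reads and 1216 genes passed with all libraries thinned to 1 depth, 1159 of them shared with the 1242. With the trend of gene length removed 1269 passed and with that of GC content 1426, of which 853 and 989 were shared with the 1242, so those trends do not account for the count. Spearman's rho of the log2 fold change with length was −0.263 across genes in this comparison.

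A hypothesis raised by the largest changes in KI TAC hearts, such as Mt2, is a stronger response to glucocorticoid. In a list of 19 glucocorticoid-responsive genes, 18 were higher in KI TAC than in WT TAC hearts, with a mean log2 fold change of 1.43 (camera p = 3.99e-14, fry p = 0.00697, camera p with an estimated correlation = 0.0395, exact permutation p of the list means = 0.1). The list mean was 1.10, 1.04 and 0.85 in the KI TAC hearts and −0.83, 0.54 and −1.02 in the WT TAC hearts, and between −0.81 and 0.034 in the sham hearts. With this mean as a covariate, 3 genes passed in KI TAC against WT TAC, with 1112 at an unadjusted p under 0.05. The covariate separates the TAC groups by itself, so a glucocorticoid response and the genotype cannot be told apart by this fit. The list was chosen with the changed genes in view, 3 of its genes (Cdkn1a, Dusp1 and Per1) are in other lists, and all 19 reach 1 RPKM in WT sham hearts. Such a response might reflect stress, time of day or genotype, and none of these was tested separately. A list of 18 clock genes had a mean log2 fold change of −0.50 from WT sham to WT TAC (camera p = 0.00214, fry p = 0.00952, exact permutation p of the list means = 0.1), −0.21 from KI sham to KI TAC (camera p = 0.738, exact permutation p = 0.3) and 0.18 between the TAC groups (camera p = 0.0351, fry p = 0.339, exact permutation p = 0.3). The KI value was −0.39 without KI sham mouse 1, −0.098 without KI sham mouse 3 and −0.12 without KI TAC mouse 6. That between the TAC groups was 0.10 and 0.27 without KI TAC mice 5 and 6. With an estimated correlation the camera p of the clock list was 0.0593 in WT hearts and 0.170 between the TAC groups. With its mean as a covariate 54 genes passed for WT TAC against WT sham and 498 for KI TAC against WT TAC.

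A larger share of atrial tissue could raise Nppa, which atria express strongly. Of 4 atrial markers chosen for this test, 0 were analysed here, so it decides nothing. Stard10, Kcnj3 and Kcnj5, which atria also express more than ventricles, had a mean log2 fold change of −0.77 from WT sham to WT TAC. This gives no sign of more atrial tissue in the WT TAC samples and does not exclude it. Kcnj3 was lower after TAC in both genotypes (log2 fold changes of −0.96 in WT and −2.04 in KI hearts). A response of these genes to TAC cannot be told apart from a change in tissue. A rise of Nppa from TAC itself stays open. The atrial list, with 2 of 6 genes tested, differed by −0.26 between these groups (exact permutation p = 0.1).

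Cells of blood and immune origin could contribute to the genes changed in WT hearts. The mean of 6 macrophage markers rose by 0.67 from WT sham to WT TAC (exact permutation p = 0.1, the smallest possible), with 0.29, 0.029 and 0.94 relative to all mice in WT TAC mice 7, 9 and 10. Without mouse 10 the rise was 0.41. That of 3 neutrophil markers rose by 1.19 (exact permutation p = 0.1). In KI hearts these means rose by 0.25 and 1.77. The mean of 5 erythroid markers fell in WT hearts, with a difference of −0.71, which argues against retained blood as the source. Whether macrophages entered the heart or changed their transcripts cannot be told apart from these values. In WT sham hearts 6 of the macrophage markers, 5 of the erythroid markers and 0 of the neutrophil markers had a mean of at least 1 RPKM. The most abundant macrophage marker, C1qb, was 23.4 RPKM in WT sham and 33.5 RPKM in WT TAC hearts, and S100a9 was 0.265 and 2.92 RPKM. Differences for 5 endothelial markers were 0.0062 in WT and −0.020 in KI hearts, and for 1 brown fat marker 0.089 and 0.30. Leaving out single mice moved these from −0.081 to 0.12 and from −0.096 to 0.093 for endothelial markers, and from −0.13 to 0.32 and from 0.014 to 0.66 for brown fat. Lists for lymphocytes, skeletal muscle and lung were not analysed here.

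The 7 fibroblast markers varied most between WT TAC hearts. Their mean relative to all mice was 0.74, −0.35 and 1.88 in mice 7, 9 and 10 and between −0.61 and 0.37 in the other hearts. Postn was 15.2, 3.41 and 68.6 RPKM and Col1a1 188, 67.4 and 461 RPKM in these 3 hearts. The difference between WT TAC and WT sham hearts was 1.14 (exact permutation p = 0.2) and 0.58 without WT TAC mouse 10. Between KI TAC and WT TAC hearts it was −1.07 (exact permutation p = 0.2). That value was −0.51 without WT TAC mouse 10 and −1.62 without WT TAC mouse 9. Between KI TAC and KI sham hearts the difference was −0.27 (exact permutation p = 0.4) and −0.054 without KI sham mouse 1. No biological explanation was tested.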
